# 20S proteasome-regulated proteostasis in ELVAs is critical for oocyte-to-embryo transition and female fertility

**DOI:** 10.1038/s44318-026-00813-0

**Published:** 2026-05-21

**Authors:** Yan Rong, Yingyan Chen, Huiwen Cao, Chengkan Liu, Haomang Xu, Xiaomei Tong, Anxuan Fang, Leilei Ai, Yucong Zhu, Yingyi Zhang, Peipei Ren, Xiaoxuan Li, Yufan Gao, Xiaolin Tian, Lugeng He, Songying Zhang, Chao Yu

**Keywords:** Cell Cycle, Development, Post-translational Modifications & Proteolysis

## Abstract

Programmed degradation of maternal proteins is essential for the oocyte-to-embryo transition (OET). While pharmacological inhibition studies have established the importance of proteasomes in ovarian reserve maintenance, oocyte maturation and fertilization, the physiological impact of intrinsic proteasome insufficiency and underlying molecular mechanisms remain poorly understood. In mice, endolysosomal vesicular assemblies (ELVAs), specialized membraneless compartments composed of proteasomes, endolysosomes and autophagosomes, facilitate protein degradation during oocyte maturation and early embryogenesis. In this study, we generated mice with oocyte-specific deletion of the proteasomal core subunit *Psma7*, to investigate the physiological function of the 20S proteasome and its roles in ELVAs-mediated protein degradation. PSMA7-deficiency destabilized 20S proteasomes and disrupted translocation of ELVAs, leading to pronounced accumulation of ubiquitinated proteins in oocytes and zygotes. Consequently, maternal *Psma7* deletion resulted in female infertility, manifested by impaired oocyte maturation and developmental arrest at one- to two-cell stage. Furthermore, we observed reduced proteasome abundance and dysfunction of ELVAs in aged oocytes, providing a mechanistic explanation for the decline in developmental competence associated with oocyte aging. Taken together, our findings elucidate the critical function of proteasome-regulated proteostasis within ELVAs in maintaining oocyte quality during OET and reproductive aging.

## Synopsis

Proteasome activity has been implicated in the mammalian oocyte-to-embryo transition (OET). This study adopts oocyte-specific knockout of PSMA7, the α4 subunit of 20S proteasome, to investigate the role of proteasome in ELVAs formation, OET and reproductive aging, with implications for clinical diagnosis and treatment of poor oocyte quality.

- PSMA7-deletion destabilizes 20S proteasome components in oocytes and eggs.
- PSMA7-deletion disrupts the assembly and oocyte-cortex translocation of endolysosomal vesicular assemblies (ELVAs).
- PSMA7-deficiency leads to pronounced accumulation of ubiquitinated proteins in oocytes and zygotes.
- Maternal Psma7 deletion results in female infertility, manifested by impaired oocyte maturation and developmental arrest at the 1- to 2-cell stage.
- Reduced proteasome abundance and ELVAs dysfunction exist in aged mouse oocytes.

## Abstract (web summary)

Oocyte-specific knockout of proteasomal PSMA7 subunit causes accumulation of ubiquitinated proteins and impairs cortical translocations of endolysosomal vesicular assemblies (ELVAs).

## Introduction

During the oocyte-to-embryo transition (OET), oocytes contribute to approximately half of the nuclear DNA and nearly all cytoplasmic components through a tightly orchestrated program encompassing oogenesis, meiotic maturation, fertilization and zygotic genome activation (ZGA) (Stitzel and Seydoux, 2007; Svoboda, 2018). As a hallmark of the OET, the regulated degradation of maternal factors (e.g., mRNAs and proteins), coupled with the de novo synthesis of zygotic factors, is essential for generating developmentally competent embryos (Bebbere et al, 2021; Li et al, 2010; Mitchell, 2022; Zhang and Smith, 2015), and its failure often leads to female infertility, miscarriage and birth defects (Sha et al, 2019; Toralova et al, 2020; Yu et al, 2016). Recent advances in single-cell transcriptome, translatome and proteome profiling have substantially elucidated gene expression regulation during OET, with extensive focus on mRNA decay (Hu et al, 2022; Jiang et al, 2023b, Sha et al, 2019; Sha et al, 2020; Svoboda et al, 2017; Zou et al, 2022). The abnormalities in proteostasis have also been discovered in mammalian aged oocytes including human samples (Galatidou et al, 2024; Harasimov et al, 2024). However, the molecular mechanisms involved in maternal protein clearance which requires more intricate spatiotemporal regulation, particularly their physiological significance in OET and oocyte aging remain poorly understood.

The ubiquitin-proteasome system (UPS) represents the major pathway for regulated protein degradation in eukaryotes, comprising E1, E2, E3 enzymes and the proteasome (Pohl and Dikic, 2019). Previous studies have demonstrated the oocyte-specific functions of multiple E3 ligases and their substrates in oocyte maturation of mammals. For instance, the SCF^β-TrCP^ complex degrades CPEB1 to mediate maternal mRNA translation (Sha et al, 2017); CRL4^DCAF1^-dependent degradation of PP2A is essential for meiotic progression (Yu et al, 2015); CRL4^DCAF13^ targets PTEN degradation to support meiotic resumption (Zhang et al, 2020). Moreover, declined proteasomal activity has been demonstrated to promote the accumulation of oxidative damage and leads to impaired oocyte quality (Galatidou et al, 2024; Mihalas et al, 2018; Sasaki et al, 2019). Pharmacological inhibition of proteasomal activity with ALLN or MG132 also disrupts the key events in oocyte maturation, such as the meiosis I-to-II transition in mouse oocytes depending on the degradation of securin and Cyclin B1 regulated by APC/C and the 26S proteasome (Huo et al, 2004; Shin et al, 2010; Terret et al, 2003). Therefore, investigating the dynamics and roles of proteasomes in oocyte maturation and aging is crucial for elucidating the mechanisms underlying maternal protein degradation, especially under physiological conditions.

Recent studies have shown that proteasomes are incorporated into a degradative super-organelle known as endolysosomal vesicular assemblies (ELVAs) in oocytes and early embryos (Zaffagnini et al, 2024). ELVAs also consist of endolysosomes and autophagosomes and are held together by RUFY1 to sequester detrimental protein aggregates (Satouh et al, 2025; Zaffagnini et al, 2024). During oocyte maturation, ELVAs translocate to the oocyte cortex and exhibit increased degradative activity (Zaffagnini et al, 2024). Both proteasomal and lysosomal activities are critical for protein degradation within ELVAs, as demonstrated by pharmacological inhibition using MG132 or BAFA1, which disrupt ELVAs assembly and distribution (Zaffagnini et al, 2024). These disruptions lead to abnormal spindle assembly during oocyte maturation and cause early embryonic arrest (Bowman et al, 1988; Klionsky et al, 2021; Zaffagnini et al, 2024; Zaffagnini et al, 2025). However, the specific contributions of proteasomes within ELVAs have not been investigated in vivo, largely due to the essential role of proteasomes in cell viability (Park et al, 2024).

The canonical 26S proteasome comprises a 20S core particle capped at one or both ends by 19S regulatory particles (Huang et al, 2016). The 20S core is composed of four stacked heteroheptameric rings (α–β–β–α), with the inner β-rings mediating proteolytic activity and the outer α-rings facilitating recognition and delivery of polyubiquitinated substrates (Zhang et al, 2019a). Deletion of the *Psma7* subunit in male germ cells leads to defects in proliferation and differentiation of spermatogonia (Fang et al, 2025). In this study, we identified that PSMA7 is notably abundant among 26S proteasome subunits in both human and mouse oocytes. To investigate the physiological function of proteasomes in ELVAs-mediated protein degradation during OET and reproductive aging, we generated oocyte-specific *Psma7* knockout mice (*Psma7*^*fl/fl*^*;Zp3-Cre*). PSMA7-deficiency destabilized 20S proteasome in oocytes, resulting in the accumulation of ubiquitinated proteins. Furthermore, ELVAs in PSMA7-deficient oocytes and zygotes exhibited abnormal enlargement and insufficient cortical relocation during oocyte maturation. Consequently, female mice lacking oocytic PSMA7 were infertile, displaying defects in meiotic maturation and embryonic arrest at the 1- or 2-cell stage. Notably, similar abnormalities in ELVAs assembly and translocation, along with decreased proteasome levels, were observed in aged oocytes, underscoring the critical role of proteasomes in maintaining oocyte quality during OET and reproductive aging.

## Results

### Decreased 20S proteasome abundance underlies age-related proteasomal dysfunction in oocytes

The proteasome is a primary machinery for targeted protein degradation, and its functional integrity is essential for maintaining proteostasis. Given that the loss of protein homeostasis is the common feature of cellular aging (Labbadia and Morimoto, 2015), we examined whether proteasomal activity of oocytes is altered during maternal aging using the cell-permeable fluorescent probe Me4BodipyFL. The initial assessment revealed that proteasomal activity in aged mouse GV oocytes was comparable to that in young GV oocytes (Fig. 1A,B), consistent with previous reports (Harasimov et al, 2024). However, while proteasomal activity increased during the transition to the MII phase, it remained relatively low in aged eggs (here referring to MII-stage oocytes) (Fig. 1A,B), suggesting an aging-related impairment in proteasome function. Given the role of proteasomes in protein-degrading ELVAs where they collaborate with lysosomes and other organelles to clear protein aggregates in oocytes (Zaffagnini et al, 2024), we investigated whether ELVAs formation is disrupted with aging. RUFY1 has been identified as a structural organizer of ELVAs, and we observed that RUFY1 and LysoSensor positive compartments tended to be larger in aged oocytes (Fig. 1C; Appendix Fig. S1A). To further confirm this enlargement, we applied the macro-based quantification of their volume on 3D models. Enlarged RUFY1-positive compartments were validated in aged oocytes (Fig. 1D), despite its unchanged protein levels (Fig. 1G) and relative distance from cortex (Appendix Fig. S1B). Similarly, the size of LAMP1-positive compartments was also increased in aged oocytes (Fig. 1E; Appendix Fig. S1C,D), consistent with aberrant ELVAs assembly during oocyte aging.

**Figure 1:**
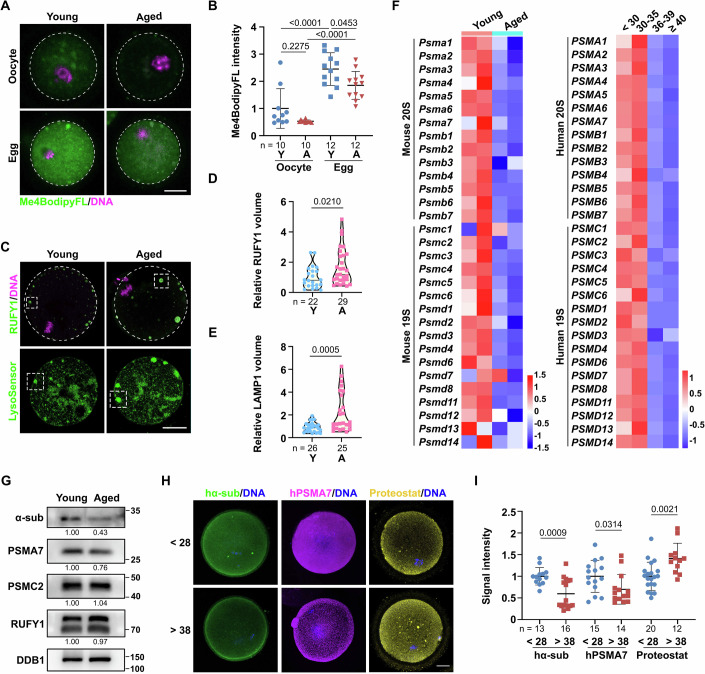
20S proteasome decline is associated with oocyte aging. (**A**, **B**) Confocal analysis with Me4BodipyFL probe (**A**) and quantification of Mean Fluorescence Intensity (MFI) (**B**) of GV oocytes and eggs derived from young and aged mice. Scale bar, 20 μm. Y young, A aged. Mean and SD are shown. *P* values: one-way ANOVA. (**C**) Confocal analysis of RUFY1 and LysoSensor signals in young and aged mouse eggs. Scale bar, 20 μm. (**D**, **E**) Quantification of the relative average volume of RUFY1 (**D**) and LAMP1 (**E**) puncta in young and aged mouse eggs by 3D models. *P* values: unpaired *t* test. (**F**) Heat map illustrating the differential expression profiles of proteasome subunits in mouse (left) and human (right) GV oocytes across distinct age groups. Data were reanalyzed from Wu et al, 2022. (**G**) Western blot analysis of indicated proteins in GV oocytes derived from young and aged female mice. DDB1 serves as the loading control. Quantification of the band intensities is shown below the blot. (**H**) Confocal analysis of human α-subunits (hα-sub), hPSMA7 and Proteostat signals in human eggs of indicated age groups. Scale bar, 20 μm. (**I**) Quantification of MFI in (**H**). Mean and SD are shown. *P* values: unpaired *t* test. For all statistical analysis, *n* indicates the number of oocytes analyzed. Source data are available online for this figure.

To assess whether proteasome abundance changes during oocyte aging, we re-analyzed transcriptome datasets derived from both young and aged oocytes of mouse and human (Wu et al, 2022; Zhang et al, 2023b). This revealed aging-related downregulation of transcripts encoding proteasomal subunits, especially those comprising the 20S core particle (Fig. 1F; Appendix Fig. S1E). Western blot analysis confirmed reduced protein levels of 20S α-subunits using the specific antibody (α-sub) recognizing α1, 2, 3, 5, 6 and 7, as well as the antibody against PSMA7 (α4) in aged mouse oocytes (Fig. 1G). Although transcription levels of 19S subunits also declined with maternal aging (Fig. 1F; Appendix Fig. S1E), the protein level of PSMC2 remained stable (Fig. 1G), suggesting that the loss of proteasomal activity in aged oocyte is likely attributed to reduced 20S proteasome abundance rather than 19S.

Notably, while human oocytes exhibit higher proteasomal activity at the GV stage than at MII, a pattern opposite to that in mice, proteasome function remains essential for maturation (Zaffagnini et al, 2025). Although human oocytes lack canonical ELVAs (Appendix Fig. S1F,G) and instead accumulate protein aggregates within enlarged lysosomes (Zaffagnini et al, 2025), comparative analysis revealed that oocytes from women over 38 years old contain more protein aggregates and lower levels of α-subunits and PSMA7 than those from women under 28 (Fig. 1H,I), mirroring observations in aged mouse oocytes (Fig. 1G). These findings support the conclusion that a decline in 20S proteasome abundance and consequent impairment of protein degradation represent potential mechanisms underlying oocyte aging.

### Oocyte-specific PSMA7 depletion impairs proteasome function

PSMA7, α-subunits and PSMC2 remain robustly expressed in oocytes and eggs, as well as in 1- and 2-cell embryos (Fig. EV1A–C), suggesting their functional importance during OET. Among the 26S proteasome subunits, PSMA7 (α4) is notably highly expressed in both human and mouse oocytes (Fig. EV1D). Given that the assembly of the α-ring precedes that of the β-ring during proteasome maturation (Rousseau and Bertolotti, 2018), we generated an oocyte specific *Psma7* conditional knockout mouse model *Psma7*^*fl/fl*^*;Zp3-Cre* (*Psma7* cKO), in which CRE recombinase is selectively expressed in oocytes from the primary follicle stage onward (Fig. 2A), to investigate the physiological role of 20S proteasomes in ELVAs dynamics and the maintenance of female fertility.

**Figure EV1:**
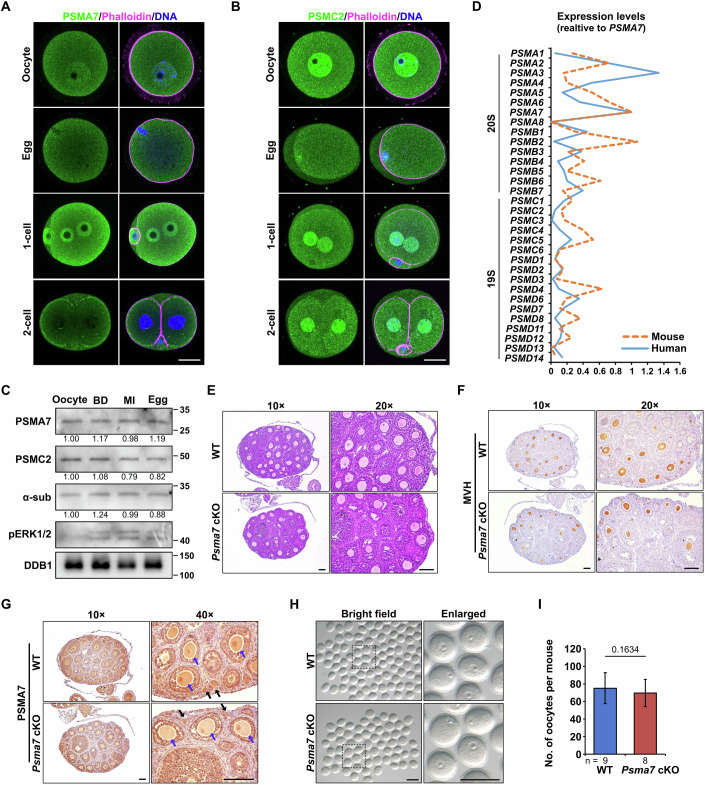
Histological analyses of ovaries and oocytes derived from WT and *Psma7* cKO females. (**A**, **B**) Immunofluorescent staining of PSMA7 (**A**) and PSMC2 (**B**) in mouse oocytes and early embryos. Scale bar, 20 μm. (**C**) Western blot analysis of PSMA7, PSMC2 and α-subunits levels during mouse oocyte maturation. DDB1 serves as the loading control. Total protein lysates from 50 oocytes were loaded in each lane. Quantification of the band intensities is shown below the blot. (**D**) The line chart illustrating the expression levels of proteasome subunits in mouse and human oocytes. Data were reanalyzed from Wu et al, 2022. (**E**) H&E staining of WT and *Psma7* cKO ovaries at PD21 (Postnatal Day 21). Scale bar, 100 μm. (**F**, **G**) IHC analysis of MVH (**F**) and PSMA7 (**G**) levels in WT and *Psma7* cKO ovaries at PD21. The black and blue arrows denote primordial and primary follicles, respectively. Scale bar, 100 μm. (**H**, **I**) Representative images of GV oocytes (**H**) and quantification of their number (**I**) collected from WT and *Psma7* cKO ovaries. BF brightfield. Scale bar, 100 μm. *n* indicates the number of female mice analyzed. Mean and SD are shown. *P* values: unpaired *t* test.

**Figure 2:**
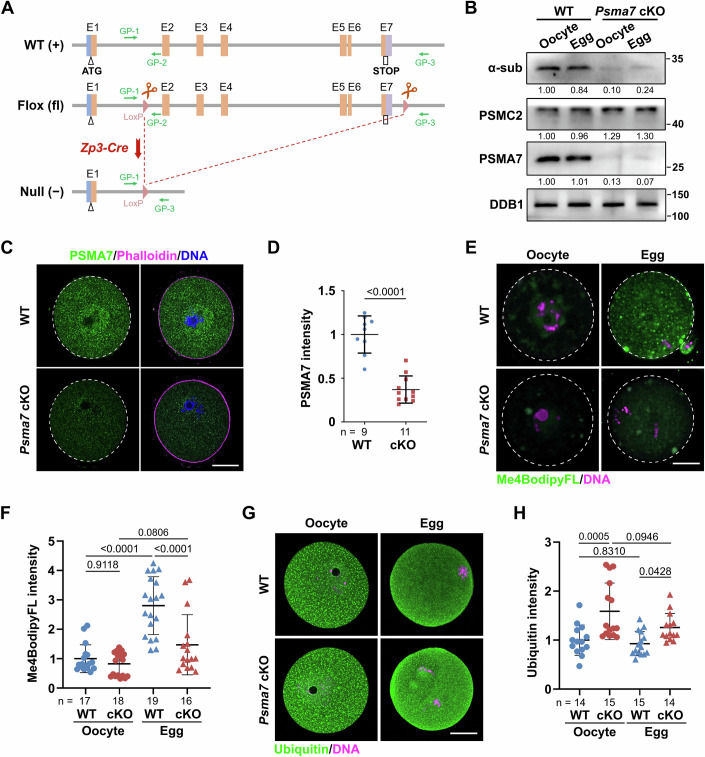
Proteasomal dysfunction and ubiquitinated protein accumulation in PSMA7-deficient oocytes. (**A**) Schematic diagram of the strategy for generating oocyte-specific *Psma7*-null allele. The genomic structure of mouse *Psma7* gene locus is shown, with exons (E1-E7), start codon, stop codon and LoxP sites indicated. Green arrows mark the positions of PCR primers used for genotyping. (**B**) Western blot analysis of indicated proteasome subunits in WT and *Psma7* cKO oocytes. (**C**, **D**) Immunofluorescent staining of PSMA7 (**C**) and quantification of MFI (**D**) in WT and *Psma7* cKO GV oocytes. Scale bar, 20 μm. Mean and SD are shown. *P* values: unpaired *t* test. (**E**–**H**) Confocal analysis of Me4BodipyFL (**E**) or ubiquitin signal (**G**) and quantification of the relevant MFI (**F**, **H**) in GV oocytes and eggs from WT and *Psma7* cKO females. Scale bars, 20 μm. Mean and SD are shown. *P* values: one-way ANOVA. For all statistical analysis, *n* indicates the number of oocytes analyzed. Source data are available online for this figure.

Ovarian morphology and follicular development in *Psma7* cKO females at postnatal day 21 (PD21) were comparable to those of WT mice (Fig. EV1E–G). Immunohistochemistry revealed robust PSMA7 expression in oocytes from the primordial follicle stage in WT females, whose level was significantly reduced in *Psma7* cKO oocytes beginning from the primary follicle stage (Fig. EV1G, blue arrows). Comparable numbers of morphologically normal oocytes were retrieved from both genotypes (Fig. EV1H,I). Western blot and immunofluorescent staining confirmed efficient depletion of PSMA7 and a concomitant decrease in α-subunit levels, whereas PSMC2 remained unchanged in *Psma7* cKO oocytes (Fig. 2B–D), indicating that PSMA7 is essential for the assembly of 20S, but not 19S, proteasomes. Proteasomal activity in *Psma7* cKO GV oocytes was reduced by roughly 20%, though not statistically significantly, but markedly impaired in eggs (Fig. 2E,F). Consistent with this, ubiquitinated proteins accumulated in both oocytes and eggs upon PSMA7 deletion (Fig. 2G,H), further confirming proteasomal dysfunction.

### PSMA7 deletion disrupts ELVAs translocation and protein aggregate clearance

We next examined the effect of PSMA7 depletion on protein aggregate clearance and ELVAs integrity. Analysis of compartments co-stained for Proteostat and LAMP1 revealed more distinct and prominently localized protein aggregates within ELVAs in *Psma7* cKO oocytes compared to WT controls (Fig. 3A,B). Fluorescent staining of LysoSensor and RUFY1 further indicated the defects in ELVAs function (Fig. 3D–F). During oocyte maturation, ELVAs compartments are normally enlarged and translocated to the cortex to facilitate protein degradation; however, the enlargement of LAMP1 or RUFY1-positive compartments was particularly evident in *Psma7* cKO oocytes (Fig. 3C,G; Appendix Fig. S2A,B), and they failed to migrate to the cortex (Fig. 3H). The defects were further validated in WT and *Psma7* cKO oocytes overexpressing GFP-tagged RUFY1 (Appendix Fig. S1C,D). Additionally, the accumulation of ubiquitinated proteins labelled with FK2 antibody was also evident upon PSMA7 deletion (Fig. 3F,I), resembling the defects observed in aged oocytes. Notably, among ELVAs substrates (Zaffagnini et al, 2024), TDP-43 was upregulated in *Psma7* cKO oocytes (Fig. 3J). While c-KIT did not show marked accumulation (Fig. 3J), likely due to residual proteasomal function, its degradation was mediated through both proteasomal and lysosomal pathways (Appendix Fig. S2E).

**Figure 3:**
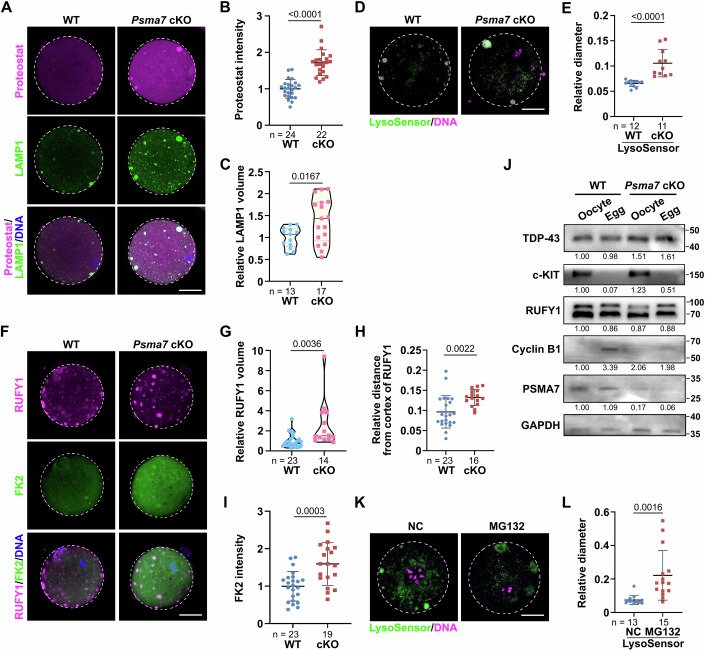
PSMA7 depletion disrupts the formation and translocation of ELVAs. (**A**) Confocal analysis of Proteostat and LAMP1 co-localization. Scale bar, 20 μm. (**B**) Quantification of the Proteostat signal MFI in WT and *Psma7* cKO eggs. Mean and SD are shown. *P* values: unpaired *t* test. (**C**) Quantification of the relative average volume of LAMP1 puncta in WT and *Psma7* eggs by 3D models. *P* values: unpaired *t* test. (**D**, **E**) Confocal analysis of LysoSensor (**D**) and quantification of the relative diameter of the compartments (**E**) in WT and *Psma7* cKO eggs. Scale bar, 20 μm. Mean and SD are shown. *P* values: unpaired *t* test. (**F**) Confocal analysis of RUFY1 and FK2. Scale bar, 20 μm. (**G**) Quantification of the relative average volume of RUFY1 puncta in WT and *Psma7* eggs by 3D models. *P* values: unpaired *t* test. (**H**, **I**) Quantification of the relative distance from cortex of RUFY1-positive compartments (**H**) and the FK2 signal MFI (**I**) in WT and *Psma7* cKO eggs. Mean and SD are shown. *P* values: unpaired *t* test. (**J**) Western blot analysis of indicated proteins in WT and *Psma7* cKO oocytes. GAPDH serves as the loading control. (**K**, **L**) Confocal analysis of LysoSensor signal (**K**) and quantification of the diameter of the compartments (**L**) in mouse MI oocytes treated with or without MG132 (20 μM) during maturation. NC negative control. Scale bar, 20 μm. Mean and SD are shown. *P* values: unpaired *t* test. For all statistical analysis, *n* indicates the number of oocytes analyzed. Source data are available online for this figure.

Residual PSMA7 protein in *Psma7* cKO oocytes might result in incomplete decrease of 20S and proteasomal inhibition, we employed MG132 treatment as a complementary approach to further investigate the consequences of total proteasome inhibition on ELVAs formation. The inhibitory effect was confirmed by declined Me4BodipyFL signal intensity (Appendix Fig. S2F,G), and increased Proteostat intensity (Appendix Fig. S2H). Although the size of LAMP1-positive puncta remained unchanged (Appendix Fig. S2H), compartments harboring active lysosomes were significantly enlarged in MG132-treated oocytes (Fig. 3K,L), with a more pronounced effect than that observed in *Psma7* cKO oocytes (Fig. 3D,E). This difference may be attributed to the residual PSMA7 protein in the genetic model due to its extended half-life (Figs. 2B–D and EV1G) (Harasimov et al, 2024). Taken together, these results demonstrate that PSMA7-dependent proteasome function is essential for ELVAs activation, translocation and protein degradation during oocyte maturation.

### Impaired protein homeostasis in PSMA7-deficient oocytes

Given that PSMA7 knockout disrupts both proteasome and ELVAs function, we sought to investigate how maternal PSMA7 deletion affects protein turnover during oocyte maturation. Fully-grown oocytes and ovulated eggs from WT and *Psma7* cKO mice were collected for micro-proteomic analysis, which is suitable for limited biological materials (Appendix Fig. S3A). The proteomic data from all groups exhibited high coverage and reproducibility across three biological replicates (Appendix Fig. S3B,C). Principal component analysis (PCA) clearly distinguished the control and experimental groups (Fig. 4A). In WT oocytes, 220 proteins were upregulated and 376 were downregulated by more than 5-fold during the GV to MII transition (Fig. 4B), reflecting extensive protein synthesis and degradation throughout maturation. Gene Ontology (GO) analysis indicated that upregulated proteins were enriched in pathways involved in meiosis progression, including cell cycle regulation, chromosome organization and spindle assembly, as well as histone modification (Appendix Fig. S3D). Downregulated proteins were associated with oocyte growth processes such as intermediate filament assembly, transcription, ribosome biogenesis, and phosphorylation (Appendix Fig. S3E). We validated several key regulators: ZAR1 and CPEB1 (translational control) (Rong et al, 2019; Sha et al, 2017), TPX2 (spindle assembly) (Chen et al, 2013; Helmke and Heald, 2014), BTG4 (maternal mRNA degradation) (Yu et al, 2016), and Cyclin B1 (cell cycle progression) (Yang et al, 2017). The observed protein dynamics during the GV to MII transition were consistent with their established roles (Appendix Fig. S1F), confirming the reliability of our dataset.

**Figure 4:**
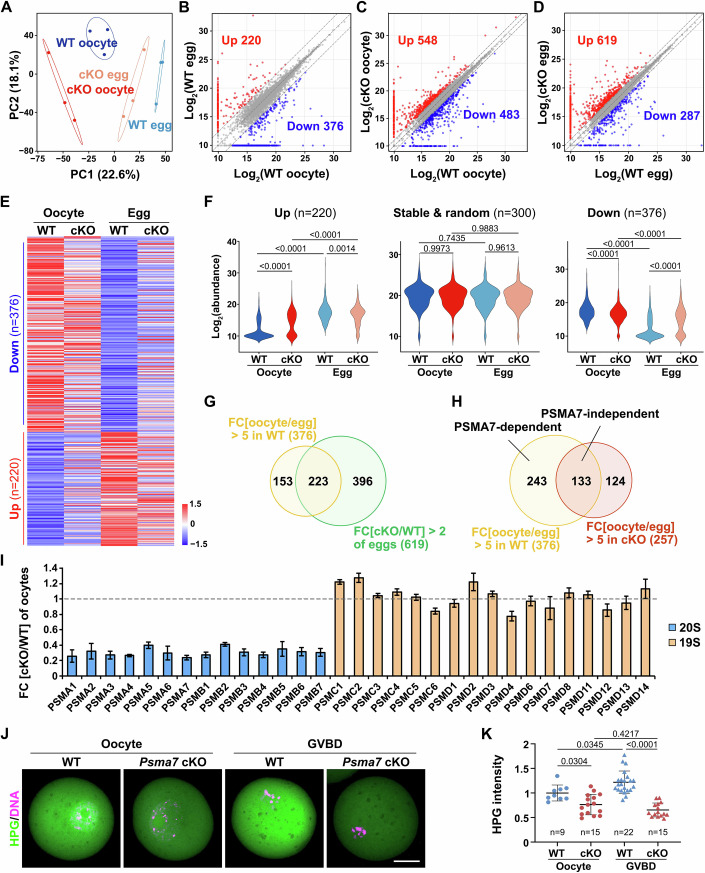
PSMA7-depletion disrupts protein degradation and translation in oocytes. (**A**) PCA analysis of proteomic data from GV oocytes and eggs obtained from WT and *Psma7* cKO females. (**B**–**D**) Scatter plots depicting fold changes in protein abundance. Comparisons are between: WT GV oocytes and eggs (**B**), WT and *Psma7* cKO GV oocytes (**C**), WT and *Psma7* cKO eggs (**D**). Proteins with > 5-fold (**B**) or > 2-fold (**C**, **D**) changes are highlighted in red (upregulated) or blue (downregulated). (**E**) Heat map of proteins up- and down-regulated as shown in (**B**). (**F**) Violin plots displaying fold changes of WT and *Psma7* cKO oocytes at GV or MII stage in the protein groups identified in panel B. The “Stable & random” group consists of 300 randomly selected proteins. *P* values: one-way ANOVA. (**G**) Venn diagram showing common proteins that are downregulated during the GV–MII transition in WT groups and are concurrently upregulated in *Psma7* cKO eggs. (**H**) Venn diagram showing common proteins that are downregulated during the GV–MII transition in both WT and *Psma7* cKO groups. (**I**) Fold changes of 20S and 19S subunits following PSMA7 depletion in GV oocytes. Analysis was conducted from three replicates of each genotype by proteomic data. SD is shown. (**J**, **K**) Confocal analysis of HPG signal (**J**) and quantification of MFI (**K**) in oocytes at indicated stages. Scale bar, 20 μm. *n* indicates the number of oocytes analyzed. Mean and SD are shown. *P* values: one-way ANOVA. Source data are available online for this figure.

After maternal *Psma7* deletion, 548 proteins were upregulated and 483 were downregulated (FC > 2) in GV oocytes (Fig. 4C), while 619 were upregulated and 287 were downregulated (FC > 2) in eggs (Fig. 4D). Notably, 32.3% (177/548) of proteins upregulated in oocytes remained elevated in eggs (Fig. EV2A), indicating persistent protein degradation defects throughout maturation. Furthermore, 35.2% (101/287) of downregulated proteins in eggs originated from reduced expression in oocytes (Fig. EV2B). Heat map and violin plot analyses revealed that PSMA7 deficiency not only impaired degradation of specific protein subsets, but also disrupted de novo synthesis of proteins required for oocyte maturation (Fig. 4E,F). Proteins that are typically stable from oocytes to eggs remained largely unaffected (Fig. 4F). Notably, accumulated proteins in *Psma7* cKO eggs primarily belonged to categories that are normally degraded or remain stable, whereas reduced proteins included those that are stable or upregulated during oocyte maturation (Fig. EV2C). Among the 376 proteins typically degraded during oocyte maturation, 223 (62.0%) accumulated in *Psma7* cKO eggs (Fig. 4G). The further overlap analysis with 257 proteins degraded in *Psma7* cKO oocytes during maturation identified 243 (64.6%) as PSMA7-dependent substrates (Fig. 4H). The remaining 133 (35.4%) were still efficiently degraded in the absence of PSMA7, indicating their turnover occurs through a PSMA7-independent pathway (Fig. 4H). The GO analysis revealed that PSMA7-dependent substrates were mainly associated with intermediate filament organization, keratinization, protein localization to plasma membrane, cytoskeleton organization and other processes (Fig. EV2D), suggesting that the structural support and stability of cells were severely affected. The cortical relocation of ELVAs depends on the actin/RAB11A axis (Zaffagnini et al, 2024). Notably, while the levels of multiple actin components remained unchanged, RAB11 components, which nucleate actin, were upregulated following PSMA7 deletion (Fig. EV2E), suggesting that elevated RAB11 may compensate for the impaired cortical translocation of overloaded ELVAs. Besides, consistent with western blot results (Fig. 2B), PSMA7-deletion led to pronounced downregulation of 20S proteasome subunits, with minimal effects on 19S components in oocytes (Fig. 4I).

**Figure EV2:**
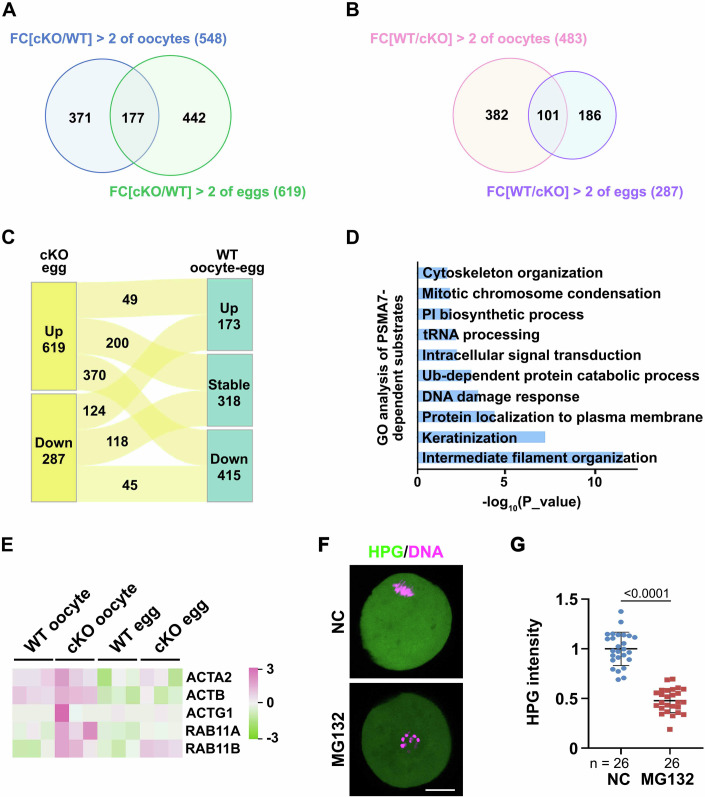
The dynamic proteomic landscape correlates with oocyte developmental competence and progression. (**A**, **B**) Venn diagram illustrating the overlap of significantly upregulated (**A**) or downregulated (**B**) proteins in both GV oocytes and eggs upon maternal PSMA7 depletion. (**C**) Sankey diagram showing how PSMA7 deficiency redirects the proteomic landscape, detailing shifts in up- and down-regulated proteins between WT and cKO eggs. (**D**) GO analysis of PSMA7-dependent substrates from Fig. 4H. Results are analyzed using the DAVID web server. (**E**) Heat map of actin-dependent relocation-related component levels in WT and *Psma7* cKO oocytes. (**F**) HPG fluorescent staining indicating protein synthesis activity in MI oocytes treated with or without MG132 treatment. Scale bar, 20 μm. (**G**) Quantification of HPG signal MFI in panel (**F**). *n* indicates number of oocytes. Mean and SD are shown. *P* values: unpaired *t* test.

Protein homeostasis is maintained through a balance of protein degradation and translation (Balch et al, 2008; Labbadia and Morimoto, 2015). Thus, we also examined translation activity to rule out the possibility that the accumulated proteins resulted from increased synthesis. We metabolically labeled newly synthesized proteins using a methionine analogue L-HPG. WT oocytes exhibited increased HPG incorporation after GVBD, indicating elevated translation upon meiotic resumption (Fig. 4J,K). In contrast, *Psma7* cKO oocytes showed significantly reduced HPG signals, particularly in GVBD groups (Fig. 4J,K). Impaired translation was also observed in MG132-treated oocytes (Fig. EV2F,G), further demonstrating that proteasome dysfunction attenuates global protein synthesis, rather than being an adaptive or indirect consequence. Taken together, PSMA7 deficiency disrupts protein homeostasis in oocytes by impairing both protein degradation and de novo protein synthesis.

### PSMA7-deletion has limited effects on the transcriptome

We evaluated global transcription activities in oocytes from PD13.5 WT and *Psma7* cKO mice—a timepoint characterized by the high global transcriptional activity—using 5’-ethynyl uridine (EU) incorporation and RNA polymerase II Ser2 phosphorylation (PolIISer2P) staining. While PolIISer2P signals were slightly decreased in *Psma7* cKO oocytes, EU intensity remained comparable to WT (Fig. EV3A–C). 

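RNA was sequenced from GV oocytes and MII eggs of WT and Psma7 cKO females, with 4 libraries in each of the 4 groups. GV oocytes are arrested before the first meiotic division, and MII eggs are collected after maturation and ovulation. In Psma7 cKO females (Psma7 fl/fl;Zp3-Cre), CRE recombinase is expressed in growing oocytes and deletes the floxed Psma7 gene, while follicular cells keep it. The paper gives postnatal day 21 for the RNA-seq oocytes, within the 3 to 4 weeks of age in the sample labels. The pool behind each library is 10 cells in the paper and 5 in the labels. Females received 5 IU PMSG, and GV oocytes were taken, or hCG was given, 44 h later. Eggs were collected 16 h after hCG according to the paper and 14 to 16 h after it according to the labels, and cumulus cells were removed with 0.3% hyaluronidase. cDNA was primed with oligo-dT and made by the Smart-seq2 protocol, which amplifies full-length polyadenylated transcripts from a few cells. The authors quantified expression with Cufflinks 2.2.1 as FPKM, which divides the fragments of a transcript by its length and by the total mapped in that library. FPKM is therefore a share of each library and not an amount of RNA per cell. ERCC spike-in RNA was added at lysis, but 0 ERCC transcripts are among the values used here, so amounts per cell are not analysed here. The table holds 28618 entries for 27987 gene names, and 579 names have more than 1 entry, with at most 4. The floor of 1 FPKM described in the methods is not applied in it, since 153906 values lie between 0 and 1, and it was applied here before fold changes were taken. Summed FPKM ranged from 392306 to 421173 per library. The smallest values step in whole fragments, and these steps, with the GENCODE length of genes that have 1 transcript, put the depth at 10.5 to 15.7 M fragments per library (median 13.6). The median estimated depth was 13.9 M in WT GV oocytes, 13.7 M in Psma7 cKO GV oocytes, 13.7 M in WT eggs and 13.3 M in Psma7 cKO eggs. Depth relative to WT GV replicate 1 did not differ between genotypes in GV oocytes or in eggs (two-sided exact permutation test, p = 0.886 for each, n = 4 and 4). The median number of entries at 1 FPKM or above was 10910.5 in WT and 11180 in Psma7 cKO GV oocytes, and 9174 in WT and 9596 in Psma7 cKO eggs. Pearson's r between replicates, across transcripts on the log2 scale, was 0.974 to 0.989 in WT GV oocytes, 0.981 to 0.989 in Psma7 cKO GV oocytes, 0.987 to 0.992 in WT eggs and 0.965 to 0.987 in Psma7 cKO eggs. Replicate numbers were not treated as pairs, because libraries with the same number deviated from their group means with correlations between -0.496 and 0.285.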

RNA-seq analysis of PD21 oocytes corroborated these findings. PCA clustering reflected differences in developmental stages rather than genotypes (Fig. EV3D). 

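The principal components were computed from log2 FPKM of the 10615 transcripts with a mean of at least 1 FPKM over the 16 libraries, centred per transcript and not scaled. PC1 held 85.7% of the variance and PC2 4.01%. On PC1, WT GV oocytes lay at -65.0 ± 7.08 and Psma7 cKO GV oocytes at -71.3 ± 2.68, whereas WT eggs lay at 83.5 ± 2.26 and Psma7 cKO eggs at 52.7 ± 18.5 (mean ± SD, n = 4 each). The Psma7 cKO eggs spread from 27.3 to 71.7 on this axis, and every one of them lay between the GV oocytes and the WT eggs. The genotypes did not separate on PC1 or PC2 among GV oocytes (two-sided exact permutation test, n = 4 and 4, p = 0.143 and 0.857), and they separated on both among eggs (p = 0.0286 for each). A p of 0.0286 is the smallest that 4 libraries against 4 allow. Over all 10615 transcripts, the distance between the centres of WT and Psma7 cKO libraries was 27.2 log2 units in GV oocytes and 45.4 in eggs, and both exceeded every other assignment of the genotype labels apart from the mirror image (two-sided exact permutation test, p = 0.0286 for each, n = 4 and 4). The distance from GV oocytes to eggs was 149.5 log2 units in WT and 126 in Psma7 cKO. Scaling each transcript to unit variance changed the share of PC1 most, to 65.8%.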

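Psma7, which encodes the α4 subunit of the 20S core, lies on the minus strand of chromosome 2 from 180036374 to 180042433 (gene ENSMUSG00000027566.15 of GENCODE release M21, build GRCm38, the reference used here). Its FPKM was 165 ± 25.3 in WT GV oocytes and 14.6 ± 2.82 in Psma7 cKO GV oocytes (mean ± SD, n = 4 each), or 8.83% of WT. The WT values ran from 142.0 to 200.6 and the Psma7 cKO values from 11.1 to 18.0 FPKM (two-sided exact permutation test, p = 0.0286, n = 4 and 4). In GV oocytes the log2 fold change was -3.51 (standard error 0.15, adjusted p = 8.98e-07 from limma with Benjamini-Hochberg adjustment), and it stayed between -3.62 and -3.39 when each GV library was left out in turn. In eggs, Psma7 FPKM was 126 ± 32.1 in WT and 39.7 ± 20.2 in Psma7 cKO (n = 4 each), or 31.5% of WT. The Psma7 cKO eggs held 13.6, 50.3, 35.0 and 59.9 FPKM in replicates 1 to 4, all below the lowest WT egg library at 97.7 FPKM (two-sided exact permutation test, p = 0.0286, n = 4 and 4). The log2 fold change in eggs was -1.83 (standard error 0.41, limma adjusted p = 0.0359). Leaving out each egg library in turn gave -2.10 (without cKO MII replicate 4) to -1.38 (without cKO MII replicate 1), with adjusted p from 0.0254 to 0.101, and the call was lost without any one of the WT MII replicates and without cKO MII replicate 3 (adjusted p = 0.0610). The change in eggs was smaller than that in GV oocytes by 1.68 on the log2 scale, which did not pass the adjusted threshold in the limma interaction term (adjusted p = 0.0847). The egg mean was 273% of the GV mean in Psma7 cKO and 76.4% in WT. Psma7 cKO egg replicates 2 to 4 lay above every Psma7 cKO GV library, and replicate 1 lay within their range. FPKM gives shares and not amounts, and the cause of this rise was not tested.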

The expression of *Psma7* was indeed decreased in *Psma7* cKO oocytes (Fig. EV3E). However, only 84 transcripts were upregulated and 18 were downregulated (FC > 3) in *Psma7* cKO GV oocytes (Fig. EV3F). 

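A transcript was counted when its mean FPKM, after values below 1 were set to 1, differed more than 3-fold between WT and Psma7 cKO. By this rule 4 transcripts were higher and 3 were lower in Psma7 cKO GV oocytes. None of the 7 had overlapping WT and Psma7 cKO values, which selection on the same libraries favours. Mt1, a metallothionein on chromosome 8 from 94179082 to 94180327, had 0.230 ± 0.161 FPKM in WT and 167 ± 34.2 FPKM in Psma7 cKO GV oocytes (mean ± SD, n = 4 each), at least 167-fold higher than the floor of 1 FPKM. Isg20, which encodes an exonuclease, lies on chromosome 7 from 78913424 to 78920396 and had 0.430 ± 0.286 and 3.41 ± 0.425 FPKM. Kctd21, on chromosome 7 from 97332327 to 97350213, had 0.709 ± 0.225 and 3.04 ± 0.537 FPKM. 4930524B15Rik, on chromosome 11 from 31965592 to 31979651, fell from 4.11 ± 1.21 to 0.0591 ± 0.0409 FPKM, although cKO egg replicates 2 to 4 held 3.49 to 5.35 FPKM of it. Psma7 was the second of the lower transcripts. Ccl2 (5.32 ± 2.27 in WT and 16.1 ± 6.48 FPKM in Psma7 cKO) and Mir7211 (3.60 ± 1.94 FPKM in WT and listed at 0 in all Psma7 cKO GV libraries) complete the list and were chosen after their values were seen. Lowering the floor to 0.1 FPKM changed these counts most, to 99 higher and 57 lower. Leaving out WT GV replicate 1 raised the higher transcripts to 7, and the lower ones stayed between 2 and 4 in the 8 fits that each left out 1 library. With limma, 11 transcripts were higher and 2 lower in Psma7 cKO at an adjusted p under 0.05, among 11062 with a mean of at least 1 FPKM. At an unadjusted p under 0.05 there were 843 and 339. The 2 lower transcripts were Psma7 and 4930524B15Rik (log2 fold change -2.0, standard error 0.19, adjusted p = 0.00141). The largest increases were those of Mt1 (log2 fold change 7.36, adjusted p = 2.39e-10), Isg20 (1.76, standard error 0.14, adjusted p = 0.000425) and Kctd21 (1.59, standard error 0.15, adjusted p = 0.00141), and each passed in all 8 fits that left out a library. Over all alternatives the adjusted p reached 1.25e-06 for Mt1, 0.0607 for Isg20, 0.130 for Kctd21 and 0.0836 for 4930524B15Rik. Ccl2 did not pass (adjusted p = 0.106), nor did Mir7211 (adjusted p = 0.184). The limma count of higher transcripts fell to 3 without WT GV replicate 4, without cKO GV replicate 1 or without cKO GV replicate 4, was 4 without WT GV replicate 2 and 7 without cKO GV replicate 3, and the count of lower ones was 4 without cKO GV replicate 2. Fitting all 16 libraries together gave the largest counts, 96 higher and 28 lower.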

At the MII stage, 359 transcripts were upregulated and only 2 were downregulated in mutants (Fig. EV3G). 

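In eggs the 3-fold rule gave 167 transcripts that were higher and 2 that were lower in Psma7 cKO. The values of 122 of the 167 did not overlap between the 4 WT and the 4 Psma7 cKO libraries, and selection for a high mean in the same libraries favours this. The number of higher transcripts depended on a few Psma7 cKO libraries, since it was 62 without cKO MII replicate 3 and 262 without cKO MII replicate 2, and it was 227 without cKO MII replicate 1. The number of lower transcripts was 4 without WT MII replicate 3. One of the 2 lower transcripts was Psma7. The other is 1 of 2 entries listed under Med11, a Mediator subunit gene on chromosome 11 from 70451919 to 70453727, and it fell from 38.3 ± 5.42 to 6.47 ± 4.24 FPKM (mean ± SD, n = 4 each; log2 fold change -2.76, limma adjusted p = 0.0149, with adjusted p from 0.000567 to 0.0631 when each egg library was left out and over 0.05 without WT MII replicate 1 or 3). The other Med11 entry, chosen after its values were seen, went the opposite way, from 0.142 to 2.66 FPKM, and was near 0 in cKO egg replicate 1 as in WT eggs. Reads assigned differently between the 2 entries are therefore not excluded as a cause of the call. Among the transcripts past the limma threshold and over 3-fold, the 3 with the largest log2 fold change were Mt1, Rpl23a and Rpsa. Mt1 FPKM was 0.167 ± 0.0416 in WT eggs and 65.3 ± 34.2 in Psma7 cKO eggs (n = 4 each), at least 65.3-fold higher than the floor (log2 fold change 5.89, adjusted p = 0.000105). The 8 libraries with high Mt1 are also the 8 that carry the Zp3-Cre transgene. Rpl23a, a ribosomal protein gene on chromosome 11 from 78180932 to 78183584, had 1.71 ± 0.615 and 22.9 ± 21.4 FPKM (log2 fold change 3.20, standard error 0.70, adjusted p = 0.0333), and it passed the threshold only without cKO MII replicate 2 or 3 among the 8 fits that left out a library (adjusted p from 0.0101 to 0.0930). Rpsa, a ribosomal protein gene on chromosome 9 from 120127689 to 120132369, had 1.22 ± 0.402 and 11.0 ± 4.11 FPKM (log2 fold change 3.06, standard error 0.29, adjusted p = 0.00572) and passed in all 8. Among 9492 transcripts tested with limma, 620 were higher and 141 lower in Psma7 cKO eggs at an adjusted p under 0.05, and 1952 and 835 at an unadjusted p under 0.05. Of the 761 calls, 529 changed less than 2-fold, and the median size of the log2 fold change was 0.76. The 4 WT and 4 Psma7 cKO values did not overlap for 606 of the 620 higher transcripts. Higher transcripts made up 81.5% of the calls, and after the libraries were rescaled by the median ratio of expressed genes they made up 71.1%, with 510 higher and 207 lower. Leaving out 1 egg library changed the limma counts widely, to 3 higher and 0 lower without WT MII replicate 3 (1677 and 737 at an unadjusted p under 0.05), 12 and 0 without WT MII replicate 1 (1557 and 565), 31 and 8 without WT MII replicate 4, and 109 and 5 without WT MII replicate 2. Without cKO MII replicates 1 to 4 in turn, 166, 1024, 287 and 360 transcripts were higher and 31, 136, 30 and 58 were lower.

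**Figure D1:**
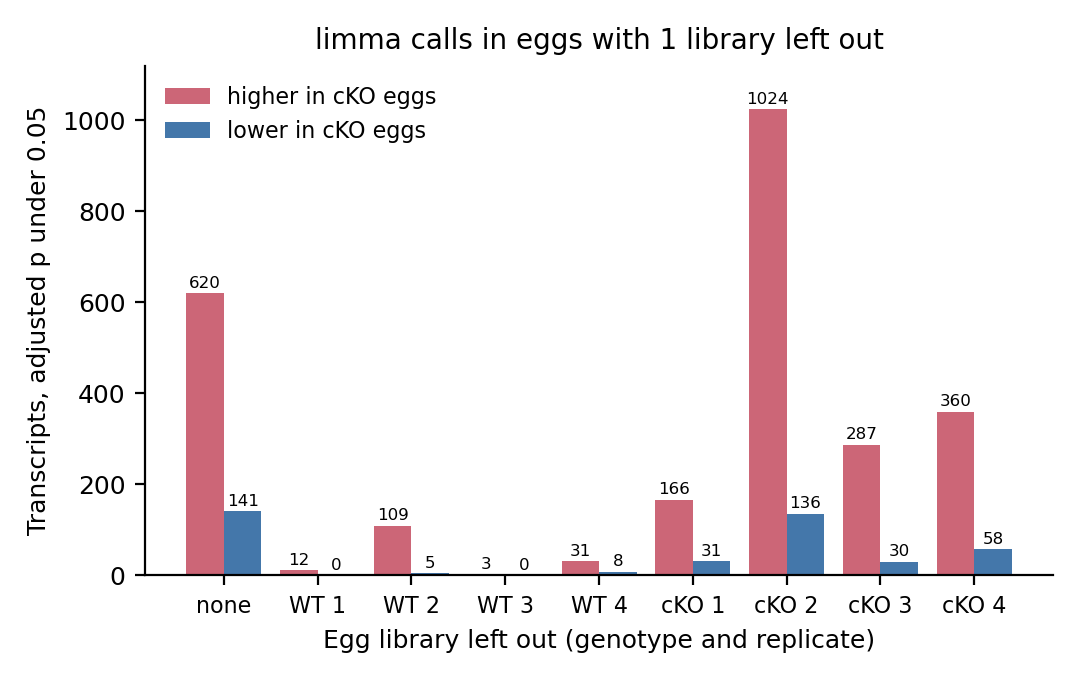
Transcripts with a limma adjusted p under 0.05 that were higher or lower in Psma7 cKO than in WT eggs, with all 8 egg libraries and with each one left out in turn. The number of higher transcripts ranges from 3 without WT MII replicate 3 to 1024 without cKO MII replicate 2.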

Over 90% of upregulated transcripts in *Psma7* cKO eggs represented maternal mRNAs that normally undergo RNA decay during oocyte maturation (Fig. EV3H). 

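Transcripts that decay during maturation were taken as those whose mean FPKM in WT GV oocytes was more than 10-fold that in WT eggs, with the floor of 1 FPKM, and there were 397. They included 133 of the 167 transcripts that were over 3-fold higher in Psma7 cKO eggs, or 79.6% (95% Wilson interval 72.9 to 85.0), an interval that covers counting error only. The background was the 8474 transcripts with a mean over 3 FPKM in WT GV oocytes or in either egg group. With the floor of 1 FPKM, only those over 3 FPKM in Psma7 cKO eggs could have been called higher. The effect of the rest on the test was not examined. Of the 8307 others in that background, 264 (3.18%) decayed (Fisher's exact test, two-sided, odds ratio 119, p = 6.65e-153). Transcripts are not independent replicates, and WT eggs enter both the decay and the egg comparison, so low WT egg values favour both at once. A floor of 0.1 FPKM gave 878 decaying transcripts and a share of 63.3%. Leaving out cKO MII replicate 3 left 43 of 62 transcripts, or 69.4%, and leaving out WT GV replicate 2 gave 82.6%. Multiplying each group by a factor read from the bars of Fig. EV3, chosen after the values were seen, gave 94.4% (386 of 409). Among all 397 decaying transcripts, 392 had a higher mean in Psma7 cKO than in WT eggs. For each egg library, FPKM was summed over the 397 transcripts and expressed as a percentage of the mean sum in GV oocytes of the same genotype. The percentage remaining was 6.25 ± 0.384 in WT eggs and 18.7 ± 11.3 in Psma7 cKO eggs (mean ± SD, n = 4 each). In replicates 1 to 4 it was 5.93, 6.80, 6.22 and 6.05% in WT and 12.7, 8.80, 34.5 and 19.0% in Psma7 cKO. The geometric means differed 2.63-fold (two-sided exact permutation test on the log2 scale, p = 0.0286, n = 4 and 4), and the spread among Psma7 cKO eggs was the larger. Oocytes that had not completed maturation may be among these pools, since the paper found such oocytes among ovulated Psma7 cKO ones. In cKO egg replicate 3 the excess over WT eggs, as a share of the GV level, was 30.6 points larger for decaying transcripts of up to 900 nt than for those of 2000 to 3000 nt, while the difference was 10.8 points in replicate 4, -0.351 in replicate 1 and -0.148 in replicate 2. The 397 transcripts were chosen on WT libraries, and with 118 chosen on the means over both genotypes the ratio was 2.41. The median over transcripts of the percentage remaining gave a ratio of 2.03. Leaving out any one of the 4 WT MII replicates gave a ratio of 2.60 to 2.66 with an exact p of 0.0571. Of the 620 transcripts that limma called higher in Psma7 cKO eggs, 78.1% fell more than 2-fold from GV to MII in WT, compared with 1.42% of the 141 called lower and 30.5% of all those tested.

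**Figure D2:**
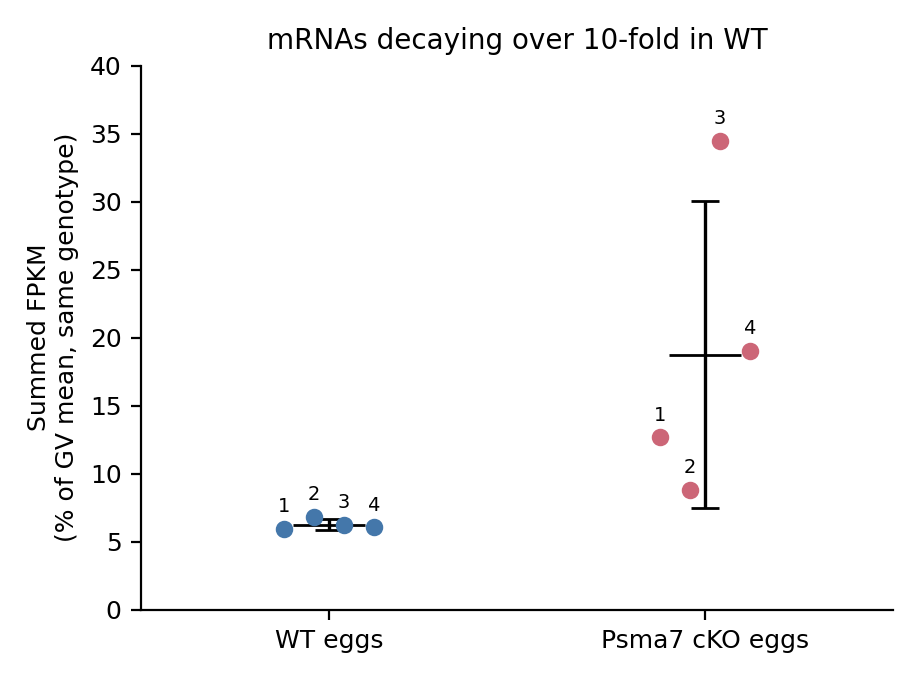
FPKM summed over the 397 transcripts that decay in WT, as a percentage of the mean sum in GV oocytes of the same genotype, for each WT and Psma7 cKO egg library, with mean and SD (n = 4 each). The WT libraries lie between 5.93 and 6.80% and the Psma7 cKO libraries between 8.80 and 34.5%.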

Although these transcripts were slightly elevated in *Psma7* cKO eggs compared to WT, the difference was not statistically significant, and their abundance remained substantially lower than that in oocytes (Fig. EV3I,J), indicating that mRNA decay persists—though at a reduced efficiency—in the absence of PSMA7. Therefore, PSMA7 deficiency has limited impact on transcription and maternal mRNA clearance.

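The 6 transcripts of Fig. EV3J were tested as a list fixed beforehand, although the study picked them from these libraries, so a test on them is not independent evidence. Mean FPKM in WT and Psma7 cKO eggs was 0.824 ± 0.219 and 2.53 ± 1.48 for Cdk1, 1.23 ± 0.424 and 7.19 ± 4.18 for Tomm40, and 0.747 ± 0.387 and 2.96 ± 1.81 for Rpl39 (mean ± SD, n = 4 each). It was 4.82 ± 1.15 and 16.9 ± 8.78 for Gm9844, 0.665 ± 0.153 and 2.93 ± 1.41 for Dppa4, and 6.99 ± 1.16 and 20.3 ± 8.79 for Cpsf4l. Tomm40, Gm9844, Dppa4 and Cpsf4l had no overlap between genotypes (two-sided exact permutation test, p = 0.0286 each, n = 4 and 4) and reached 0.0429 when adjusted over the list alone. Cdk1 and Rpl39 had an exact p of 0.0571, also 0.0571 when adjusted over the list alone. The count past 0.05, adjusted over the list alone, was therefore 4 of 6. It was 0 of 6 after the median-ratio rescaling, 0 with values below 1 set to 1 and 0 without any one of the WT MII replicates, where 3 libraries against 4 were compared, and it was 6 without cKO MII replicate 2. Without a WT MII replicate, Tomm40, Gm9844, Dppa4 and Cpsf4l still had no overlap between genotypes, each with an exact permutation p of 0.0571. In the limma fit over all egg transcripts, the adjusted p was 0.0310 for Tomm40, 0.0332 for Gm9844 and 0.0261 for Cpsf4l, and 0.0598 for Dppa4, 0.0933 for Rpl39 and 0.0987 for Cdk1. Among the 8 fits that each left out an egg library, Tomm40 and Gm9844 passed only without cKO MII replicate 2 or 3, and Cpsf4l only without cKO MII replicate 2, 3 or 4. Over these fits the adjusted p reached 0.0930 for Tomm40, 0.0947 for Gm9844 and 0.0827 for Cpsf4l, and with the replicate block it was 0.0593, 0.0769 and 0.0502. Without cKO MII replicate 2 all 6 transcripts had an adjusted p under 0.05. In GV oocytes the same transcripts did not differ between genotypes (two-sided exact permutation test, p from 0.0857 to 0.771, n = 4 and 4). The limma interaction between genotype and stage had an adjusted p of 0.0444 for Tomm40 and 0.0368 for Cpsf4l, and from 0.0537 to 0.165 for the other transcripts. WT eggs retained 6.75% of the GV mean of Cdk1, 3.89% of Tomm40, 6.51% of Rpl39, 10.2% of Gm9844, 5.00% of Dppa4 and 6.66% of Cpsf4l. Psma7 cKO eggs retained 22.5% of Cdk1, 20.8% of Tomm40, 32.1% of Rpl39, 37.9% of Gm9844, 19.0% of Dppa4 and 18.2% of Cpsf4l. The fall from GV oocytes to eggs was without overlap for each of the 6 in both genotypes (two-sided exact permutation test, p = 0.0286 each, n = 4 and 4). Cdk1 lies on chromosome 10 from 69335146 to 69352938, Tomm40 on chromosome 7 from 19701313 to 19715438, Rpl39 on chromosome X from 37082520 to 37085402, Gm9844 on chromosome 7 from 24862213 to 24862697, Dppa4 on chromosome 16 from 48283733 to 48294237 and Cpsf4l on chromosome 11 from 113698172 to 113710017.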

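Whether the effect of Psma7 deletion differed between the stages was tested with the genotype by stage term of a limma fit on all 16 libraries. Among 10615 transcripts, 134 passed an adjusted p of 0.05, of which 114 had a more positive change in eggs and 20 a more negative one, and 1347 and 534 passed an unadjusted p of 0.05. Of the 134, 109 were also called in the comparison of eggs. The number was 651 without cKO MII replicate 2 and 41 without cKO GV replicate 3, and 11 of the 16 fits that each left out a library moved it by more than 1.5 times. Only Mt1 and Psma7 were called by limma in both GV oocytes and eggs. Across the 9170 transcripts tested at both stages, the log2 fold changes in GV oocytes and in eggs had a Pearson's r of 0.20, and transcripts are not independent replicates. The paper reasons that few transcripts changed in GV oocytes, and that most of those higher in eggs are maternal mRNAs that normally decay. It adds that these still fell far below their level in oocytes, with decay going on at a lower efficiency. From this, together with EU incorporation and PolIISer2P staining, the paper concludes that PSMA7 deficiency has a limited impact on transcription and on the clearance of maternal mRNAs.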

**Figure EV3:**
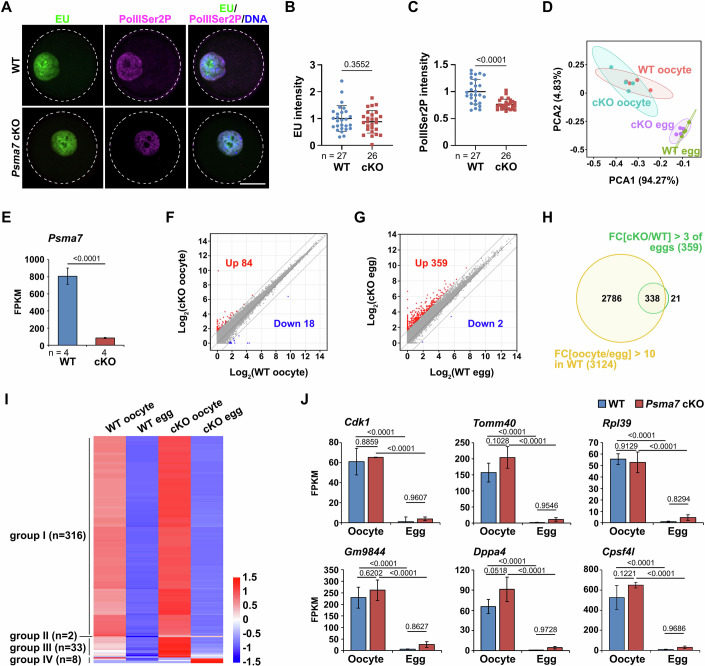
PSMA7 depletion has no significant effect on oocyte transcriptome. (**A**–**C**) Confocal analysis of EU and PolIISer2P signals (**A**), and quantification of relevant MFI (**B**, **C**) in WT and *Psma7* cKO GV oocytes. Scale bar, 20 μm. *n* indicates the number of oocytes analyzed. Mean and SD are shown. *P* values: unpaired *t* test. (**D**) PCA analysis of RNA-seq data from GV oocytes and eggs derived from WT and *Psma7* cKO mice. Results are analyzed using the SRplot web server. (**E**) RNA-seq results showing the relative expression levels of *Psma7* in GV oocytes of WT and *Psma7* cKO females. Analysis was conducted from four replicates of each genotype by RNA-seq. Mean and SD are shown. *P* values: unpaired *t* test. (**F**, **G**) Scatter plot depicting differentially expressed transcripts in *Psma7* cKO GV oocytes (**F**) and eggs (**G**) compared to WT controls. Transcripts with more than threefold change are highlighted in red (upregulated) or blue (downregulated). (**H**) Venn diagram displaying common transcripts that are downregulated during the GV–MII transition of WT groups and upregulated in *Psma7* cKO eggs. (**I**) Heat map displaying the expression of upregulated transcripts identified in panel (**G**) during the GV–MII transition in WT and *Psma7* cKO oocytes. Group I and III: transcripts upregulated in both GV oocytes and eggs after *Psma7* deletion, with Group III showing stronger upregulation in *Psma7* cKO GV oocytes. Group II: transcripts that should be downregulated during maturation remained stable after *Psma7* deletion. Group IV: genes upregulated in *Psma7* cKO eggs. Gene counts for each group are indicated. (**J**) RNA-seq results showing the relative expression levels of selected transcripts in GV oocytes and eggs of WT and *Psma7* cKO females. Four replicate results of each group by RNA-seq were used. Mean and SD are shown. *P* values: one-way ANOVA.

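The 167 transcripts over 3-fold higher in Psma7 cKO eggs were followed from GV oocytes to eggs in each genotype, with values below 1 FPKM set to 1. In WT, 160 of them fell more than 2-fold, and in Psma7 cKO 151 did. The mean in Psma7 cKO eggs was below the WT GV mean for 155 transcripts, and it was at or above the Psma7 cKO GV mean for 9. In GV oocytes, 103 of the 167 had a higher mean in Psma7 cKO than in WT, a direction counted without a test. Among the 133 that also decay more than 10-fold in WT, the median remaining in eggs was 5.49% of the GV mean in WT and 21.3% in Psma7 cKO. These numbers describe transcripts selected for being high in Psma7 cKO eggs, so the excess in that group is part of their definition.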

### PSMA7-deletion leads to defective oocyte maturation

Adult *Psma7* cKO females exhibited severe subfertility over a 4-month fertility test, with only a minority producing one or two pups in isolated mating events (Fig. 5A). To investigate the underlying cause of this subfertility, we assessed the oocyte quality in *Psma7* cKO females. The proportion of non-surrounded nucleolus (NSN) oocytes to those with surrounded nucleolus (SN) was slightly elevated in *Psma7* cKO mice (PD21) compared to WT controls (Fig. 5B). Both in vivo and in vitro maturation assays revealed profound meiotic defects in *Psma7* cKO oocytes. After superovulation, only 70.2% of ovulated oocytes extruded the first polar body (PB1), while 20.9% failed to release PB1 and 8.9% even remained arrested at the GV stage (Fig. 5C,D). Immunofluorescent staining and confocal imaging confirmed that *Psma7* cKO oocytes were arrested at MI (Fig. 5E). Among those that extruded PB1, approximately 40% were arrested at telophase I (TI), displaying incomplete cytokinesis and chromosome bridges (Fig. 5E,F). In vitro maturation of *Psma7* cKO oocytes yielded similarly low rates of GVBD and PB1 extrusion (Appendix Fig. S4A,B), with developmental arrests at MI or TI (Appendix Fig. S4C,D). Notably, the rate of GVBD was more severely affected during in vitro maturation relative to that occurring in vivo (Fig. 5D; Appendix Fig. S4E).

**Figure 5:**
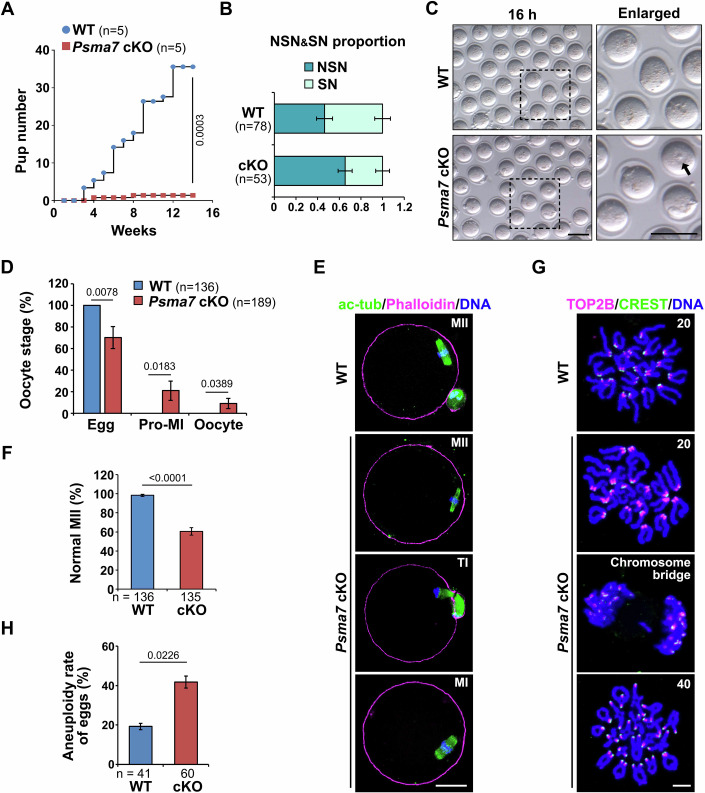
Impaired oocyte meiosis completion upon PSMA7 deletion. (**A**) Total number of pups per female mouse in WT and *Psma7* cKO groups. *n* indicates the number of mice analyzed. *P* values: unpaired *t* test. (**B**) Proportion of fully-grown oocytes with non-surrounded nucleolus (NSN) or surrounded nucleolus (SN) from PD21 WT and *Psma7* cKO females. SD is shown. (**C**) Representative images of oocytes collected from the oviducts of WT and *Psma7* cKO mice at 16 h post-hCG administration. The arrow indicates an oocyte arrested at the GV stage. Scale bars, 100 μm. (**D**) Developmental stage distribution of oocytes from WT and *Psma7* cKO mice. Mean and SD are shown. *P* values: unpaired *t* test. (**E**) Confocal analysis of acetyl-α-tubulin (ac-tub) shows spindle assembly and PB1 extrusion in WT and *Psma7* cKO oocytes. Scale bar, 20 μm. (**F**) Proportion of in vivo-matured eggs with normal spindle assembly in WT and *Psma7* cKO groups. Mean and SD are shown. *P* values: unpaired *t* test. (**G**) Immunofluorescent staining of TOP2B (chromosome arm marker) and CREST (centromere marker) on chromosome spreads of WT and *Psma7* cKO oocytes. The numbers of paired sister chromatids are indicated in the top right corner. Scale bar, 5 μm. (**H**) Aneuploidy rate in WT and *Psma7* cKO eggs. Mean and SD are shown. *P* values: unpaired *t* test. For panels (**D**, **F**, **H**), *n* indicates the number of oocytes analyzed. Source data are available online for this figure.

Chromosome spreads stained for CREST and TOP2B showed that only 58.2% of *Psma7* cKO oocytes contained 20 normal pairs of sister chromatids, compared with 80.1% of WT oocytes (Fig. 5G,H). The rest *Psma7* cKO oocytes exhibited elevated aneuploidy rates, with chromosome bridges and unseparated chromosome masses (Fig. 5G,H), suggesting that PSMA7-deletion severely compromises chromosomal segregation and meiotic fidelity during oocyte maturation.

Proteomic analysis revealed the upregulation of Katanin p60 ATPase-containing subunit A-like 1 (KATNAL1) following PSMA7 depletion (Fig. EV4A). As a microtubule-severing protein essential for microtubule reorganization, KATNAL1 deficiency is known to cause spindle defects and delayed meiosis in oocytes (Gao et al, 2019; Lynn et al, 2021; Ververis et al, 2016). Consistent with this role, KATNAL1 overexpression specifically disrupted microtubule stability in oocytes, as evidenced by a decrease in acetylated-α-tubulin level (Ververis et al, 2016) (Fig. EV4B). Notably, this phenotype was recapitulated in *Psma7* cKO oocytes (Fig. EV4C), which consequently exhibited significantly reduced rates of GVBD and PB1 extrusion during in vitro culture (Fig. EV4D,E). In all, these findings suggest the accumulation of KATNAL1 likely contributes, at least in part, to the meiotic defects in *Psma7* cKO oocytes.

**Figure EV4:**
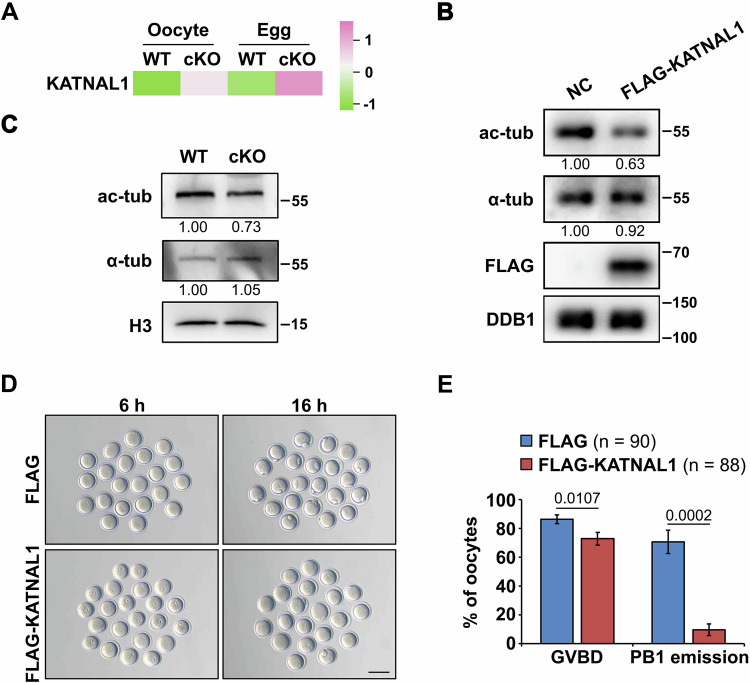
The accumulation of KATNAL1 leads to meiotic defects in *Psma7* cKO oocytes. (**A**) Heat map of KATNAL1 protein levels by proteomic analysis in WT and *Psma7* cKO oocytes. (**B**) Western blot analysis of acetylated α-tubulin (ac-tub) and total α-tubulin (α-tub) in control and overexpressing KATNAL1 eggs. (**C**) Western blot analysis of ac-tub and α-tub in WT and *Psma7* cKO eggs. DDB1 and H3 serve as the loading control. (**D**) Representative images of control and overexpressing KATNAL1 oocytes following in vitro culture. Scale bar, 100 μm. (**E**) Rates of GVBD and PB1 extrusion of oocytes cultured in vitro. n indicates the number of oocytes analyzed. Mean and SD are shown. *P* values: unpaired *t* test.

### Maternal PSMA7 deletion causes embryonic arrest at the 1- or 2-cell stage

We next asked whether the observed protein homeostasis defects in oocytes affect early embryonic development post-fertilization. After mating superovulated *Psma7* cKO females with WT males, embryos were collected at 24 h (1-cell stage) or 40 h (2-cell stage) post hCG administration. Although approximately half of *Psma7* cKO oocytes were fertilized and formed zygotes, only 28.3% developed to the 2-cell stage (Fig. 6A–C). In vitro fertilization experiments corroborated these results, with *Psma7*^*♀–/♂+*^ embryos consistently arresting at the 1- or 2-cell stage (Appendix Fig. S5A). In addition, *Psma7*^*♀–/♂+*^ zygotes showed reduced PSMA7 levels and proteasomal activity (Fig. 6D,E; Appendix Fig. S5B,C), accompanied by accumulation of ubiquitinated proteins (FK2 signal) and protein aggregates (Proteostat signal) (Fig. 6F,H; Appendix Fig. S5D,E). ELVAs indicators—RUFY1, LysoSensor and LAMP1—formed abnormally large puncta that failed to translocate to the cortex (Fig. 6F,G,I,J; Appendix Fig. S5D,F), mirroring defects observed in *Psma7* cKO oocytes.

**Figure 6:**
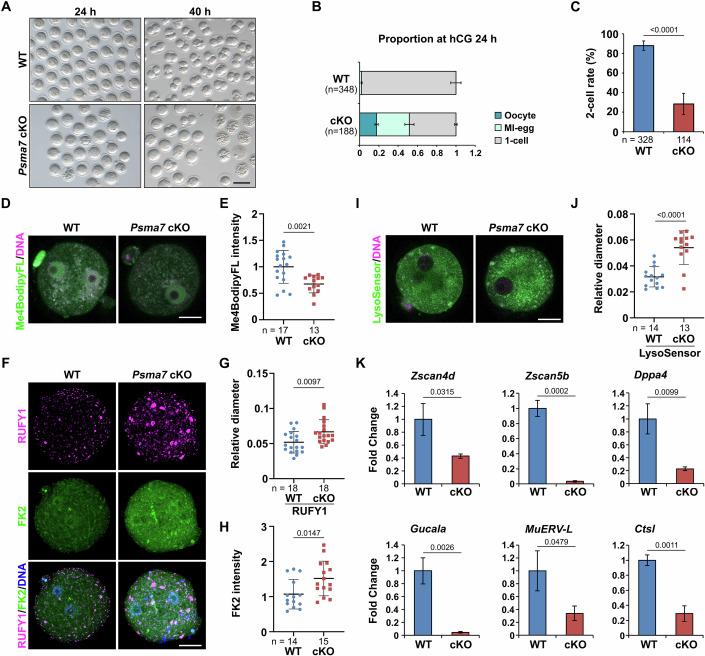
Maternal PSMA7 deletion results in embryonic developmental arrest at the 1-cell or 2-cell stage. (**A**) Representative images of embryos collected from WT and *Psma7* cKO mice at 24 h and 40 h post-hCG administration. Scale bar, 100 μm. (**B**) Developmental stage distribution of embryos collected from the oviducts of WT and *Psma7* cKO mice at 24 h post-hCG. SD is shown. (**C**) 2-cell rate of embryos from WT and *Psma7* cKO mice at 40 h post-hCG. Mean and SD are shown. *P* values: unpaired *t* test. (**D**, **E**) Confocal analysis of Me4BodipyFL signal (**D**) and quantification of the MFI (**E**) in zygotes from WT and *Psma7* cKO mice. Scale bar, 20 μm. Mean and SD are shown. *P* values: unpaired *t* test. (**F**) Immunofluorescent staining of RUFY1 and FK2 in WT and *Psma7* cKO zygotes. (**G**, **H**) Quantification of the relative diameter of RUFY1 compartments (**G**) and the MFI of FK2 signal (**H**) in (**F**). Mean and SD are shown. *P* values: unpaired *t* test. (**I**, **J**) Confocal analysis with LysoSensor probe (**I**) and quantification of the relative diameter of the compartments (**J**) in zygotes from WT and *Psma7* cKO females. Mean and SD are shown. *P* values: unpaired *t* test. (**K**) Relative expression levels of indicated ZGA genes in 2-cell stage embryos from WT and *Psma7* cKO females. Data are shown as mean of three independent trials with three biological replicates. Mean and SD are shown. *P* values: unpaired *t* test. For all statistical analysis, *n* indicates the number of eggs or embryos analyzed. Source data are available online for this figure.

Following IVF, extra sperm persisted in *Psma7*^*♀–/♂+*^ embryos at both 24 h and 64 h post-hCG (Fig. EV5A; Appendix Fig. S5A). At 24 h, only 40.7% of *Psma7*^*♀–/♂+*^ zygotes formed two normal pronuclei, whereas 38.9% exhibited pronuclear deficiency, and 20.4% showed polyspermy (≥ 3 pronuclei); this was associated with increased zona pellucida penetration rate and elevated cortical sperm counts (Fig. EV5B). Consistent with these fertilization defects, maternal PSMA7 depletion led to an accumulation of Fetuin B, which is a key inhibitor of the zona pellucida hardening protease Ovastacin (Dietzel et al, 2013), and a decline in Ovastacin levels (Fig. EV5C–E). This molecular dysregulation underlies the defective polyspermy block. Furthermore, after extended culture, 27.7% of *Psma7* cKO eggs spontaneously formed female pronucleus-like (FPL) structures (Fig. EV5F,G), indicating loss of cytostatic factor activity and impaired MII arrest maintenance. Consequently, all *Psma7*^*♀–/♂+*^ embryos arrested before the 2-cell stage. The arrest coincided with defective ZGA, as evidenced by the downregulation of totipotency markers (*Zscan4d*, *Zscan5b*, *MuERV-L*) and early zygotic genes (*Dppa4*, *Gucala* and *Ctsl*) (Fig. 6K) (Chen et al, 2021; Macfarlan et al, 2012; Sharma et al, 2024; Wei et al, 2024; Zhang et al, 2019b).

**Figure EV5:**
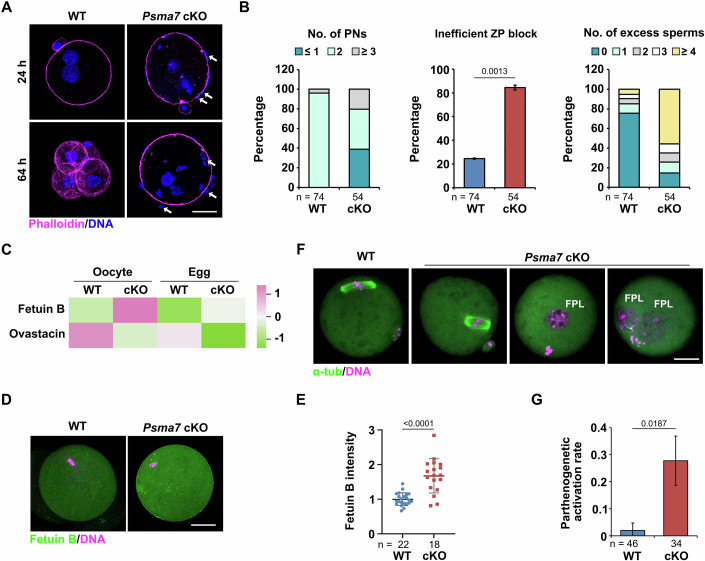
Maternal PSMA7 deficiency leads to polyspermy and parthenogenetic activation in oocytes. (**A**) Confocal analysis of embryos following IVF at 24 h and 64 h post-hCG. The arrows indicate excess sperms adhering to the cortex. (**B**) Quantification of pronuclear count, inefficient zona pellucida block rate, and excess sperm count in zygotes 8 h post-IVF. Mean and SD are shown in the middle image. *P* values: unpaired *t* test. (**C**) Heat map of Fetuin B and Ovastacin protein levels in WT and *Psma7* cKO oocytes. (**D**, **E**) Confocal analysis of Fetuin B signal (**D**) and quantification of the MFI (**E**) in WT and *Psma7* cKO eggs. Scale bar, 20 μm. Mean and SD are shown. *P* values: unpaired *t* test. (**F**) Fluorescence images showing normal and female pronucleus-like (FPL) structures in WT and *Psma7* cKO eggs after 48 h of in vitro culture. Scale bar, 20 μm. (**G**) Parthenogenetic activation rates in WT and *Psma7* cKO eggs in (**F**). Mean and SD are shown. *P* values: unpaired *t* test.

In summary, abnormalities in meiotic progression during oocyte maturation and insufficient ZGA in early embryonic development, stemming from defective protein degradation, collectively account for the subfertility of oocyte-specific *Psma7*-deleted females.

## Discussion

Here, we present a detailed analysis of the physiological function of 20S proteasome in regulating ELVAs and female fertility, using an oocyte-specific PSMA7 knockout mouse model. As a core subunit of the long-lived proteasome complex (Harasimov et al, 2024), PSMA7 is highly abundant in oocytes, starting from the primordial follicle stage. Notably, even after *Psma7* knockout induced by Zp3-Cre at the primary follicle stage, residual PSMA7 protein persists throughout oocyte maturation and remains detectable in fertilized eggs. This retention underscores the exceptional stability of PSMA7 and implies the functional significance of proteasome-mediated degradation. Such partial loss is physiologically relevant, as poor-quality oocytes in clinical settings often exhibit reduced, rather than completely absent, proteasomal activity. Previous studies have largely relied on proteasomal inhibitors (Harasimov et al, 2024; Mailhes et al, 2002; Zaffagnini et al, 2024), which completely suppress proteasomal activity and block oocyte maturation, thereby limiting physiological relevance. Our model thus offers a more nuanced tool to investigate how a partial decline in proteasomal activity affects oocyte competence and subsequent embryonic development.

Despite the presence of residual maternal PSMA7, *Psma7*^*fl/fl*^*;Zp3-Cre* female mice exhibit near-complete infertility. Their oocytes and embryos display multi-stage developmental defects, including meiotic abnormalities such as aberrant spindle assembly and incomplete chromosome segregation during meiosis I, polyspermy, spontaneous parthenogenetic activation and post-fertilization arrest at the 1- to 2-cell stage. These defects originate from PSMA7 deficiency-induced disassembly of the 20S proteasome, which disrupts protein degradation in both maturing oocytes and zygotes (Fig. 7). Specifically, PSMA7-deficient oocytes display enlarged ELVAs that fail to translocate to the cortex, accompanied by heightened lysosomal activity, accumulation of protein aggregates and increased protein ubiquitination. Notably, oocytes from aged mice and humans also show enlarged ELVAs, suggesting that declining proteasomal activity may represent a critical mechanism underlying mammalian oocyte aging. Slightly different from PSMA7 deficiency, advanced age has a relatively minor effect on ELVAs migration to the oocyte cortex, which may be due to the fact that the reduction in PSMA7 and 20S proteasome levels in aged oocytes is less pronounced than that observed in PSMA7 knockout oocytes (Figs. 1G and 2B). More severe phenotypes might become apparent at older ages.

**Figure 7:**
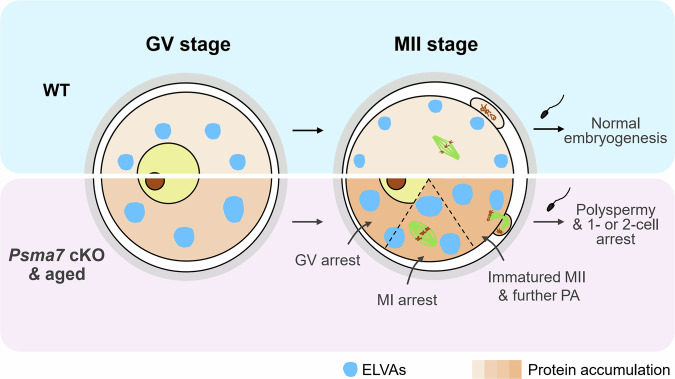
A diagram illustrating the function of 20S proteasome in oocyte maturation, OET and aging. In aged oocytes, decreased expression of 20S proteasome subunits coincides with the accumulation of protein aggregates. This proteasomal decline is recapitulated in *Psma7*^*fl/fl*^*;Zp3-Cre* females, where PSMA7 deficiency leads to reduced 20S proteasome abundance and impaired ELVAs translocation. Consequently, protein degradation and translation during OET are compromised, resulting in nearly complete infertility. Oocyte maturation is severely impaired, characterized by abnormal spindles, misaligned chromosomes, and polyspermy or partial parthenogenetic activation. Early embryos subsequently arrest predominantly at the 1- or 2-cell stage, primarily due to ZGA failure. Taken together, PSMA7 is essential for 20S proteasome assembly and ELVAs translocation in mouse oocytes, mediating maternal protein degradation during maturation to support post-fertilization embryonic development.

As long-lived and non-proliferative cells, oocytes face unique challenges in maintaining proteostasis, since they cannot dilute protein aggregates through cell division (Hipp et al, 2019; Sala and Morimoto, 2022). ELVAs, specialized degradative super-organelles, are known to sequester detrimental protein aggregates in immature oocytes and facilitate their degradation during maturation, thereby ensuring the high quality of ooplasm sufficient to support embryonic development (Charalambous et al, 2023; Zaffagnini et al, 2024). Under normal conditions, proteasomal activity gradually increases during oocyte maturation, coordinated with ELVAs activation. Maternal PSMA7 deficiency disrupts this process, leading to reduced proteasomal activity and accumulated protein aggregates, especially at the MII stage, consistent with the previous report that proteasomes are critical for ELVAs-mediated protein degradation (Zaffagnini et al, 2024). Further analysis reveals that although ELVAs assembly, marked by RUFY1-positive compartments, is unchanged, their puncta become enlarged and fail to fully translocate to the cortex upon PSMA7 deletion. Importantly, decreased proteasomal activity triggers compensatory lysosomal overactivation, as confirmed both *in Psma7* cKO oocytes and in MG132-treated samples.

Degradation of maternal factors is crucial for OET during early embryogenesis (Yu et al, 2016). Understanding the patterns, regulation and physiological significance of maternal protein degradation has long been a challenge in reproductive biology. Proteasome subunits are highly abundant in oocytes and are essential for proteostasis through their assembly into ELVAs. In the absence of PSMA7, protein levels of 20S subunits are significantly reduced, while 19S subunits remain largely unaffected, indicating that PSMA7 deficiency primarily disrupts 20S proteasome integrity. Leveraging advanced microscale proteomics, we obtained high-quality proteomic profiles with minimal input. Our analysis reveals that PSMA7 deficiency results in progressive protein accumulation as oocytes mature.

Oocyte maturation involves extensive protein synthesis and degradation (Zaffagnini et al, 2025). Our proteomic data indicate that proteins upregulated during normal maturation are mainly associated with cell cycle regulation, chromosome organization and segregation, spindle assembly and epigenetic reprogramming. Downregulated proteins are linked to transcription, ribosome biogenesis, phosphorylation and intermediate filament assembly. Especially, intermediate filament organization-related Keratins are PSMA7-dependent substrates, indicating that compromised structural support and stability of cells may impair actin/RAB11A-dependent ELVAs relocation in PSMA7 deficiency oocytes. Furthermore, global translational activity is impaired following both PSMA7 depletion and MG132 treatment, suggesting that defective protein degradation adversely affects de novo protein synthesis. Interestingly, these substantial proteomic alternations have minimal impact transcriptional activity and the transcriptome in oocytes. 

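The transcripts of 15 proteins that the paper measured in oocytes or embryos, other than Psma7, were examined as a list, and 14 of them had a mean of at least 1 FPKM. In GV oocytes 0 of the 14 passed an adjusted p of 0.05 in limma, 0 passed when adjusted over the list alone, and 1 (Zar1, log2 fold change 0.44) had an unadjusted p under 0.05. Their log2 fold changes ran from -0.30 to 0.44. In eggs 1 passed over all transcripts (Lamp1, log2 fold change 0.34, adjusted p = 0.0418), 2 passed when adjusted over the list alone (Lamp1 and Cpeb1, log2 fold change 0.57), and 5 had an unadjusted p under 0.05, with log2 fold changes from -0.42 to 0.57. Lists of 20S and 19S proteasome subunits and of target genes of the integrated stress, heat shock and unfolded protein responses were tested at both stages with limma's camera test, which compares a list with all other transcripts, at a preset correlation of 0.01. Of these 10 tests, 3 passed an adjusted p of 0.05. In eggs, 12 of 13 subunits of the 20S list without Psma7 were higher in Psma7 cKO (median log2 fold change 0.59, camera adjusted p = 0.000426), and 11 were after the median-ratio rescaling. In eggs, 17 of 17 subunits of the 19S list were higher (median 0.43, camera adjusted p = 0.000257), and 16 were after the rescaling. In GV oocytes, 15 of 16 integrated stress response transcripts were higher (median 0.23, camera adjusted p = 0.00625), and 14 were after the rescaling. The median of all transcripts was 0.07 in eggs and 0.04 in GV oocytes. The calls on the 20S and 19S lists also passed in fry, another list test of limma (adjusted p = 0.0316 for each), but not after the rescaling (0.0504 for each), with the replicate block (0.133 and 0.127), without any one of the WT MII replicates (0.0683 to 0.0944 for each) or without cKO MII replicate 1 (0.0639 for each). The integrated stress response call did not pass in fry (adjusted p = 0.0830). With a correlation estimated from the data, 0 of the 10 tests passed camera, and 0 had an unadjusted p under 0.05 (lowest p = 0.0934). Whether a list changed more at one stage than at the other was not tested. Without cKO GV replicate 3 the integrated stress response call was lost (adjusted p = 0.268), and without cKO GV replicate 1 the unfolded protein response in GV oocytes passed (adjusted p = 0.0142). Single members past the adjusted threshold over all egg transcripts were 5 of the 20S list (Psma1, Psmb1, Psmb4, Psmb5, Psmb7), 5 of the 19S list (Psmc3, Psmd4, Psmd6, Psmd8, Adrm1), 2 of the integrated stress response (Phgdh, Aars), 1 of the heat shock response (Dnaja1) and 2 of the unfolded protein response (Pdia4, Calr). The counts adjusted over the list alone were 8, 9, 3, 1 and 3. In GV oocytes 0 members of any list passed over all transcripts, and 1 of the integrated stress response and 1 of the heat shock response passed when adjusted over the list alone. Of the 8 fits that each left out an egg library, Psma1 lost its call in 1 and Psmb7, Adrm1 and Aars in 7, with the other members between them.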

Given that fully-grown oocytes are transcriptionally quiescent (Hamazaki et al, 2021; Jiang et al, 2023a), it is not surprising that protein-level changes in PSMA7-deficient oocytes have limited effects on the transcriptome. However, ZGA is significantly impaired in embryos derived from *Psma7* cKO oocytes, likely due to defective degradation of maternal mRNAs and proteins in nascent zygotes.

While ELVAs capture aggregated proteins in immature oocytes and promote their degradation during maturation, proteostasis is already disrupted in *Psma7* cKO GV oocytes. PSMA7 and PSMC2 show prominent nuclear localization (Figs. 2C and EV1A,B), in contrast to aggregated proteins. Moreover, the cytoplasmic distribution of PSMA7 and other 20S subunits does not completely overlap with ELVAs localization. Thus, although proteasome activity is higher within ELVAs than that in other regions (Zaffagnini et al, 2024), our data do not exclude the possibility of ELVAs-independent functions of the 20S proteasome in oocytes.

Female reproductive aging has emerged as a pressing public health concern, particularly as women worldwide delay childbearing (Benzies, 2008; Carolan and Frankowska, 2011). Age-related decline in oocyte quality adversely affects ovarian reserve and comprises early embryonic developmental competence, resulting in elevated rates of miscarriage, birth defects, and infertility (MacLennan et al, 2015; Mihalas et al, 2024). Our results demonstrate that oocytes with deficient proteasomal activity exhibit maturation defects or severe developmental abnormalities. Importantly, poor-quality oocytes, particularly those from aged females, frequently display decreased proteasomal activity, although the underlying mechanisms remain poorly understood. We reveal the reduction of proteasome levels and activity in aged oocytes, associated with accumulation of ubiquitinated proteins and expansion of lysosomal puncta. The supplementation of PSMA7 or 20S strategy is theoretically feasible. However, the decline of oocyte quality in advanced age is a multi-factorial, multi-level, and progressive systemic collapse process, involving decreased transcriptional level, aberrant epigenomics, organelle dysfunction, metabolic decline and impaired protein degradation mentioned here. This perspective underscores the importance of preventive rather than restorative interventions for age-related fertility decline. The design and application of 20S small molecule activators represents a promising rescue direction. These findings establish a direct link between impaired proteasome function and age-related decline in oocyte and embryo quality. In summary, elucidating the roles of proteasomes in oocytes and early embryos may provide critical insights for diagnosis and treatment of clinical conditions such as oocyte maturation arrest, poor oocyte quality and recurrent early embryonic arrest.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
C57BL/6J (*M.* *musculus*)	Jackson Lab	B6.129P2Gpr37tm1Dgen/J
**Recombinant DNA**		
**Antibodies**		
Anti-PSMA7	Abcam	ab133502
Anti-PSMC2	Proteintech	14905-1-AP
Anti-20S Proteasome α1, 2, 3, 5, 6, & 7-Subunits (α-sub)	Merck	ST1049
Anti-LAMP1	Cell Signaling Abcam	99437 ab24170
Anti-RUFY1	Proteintech	13498-1-AP
Anti-Ubiquitin conjugates (FK2)	Ubiquigent	68-0121-500
Anti-Acetyl-α-tubulin	Cell Signaling	5335
Anti-FITC-α-tubulin	Sigma	F2168
Anti-TOP2B	Abcam	ab109524
Anti-CREST	Fitzgerald Industries International	70R-21494
Anti-PolIISer2P	Abcam	ab5095
Anti-Ubiquitin	Cell Signaling	3936
Anti-MVH	Abcam	ab13840
Anti-cyclin B1	Cell Signaling	4138
Anti-Fetuin B	Proteintech	18052-1-AP
Anti-pERK1/2	Cell Signaling	9101
Anti-DDB1	Epitomics	3821-1
Anti-GAPDH	Proteintech	60004-1-Ig
Goat Anti-rabbit IgG H&L (HRP)	Abcam	Ab6721
Rabbit Anti-mouse IgG H&L (HRP)	Abcam	Ab6728
Goat anti-Mouse IgG (H + L), Alexa Fluor Plus 488	Thermo Scientific	A11001
Goat anti-Rabbit IgG (H + L), Alexa Fluor Plus 568	Thermo Scientific	A11011
**Oligonucleotides and other sequence-based reagents**		
RT-PCR primers	This study	Table EV2
**Chemicals, enzymes and other reagents**		
Me4BodipyFL-Ahx3Leu3VS	Bio-Techne	I–190
LysoSensor Green DND-189	Meilunstar	MB6043
Proteostat	Enzo	ENZ-51035-K100
MG132	MerckMillipore	474790
BAFA1	Abcam	ab120497
HPG Alexa Fluor^®^ Protein Synthesis Assay Kits	Invitrogen	C10428
Click-iT^®^ RNA Imaging Kits	Invitrogen	C10329
**Software**		
**Other**		

### Mice

Mice (C57BL/6) carrying the floxed allele of *Psma7* (*Psma7*^*fl*^) were generated via CRISPR-Cas9 technique by GemPharmatech Co., Ltd and were published previously (Fang et al, 2025). To achieve oocyte-specific knockout, *Psma7*^*fl/fl*^ mice were crossed with *Zp3-Cre* transgenic mice (Jiao et al, 2025; Liu et al, 2019; Wu et al, 2025; Yu et al, 2017; Yu et al, 2013). This breeding strategy induced a large fragment deletion of *Psma7* gene in oocytes at the primary follicle stage. Female C57BL/6 mice aged 10–12 months were used as a natural aging model. All mice were housed under SPF conditions in a controlled environment maintained at 20–22 °C, with a 12-h light/dark cycle, 50–70% humidity, and ad libitum access to food and water. Animal care and experimental procedures were conducted in accordance with the guidelines approved by the Laboratory Animal Welfare and Ethics Committee of Zhejiang University (NO. ZJU20220410). No blinding was performed in this study.

### Mouse oocyte collection and in vivo maturation (IVM)

Female mice aged 21–23 days were intraperitoneally injected with 5 IU of PMSG and humanely euthanized 44 h post-injection. Germinal vesicle (GV) stage oocytes were harvested in M2 medium (Sigma-Aldrich, M7167) and subsequently cultured in microdroplets of M16 medium (Sigma-Aldrich, M7292) under mineral oil (Sigma-Aldrich, M5310) at 37 °C in 5% CO_2_ atmosphere. The germinal vesicle breakdown (GVBD) rate and the first polar body (PB1) extrusion rate were evaluated at 4 h or 16 h after in vitro culture. Where indicated, 2.5 μM milrinone was added into the culture medium to prevent spontaneous GVBD.

### Human oocyte collection

All metaphase II (MII)-stage human eggs used in this study were generously donated by volunteers undergoing oocyte retrieval for IVF/ICSI treatment at the Center of Reproductive Medicine, Sir Run Run Shaw Hospital. Ovarian stimulation was performed using GnRH analogues in combination with recombinant follicle-stimulating hormone (FSH). Follicular puncture was carried out 36 h after hCG administration. A total of 32 participants were recruited, stratified into two age groups (< 28 years and >38 years). All donors were fully informed of the study purpose prior to participation. Oocytes were randomly selected from the donated pool without affecting clinical outcomes. Participant confidentiality and data security were strictly maintained throughout the study. The research protocol was reviewed and approved by the Ethics Committee of Sir Run Run Shaw Hospital.

### Superovulation and fertilization

Female mice aged 21–23 days were intraperitoneally injected with 5 IU PMSG, followed by injection of 5 IU hCG 44 h later. Eggs were collected from the oviducts 16 h post-hCG injection in M2 medium and treated with 0.3% hyaluronidase to remove cumulus cells. For preimplantation embryo collection, superovulated females were mated with 10–12-week-old wild-type (WT) male mice. Successful mating was confirmed by the presence of a vaginal plug. Embryos at 1-cell, 2-cell and 4-cell stages were isolated from the oviducts at 24, 40, and 64 h post-hCG injection, respectively.

### In vitro fertilization (IVF) and embryo culture

On the day of IVF, caudal epididymides and vas deferens were dissected from WT male mice and placed in HTF medium to facilitate sperm capacitation. Cumulus-oocyte complexes (COCs) were collected 16 h post-hCG administration from superovulated WT and *Psma7*^*fl/fl*^*;Zp3-Cre* female mice and incubated in HTF medium. After 1 h of pre-incubation, capacitated spermatozoa were introduced to the COCs. Following 6 h of co-incubation, presumptive zygotes were washed and transferred to KSOM medium (Aibei, M1435) for subsequent embryo culture at 37 °C in 5% CO_2_ atmosphere.

### Histological analysis

Ovarian tissues were dissected and fixed overnight with 4% PFA in PBS, then processed through standard dehydration, paraffin embedding, and serial sectioning at 5 μm thickness. Sections were stained with hematoxylin and eosin (H&E) for morphological analysis. Immunohistochemistry (IHC) was performed following established protocols (Yu et al, 2013). The antibodies applied are listed in Table EV1.

### Western blot

For protein analysis, oocytes were lysed in SDS sample buffer and denatured at 95 °C for 10 min. Protein lysates equivalent to 100 oocytes per lane were separated by SDS-PAGE using a Mini-PROTEAN Tetra Cell System (Bio-Rad) and transferred to PVDF membranes (Millipore, Billerica, MA, USA) following the manufacturer’s instructions. Immunoblotting was performed according to established procedures (Cao et al, 2025). Protein levels of targets and loading controls were compared through statistical analysis on the band intensities with ImageJ. The primary and secondary antibodies used are listed in Table EV1.

### Fluorescent staining

For immunofluorescent staining, oocytes and zygotes were fixed with 4% PFA in PBS for 30 min, permeabilized with 0.3% Triton X-100 in PBS for 20 min, and blocked with 1% BSA in PBS to minimize nonspecific binding. Samples were incubated with primary antibodies for 1 h, followed by incubation with Alexa Fluor 594- or 488-conjugated secondary antibodies containing DAPI for 30 min. The antibodies used are listed in Table EV1. For Me4BodipyFL-Ahx3Leu3VS (Bio-techne, I–190) labelling, oocytes were incubated with 2 μM fluorescent probe for 30–60 min at 37 °C before imaging. For LysoSensor^TM^ Green DND-189 (MeilunBio, MB6043) labelling, oocytes were incubated with 1 μM fluorescent probe for at 30–60 min before imaging. All images were acquired on a LSM800 confocal microscope (Zeiss) with single optical sections taken at the equatorial plane. Each experiment was repeated at least three times and representative results are shown in the article.

### Quantitative analysis of relative diameter, cortical distance and volume of ELVAs

As mentioned above, the maximum cross-section of each oocyte was selected for image acquisition to ensure consistency in section or focal plane selection. The diameter of each ELVA with the maximum cross-section was measured and divided by the diameter of the corresponding oocyte to obtain the relative diameter of that ELVA. The average relative diameter was then calculated for each oocyte, and statistical comparisons were performed across more than ten oocytes. The distance from the center of each ELVA to the oocyte cortex was measured and divided by the oocyte radius to obtain the relative cortical distance of that ELVA. The average relative distance from cortex of all ELVAs was calculated for each individual oocyte, followed by statistical analysis and inter-group comparison across multiple oocytes. For 3D models, oocytes were placed in droplets on a glass-bottom 35 mm dish covered with mineral oil and imaged with a confocal microscope. Z-stack was taken encompassing the entire oocyte with 31 slices. ELVA volume was quantified with the reported custom-made FIJI macro (Zaffagnini et al, 2024), available in Zenodo: 10.5281/zenodo.10446149. The top ten largest ELVAs by volume were quantified and averaged to represent the single value per oocyte, followed by statistical analysis and inter-group comparison across multiple oocytes.

### In vitro mRNA synthesis and microinjection

Following linearization of the plasmids with appropriate restriction enzymes, 5’-capped mRNAs were synthesized using the mMESSAGE mMACHINE^TM^ SP6 Transcription Kit (Invitrogen, AM1340), followed by polyadenylation with the Poly (A) Tailing Kit (Invitrogen, AM1350). The synthesized mRNAs were then purified by lithium chloride precipitation and resuspended in nuclease-free water. Oocytes were collected in M2 medium supplemented with 2.5 μM milrinone to inhibit spontaneous GVBD. Approximately 10 pl of the synthetic mRNAs (∼500 g/ml) were microinjected into the ooplasm using an Eppendorf TransferMan NK2 micromanipulator.

### Detection of transcription and translation activity

Oocytes were cultured in M16 medium containing 1 mM 5-ethynyl uridine (EU) and 50 μM homopropargylglycine (HPG) for 1 h to label newly synthesized RNA and proteins, respectively. After incubation, samples were fixed in 4% PFA for 30 min. EU incorporation was detected using the Click-iT® RNA Alexa Fluor® 488 Imaging Kit (Life Technologies), and HPG incorporation was visualized with the Click-iT® HPG Alexa Fluor® Protein Synthesis Assay Kit (Life Technologies), according to the manufacturer’s instructions.

### Oocyte micro-proteomics

After removal of the zona pellucida, 130 oocytes per sample were washed three times in ice-cold PBS and stored at −80 °C. As reported (Zhang et al, 2023a), oocytes were lysed in a buffer containing 20 mM Tris–HCl (pH 8.5), 1% sodium deoxycholate, 10 mM TCEP, and 40 mM 2-chloroacetamide, boiled for 5 min, and sonicated to denature proteins and shear genomic DNA. Proteins were digested with trypsin and Lys-C at a 1:50 (w/w) ratio, followed by desalting using SDB-RPS StageTips. Peptides were dried in a SpeedVac concentrator, reconstituted in 0.1% formic acid, and analyzed by LC-MS/MS on a Thermo Scientific Orbitrap Ascend Tribrid mass spectrometer. Data were processed with Spectronaut software and searched against the UniProt Mouse database.

### RNA-seq library preparation and gene expression analysis

As previously described (Rong et al, 2019), total RNA was extracted from ten embryos per sample collected from WT and *Psma7*^*fl/fl*^*;Zp3-Cre* female mice. Each sample was lysed in 4 μL of lysis buffer containing 0.2% Triton X-100, RNase inhibitor, dNTPs, oligo-dT primers, and ERCC mRNA spike-in mix. cDNA was synthesized following the Smart-seq2 protocol. Gene expression levels were quantified in fragments per kilobase of exon per million mapped fragments (FPKM) using Cufflinks (v2.2.1). For downstream analyses, FPKM values below 1 were set to 1.

### Real-time quantitative PCR (RT-qPCR)

RT-qPCR analysis was performed using a modified RNA Smart-seq protocol for low-input samples. In brief, five embryos isolated from WT or *Psma7*^*fl/fl*^*; Zp3-Cre* female mice were lysed in 2 μL of lysis buffer containing 0.2% Triton X-100, 2 IU/μl RNase inhibitor, dNTPs and oligo-dT primers. Reverse transcription was carried out using SuperScript III reverse transcriptase (Invitrogen). The resulting cDNA was diluted and amplified with Power SYBR Green PCR Master Mix (Applied Biosystems) on an ABI 7500 Real-Time PCR system (Applied Biosystems). Relative mRNA expression was calculated using the 2^-ΔΔCT^ method, with normalization to *Gapdh* mRNA. The primer sequences are listed in Table EV2.

### Statistical analysis

Quantitative data were presented as mean ± SD. All experiments were repeated in at least three independent biological replicates, with one representative dataset presented. Comparisons between two groups were evaluated using two-tailed unpaired Student’s *t* tests. For experiments involving more than two groups, one-way ANOVA was used. The exact *P* values were provided in the figures.

### Ethics statements

This study was approved by the Ethics Committee of Sir Run Run Shaw Hospital, Zhejiang University School of Medicine (No. SRRSH20220461). Animal experiments were approved by the Laboratory Animal Welfare and Ethics Committee of Zhejiang University (NO. ZJU20220410). It is confirmed that this study meets the ethical guidelines outlined in the journal’s Author Guidelines, including adherence to the legal requirements of the study country.

## Supplementary information

Appendix

Table EV1

Table EV2

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

RNA-seq data were deposited in the NCBI Gene Expression Omnibus database with the accession codes GSE293047 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi). Micro-proteomic data were deposited in the IProX proteome database with the accession codes PXD062494 (https://proteomecentral.proteomexchange.org/ui?pxid=PXD062494). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-026-00813-0.

# Supplementary material for: 20S proteasome-regulated proteostasis in ELVAs is critical for oocyte-to-embryo transition and female fertility
**Source:** EMBO J. 2026 May 21;45(14):4887–909. doi: 10.1038/s44318-026-00813-0
**Supplement:** Supplementary file 1 — Appendix

## **APPENDIX**

### **20S Proteasome-Regulated Proteostasis in ELVAs is Critical for Oocyte-to-Embryo Transition and Female Fertility**

#### **Table Of Contents**

|                    |        |
|--------------------|--------|
| Appendix Figure S1 | Page 2 |
| Appendix Figure S2 | Page 3 |
| Appendix Figure S3 | Page 4 |
| Appendix Figure S4 | Page 5 |
| Appendix Figure S5 | Page 6 |

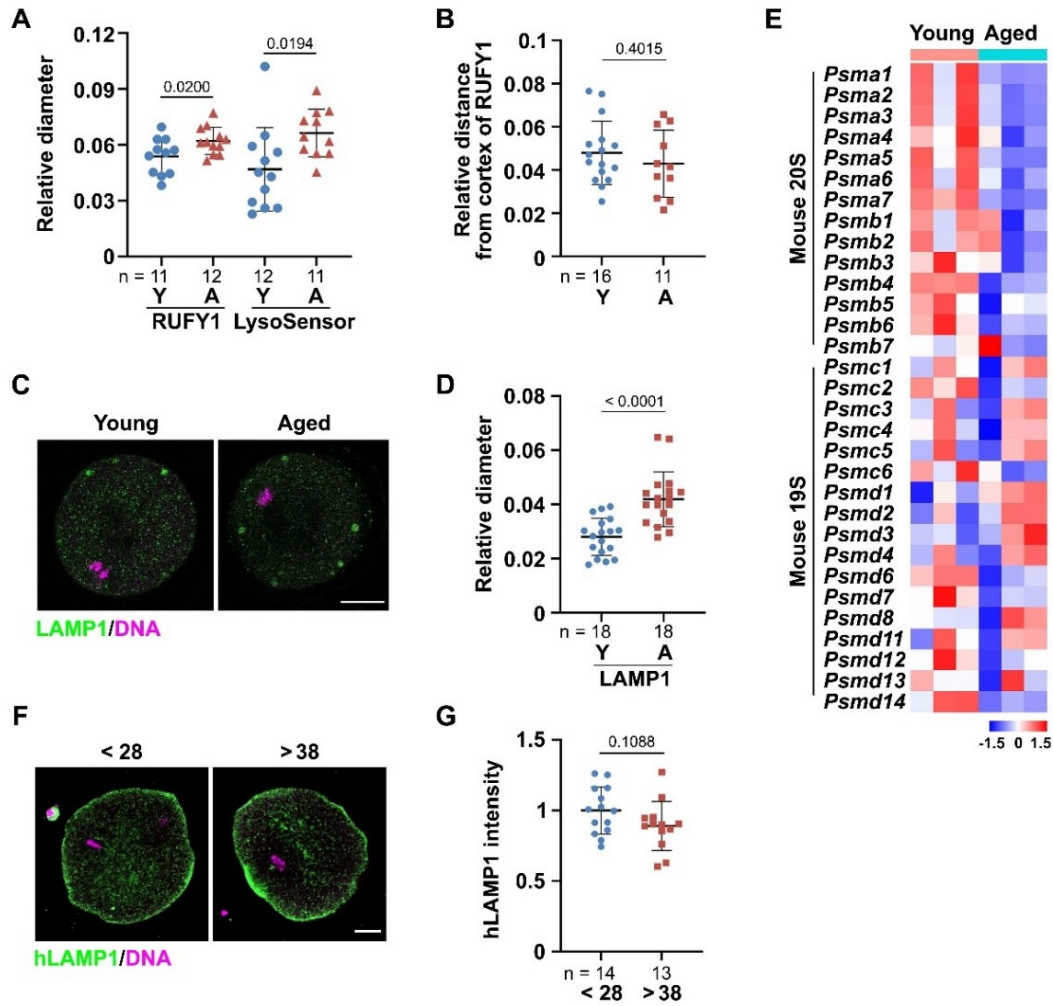

**Appendix Figure S1. Enlarged ELVA compartments exist in aged mouse eggs.** (A) Quantification of the relative diameter of indicated RUFY1- and LysoSensor-compartments (normalized to the diameter of eggs) in young and aged mouse eggs of Fig. 1C. Mean and SD are shown. p values: unpaired t test. (B) Quantification of the relative cortical distance of RUFY1-positive compartments (normalized to the diameter of eggs) in young and aged mouse eggs. Mean and SD are shown. p values: unpaired t test. (C) Immunofluorescent staining of LAMP1 in young and aged mouse eggs. Scale bar, 20  $\mu$ m. (D) Quantification of the relative diameter of LAMP1-positive compartments in panel (C). Mean and SD are shown. p values: unpaired t test. (E) Heat map illustrating the differential expression profiles of proteasome subunits in young and aged mouse GV oocytes. Data were reanalyzed from Zhang et al., *Nature Aging*, 2023 (PMID: 37845508). (F) Confocal analysis of hLAMP1 signal in human eggs of indicated age groups. Scale bar, 20  $\mu$ m. (G) Quantification of MFI in panel (F). Mean and SD are shown. p values: unpaired t test. For all statistical analysis, n indicates the number of oocytes analyzed.

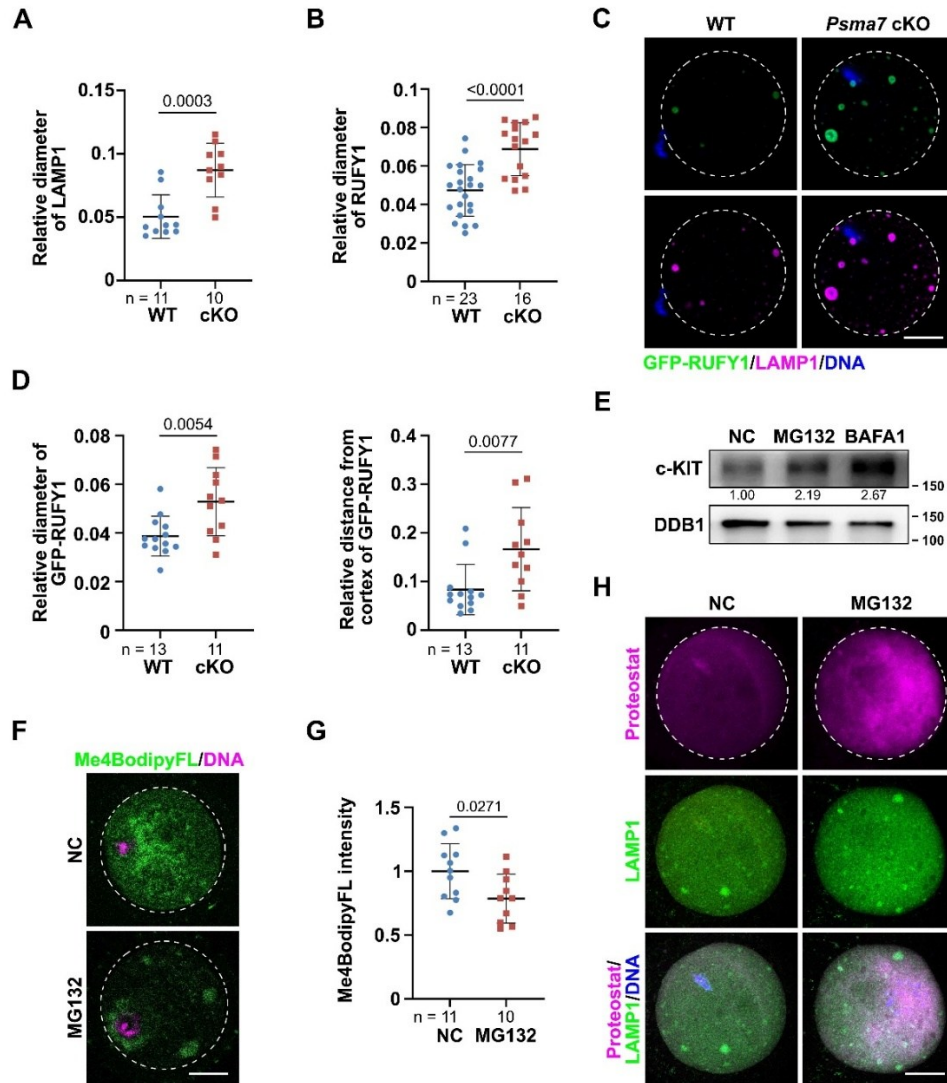

## Appendix Figure S2. Inhibition of proteasome activity leads to impaired ELVAs function in oocytes.

(A-B) Quantification of the relative diameter of LAMP1- (A) and RUFY1- (B) positive compartments in WT and *Pisma7* cKO eggs. Mean and SD are shown. p values: unpaired t test. (C) Confocal analysis of GFP-RUFY1 and endogenous LAMP1 signals in WT and *Pisma7* cKO eggs. Scale bar, 20  $\mu$ m. (D) Quantification of the diameter of RUFY1-positive compartments (left) and their relative distance from cortex (right) of panel (C). Mean and SD are shown. p values: unpaired t test. (E) Western blot analysis of c-KIT in MI oocytes treated with vehicle, MG132 (20  $\mu$ M) or BAFA1 (0.25  $\mu$ M) since the GV stage. DDB1 serves as the loading control. (F) Confocal analysis of Me4BodipyFL signal in MI oocytes with or without MG132 treatment during maturation. NC, Negative Control. Scale bar, 20  $\mu$ m. (G) Quantification of Me4BodipyFL signal MFI in panel (F). Mean and SD are shown. p values: unpaired t test. (H) Confocal analysis of Proteostat and LAMP1 signals in MI oocytes with or without MG132 treatment during maturation. Scale bar, 20  $\mu$ m. For all statistical analysis, n indicates the number of oocytes analyzed.

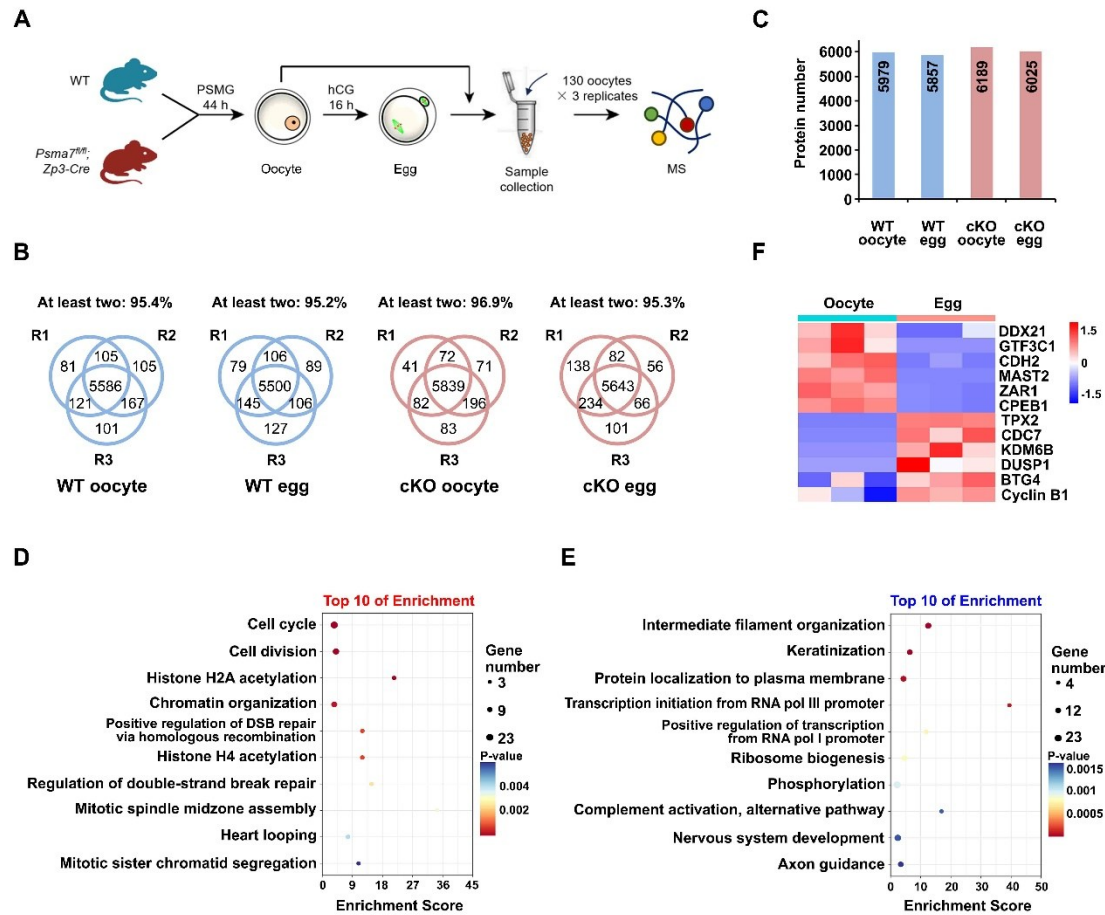

### Appendix Figure S3. The micro-proteomics analysis.

(A) Workflow for MS sample collection. (B) Venn diagrams showing the overlap of identified proteins across three biological replicates in each group. (C) Number of consistently detected proteins in each group. (D-E) GO analysis of proteins significantly up-regulated (D) or down-regulated (E) during WT oocyte maturation. Results are analyzed using the DAVID web server. (F) Heat map showing stage-specific changes in indicated proteins levels.

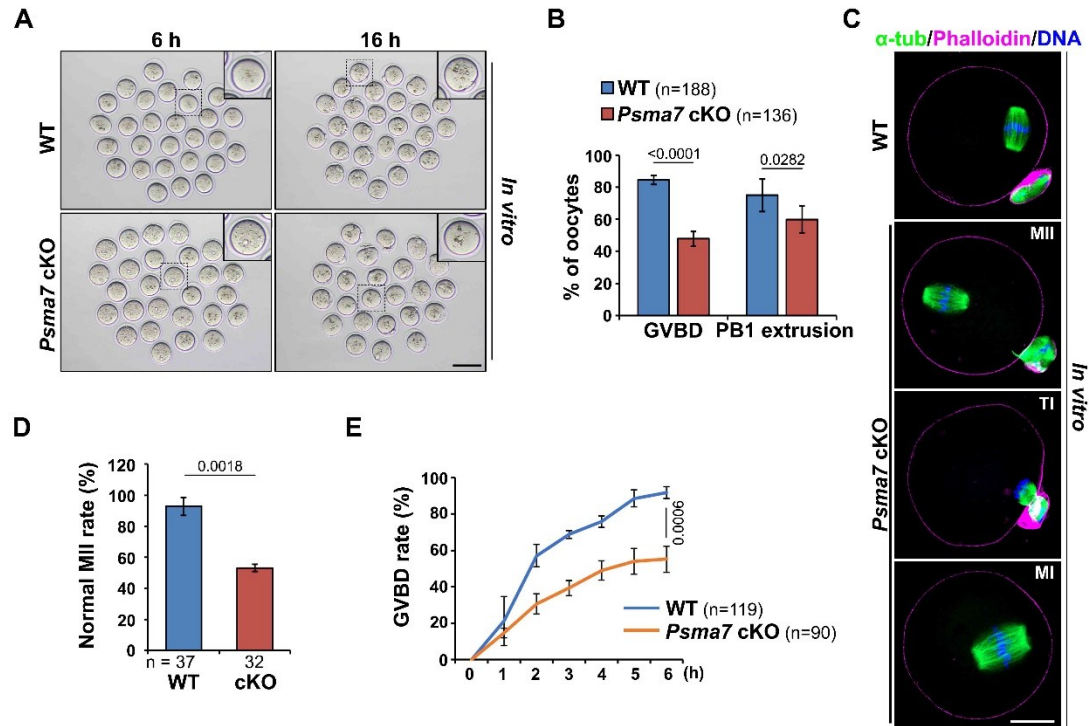

#### Appendix Figure S4. PSMA7 deletion impairs oocyte maturation *in vitro*.

(A) Representative images of WT and *Psma7* cKO oocytes following *in vitro* culture. Scale bar, 100  $\mu$ m. (B) Rates of germinal vesicle breakdown (GVBD) and first polar body (PB1) extrusion in oocytes cultured *in vitro*. Fully grown oocytes were collected from PMSG-primed (44 h) mice of the indicated genotypes. Mean and SD are shown. p values: unpaired t test. (C) Confocal analysis of acetyl- $\alpha$ -tubulin (ac-tub) indicating spindle assembly and PB1 extrusion in WT and *Psma7* cKO oocytes at 16 h after *in vitro* culture. Developmental arrest stages are indicated in the upper right corner. Scale bar, 20  $\mu$ m. (D) Proportion of *in vitro*-matured eggs with normal spindle assembly in WT and *Psma7* cKO groups. Mean and SD are shown. p values: unpaired t test. (E) Comparison of GVBD kinetics between WT and *Psma7* cKO oocytes cultured *in vitro*. Mean and SD are shown. p values: unpaired t test. For all statistical analysis, n indicates the number of oocytes analyzed.

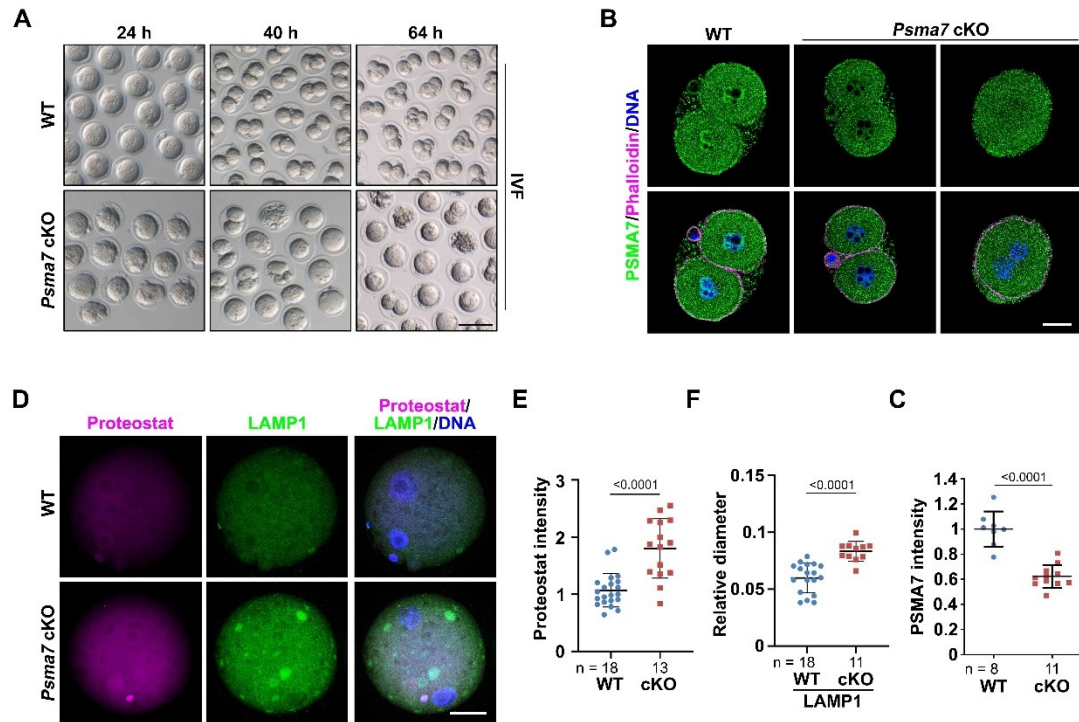

**Appendix Figure S5. Maternal PSMA7 deletion impairs early embryonic development *in vitro*.**

(A) Representative images of embryos at indicated time points post-hCG injection. Scale bar, 20  $\mu$ m. (B) Immunofluorescent staining of PSMA7 in embryos derived from WT and *Psm7* cKO females at the presumptive 2-cell stage. Scale bar, 20  $\mu$ m. (C) Quantification of the MFI of PSMA7 signal in panel (B). Mean and SD are shown. p values: unpaired t test. (D) Confocal analysis of Proteostat and LAMP1 signals in zygotes from WT and *Psm7* cKO females. Scale bar, 20  $\mu$ m. (E-F) Quantification of the MFI of Proteostat signal (E) and the relative diameter of LAMP1-positive compartment (F) in panel (D). Mean and SD are shown. p values: unpaired t test.

# Supplementary material for: 20S proteasome-regulated proteostasis in ELVAs is critical for oocyte-to-embryo transition and female fertility
**Source:** EMBO J. 2026 May 21;45(14):4887–909. doi: 10.1038/s44318-026-00813-0
**Supplement:** Supplementary file 2 — Table EV1

**Table EV1. Antibody information**

| **Antibody name** | **Manufacture**  **(catalogue number)** | **Applications**  **(working dilution)** |
| --- | --- | --- |
| Anti-PSMA7 | Abcam (ab133502) | IF (1:200); IHC (1:200); WB (1:500) |
| Anti-PSMC2 | Proteintech (14905-1-AP) | IF (1:200); WB (1:500) |
| Anti-20S Proteasome α1, 2, 3, 5, 6, & 7-Subunits (α-sub) | Merck (ST1049) | IF (1:200); WB (1:500) |
| Anti-LAMP1 | Cell Signaling (99437)  Abcam (ab24170) | IF (1:200)  WB (1:1000) |
| Anti-RUFY1 | Proteintech (13498-1-AP) | IF (1:200); WB (1:1000) |
| Anti-Ubiquitin conjugates (FK2) | Ubiquigent (68-0121-500) | IF (1:200) |
| Anti-Acetyl-α-tubulin | Cell Signaling (5335) | IF (1:200) |
| Anti-FITC-α-tubulin | Sigma (F2168) | IF (1:200) |
| Anti-TOP2B | Abcam (ab109524) | IF (1:200) |
| Anti-CREST | Fitzgerald Industries International (70R-21494) | IF (1:100) |
| Anti-PolIISer2P | Abcam (ab5095) | IF (1:40000) |
| Anti-Ubiquitin | Cell Signaling (3936) | IF (1:200) |
| Anti-MVH | Abcam (ab13840) | IHC (1:200) |
| Anti-cyclin B1 | Cell Signaling (4138) | WB (1:1000) |
| Anti-Fetuin B | Proteintech (18052-1-AP) | IF (1:200) |
| Anti-pERK1/2 | Cell Signaling (9101) | WB (1:100) |
| Anti-DDB1 | Epitomics (3821-1) | WB (1:10000) |
| Anti-GAPDH | Proteintech (60004-1-Ig) | WB (1:5000) |
| Goat Anti-rabbit IgG H&L (HRP) | Abcam (Ab6721) | WB (1:5000); IHC (1:200) |
| Rabbit Anti-mouse IgG H&L (HRP) | Abcam (Ab6728) | WB (1:5000); IHC (1:200) |
| Goat anti-Mouse IgG (H+L), Alexa Fluor Plus 488 | Thermo Scientific (A11001) | IF (1:200) |
| Goat anti-Rabbit IgG (H+L), Alexa Fluor Plus 568 | Thermo Scientific (A11011) | IF (1:200) |

# Supplementary material for: 20S proteasome-regulated proteostasis in ELVAs is critical for oocyte-to-embryo transition and female fertility
**Source:** EMBO J. 2026 May 21;45(14):4887–909. doi: 10.1038/s44318-026-00813-0
**Supplement:** Supplementary file 3 — Table EV2

**Table EV2. Primer sequences**

| **Primer name** | **Target** | **Application** | **Sequences (5′-3′)** |
| --- | --- | --- | --- |
| *Psma7* GP-1 | *Psma7* | Genotyping of *Psma7* allele:  WT-326 bp  Flox-431 bp  KO-578 bp | 5′- CTGCTGCATCCAGCTAGCTT -3′ |
| *Psma7* GP-2 |  |  | 5′- TGGTTCCTGAGTCTTCATTGG -3′ |
| *Psma7* GP-3 |  |  | 5′- TATGGGAGATGGAGGTTTTCC -3′ |
| *Zp3-Cre*-F | *Zp3-Cre* | Genotyping of *Zp3-Cre* | 5′- AAGAACCTGATGGACATGTTCAG -3′ |
| *Zp3-Cre*-R |  |  | 5′- CTGATCCTGGCAATTTCGG -3′ |
| *Zscan4d*-F | *Zscan4d* | RT-PCR | 5′- CAATGCAAGGACAAGAAGCTCTCTT -3′ |
| *Zscan4d*-R |  |  | 5′- CTGGCATCAAGAGGGAATTGAAA -3′ |
| *Zscan5b*-F | *Zscan5b* | RT-PCR | 5′- ATGGGCAATACAGAAGATGGGC -3′ |
| *Zscan5b*-R |  |  | 5′- GGTCAAACCGGGACTTGTAAA -3′ |
| *Dppa4*-F | *Dppa4* | RT-PCR | 5′- AGTCAACCTAGCACGGCTC -3′ |
| *Dppa4*-R |  |  | 5′- TCCTGGCGTCTCAGTGTCT -3′ |
| *Gucala*-F | *Gucala* | RT-PCR | 5′- ATCTAGGGCATCCGTCTCTT -3′ |
| *Gucala* -R |  |  | 5′- GATGGGCACTCCGTCATAAA -3′ |
| *MuERV-L*-F | *MuERV-L* | RT-PCR | 5′- ATCTCCTGGCACCTGGTATG -3′ |
| *MuERV-L*-R |  |  | 5′- AGAAGAAGGCATTTGCCAGA -3′ |
| *Ctsl*-F | *Ctsl* | RT-PCR | 5′- CAAGCCATCCGTCTCTCCAGTTC -3′ |
| *Ctsl*-R |  |  | 5′- TGGCAAGTCCACAGTGGTTGTCC -3′ |

# Supplementary material for: 20S proteasome-regulated proteostasis in ELVAs is critical for oocyte-to-embryo transition and female fertility
**Source:** EMBO J. 2026 May 21;45(14):4887–909. doi: 10.1038/s44318-026-00813-0
**Supplement:** Supplementary file 5 — Source data Fig. 1

## Slide 1
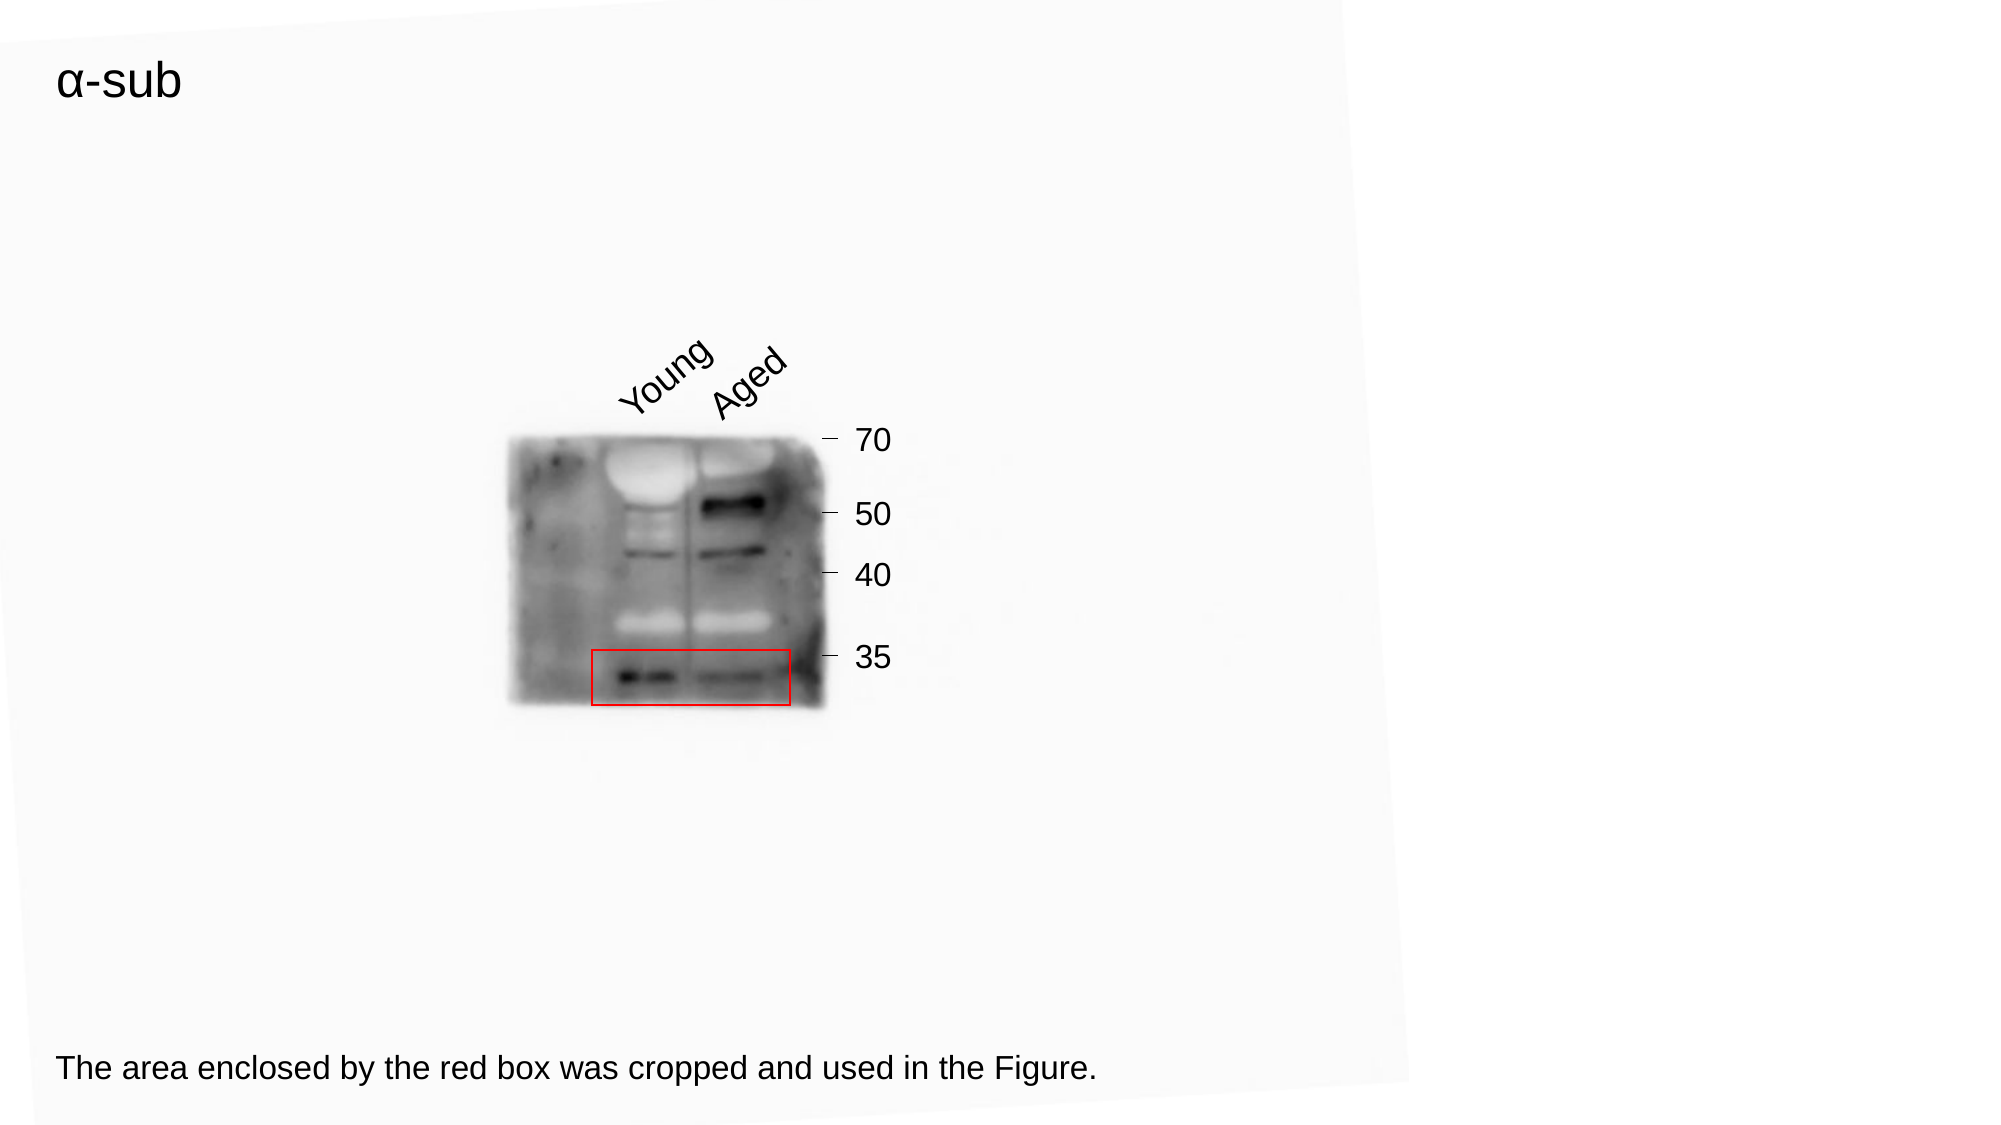

α-sub
Young
Aged
70
50
40
35
The area enclosed by the red box was cropped and used in the Figure.

## Slide 2
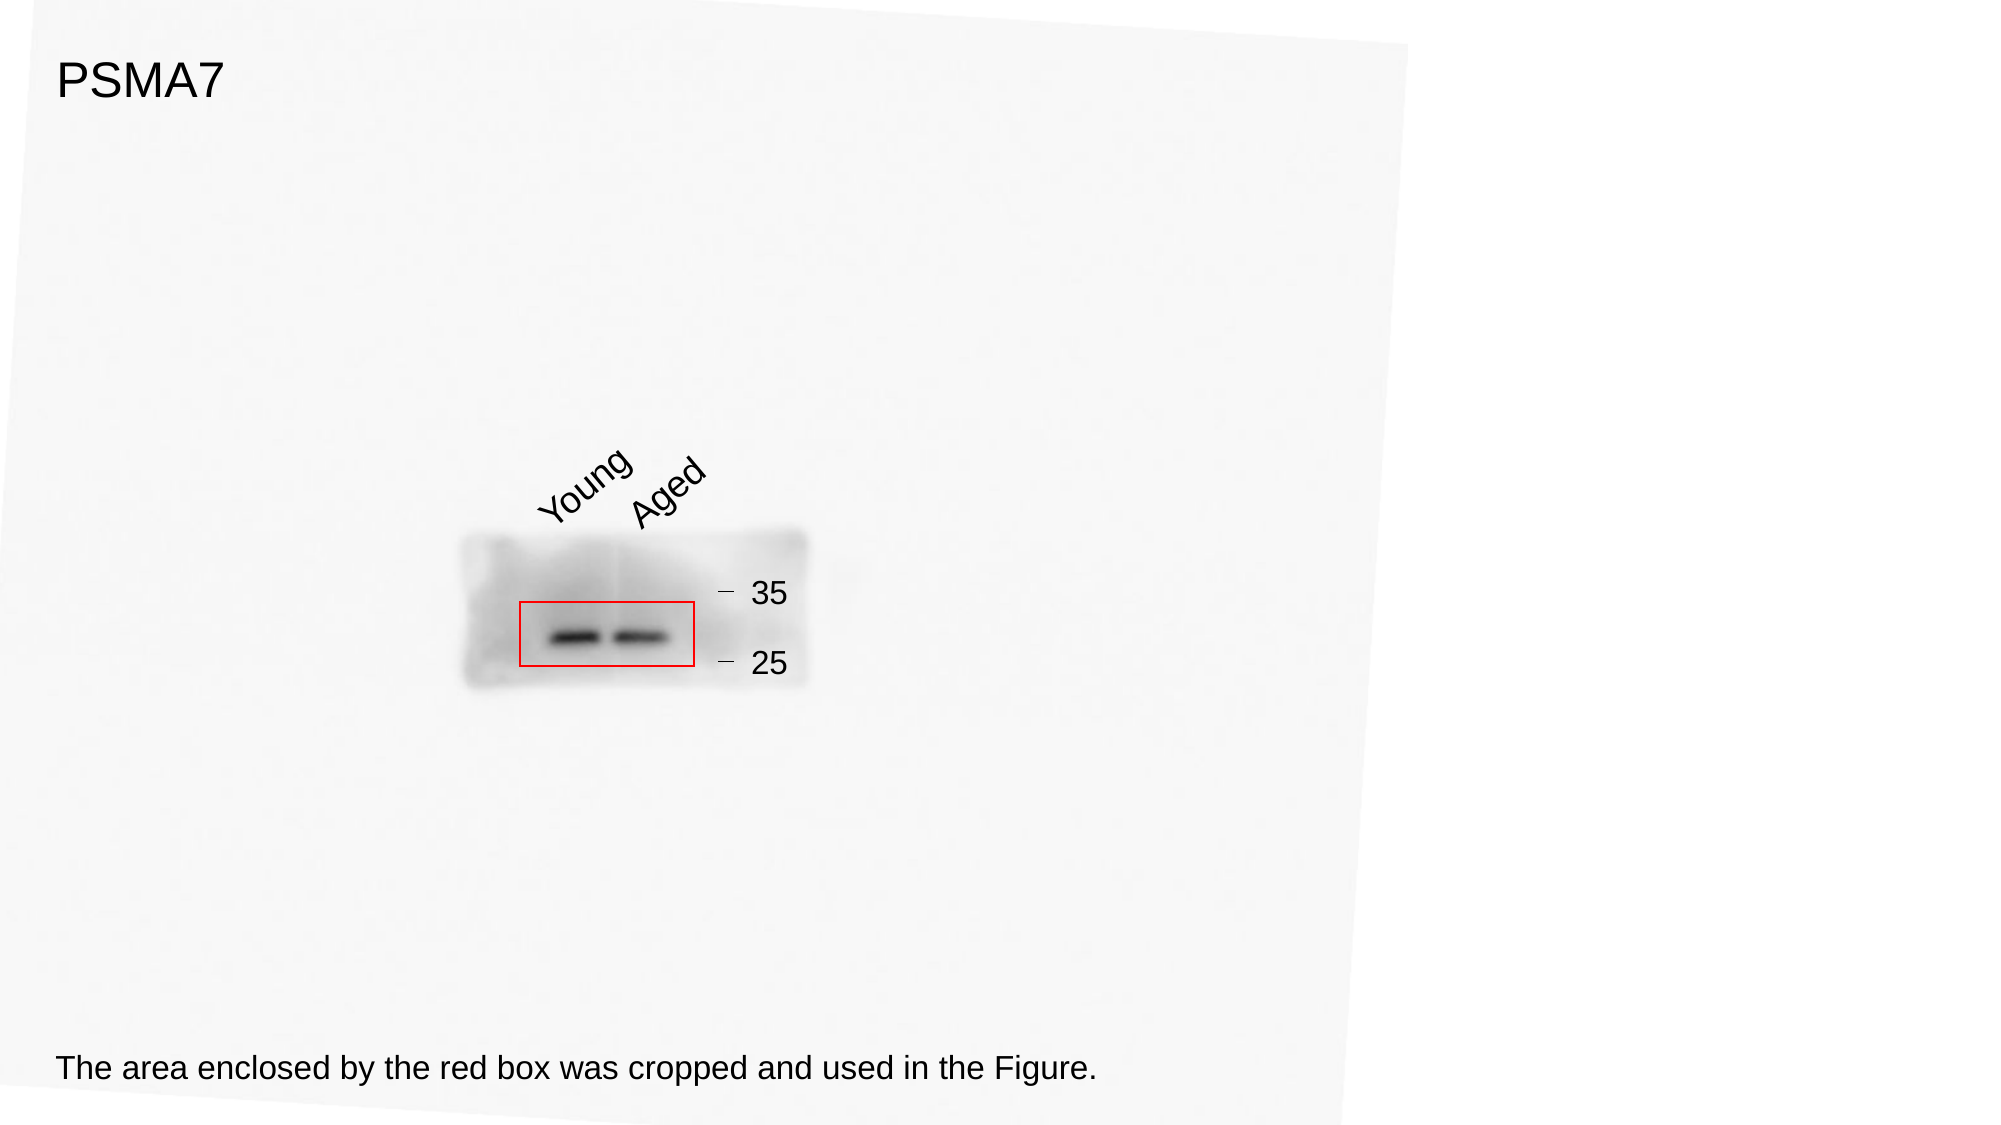

PSMA7
Young
Aged
35
25
The area enclosed by the red box was cropped and used in the Figure.

## Slide 3
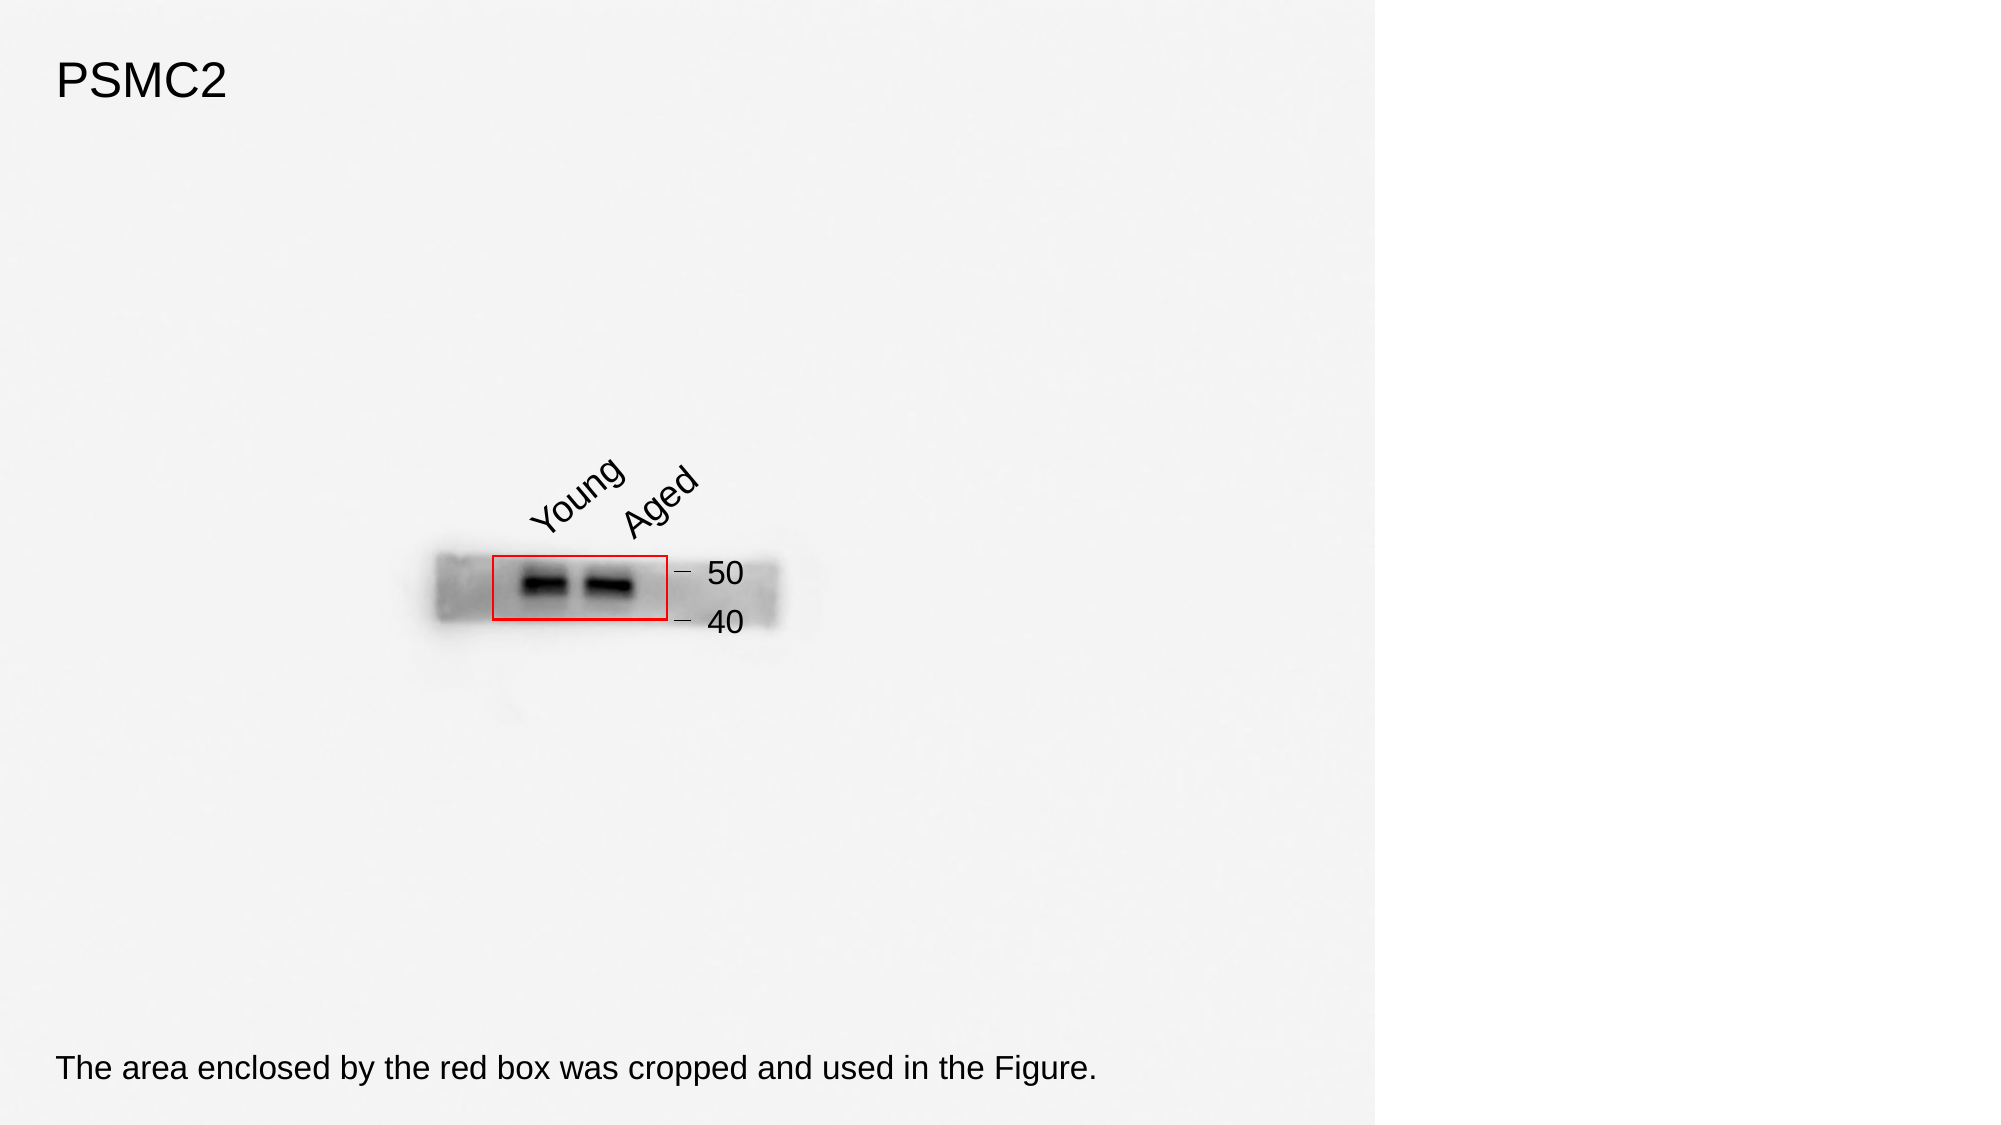

PSMC2
Young
Aged
50
40
The area enclosed by the red box was cropped and used in the Figure.

## Slide 4
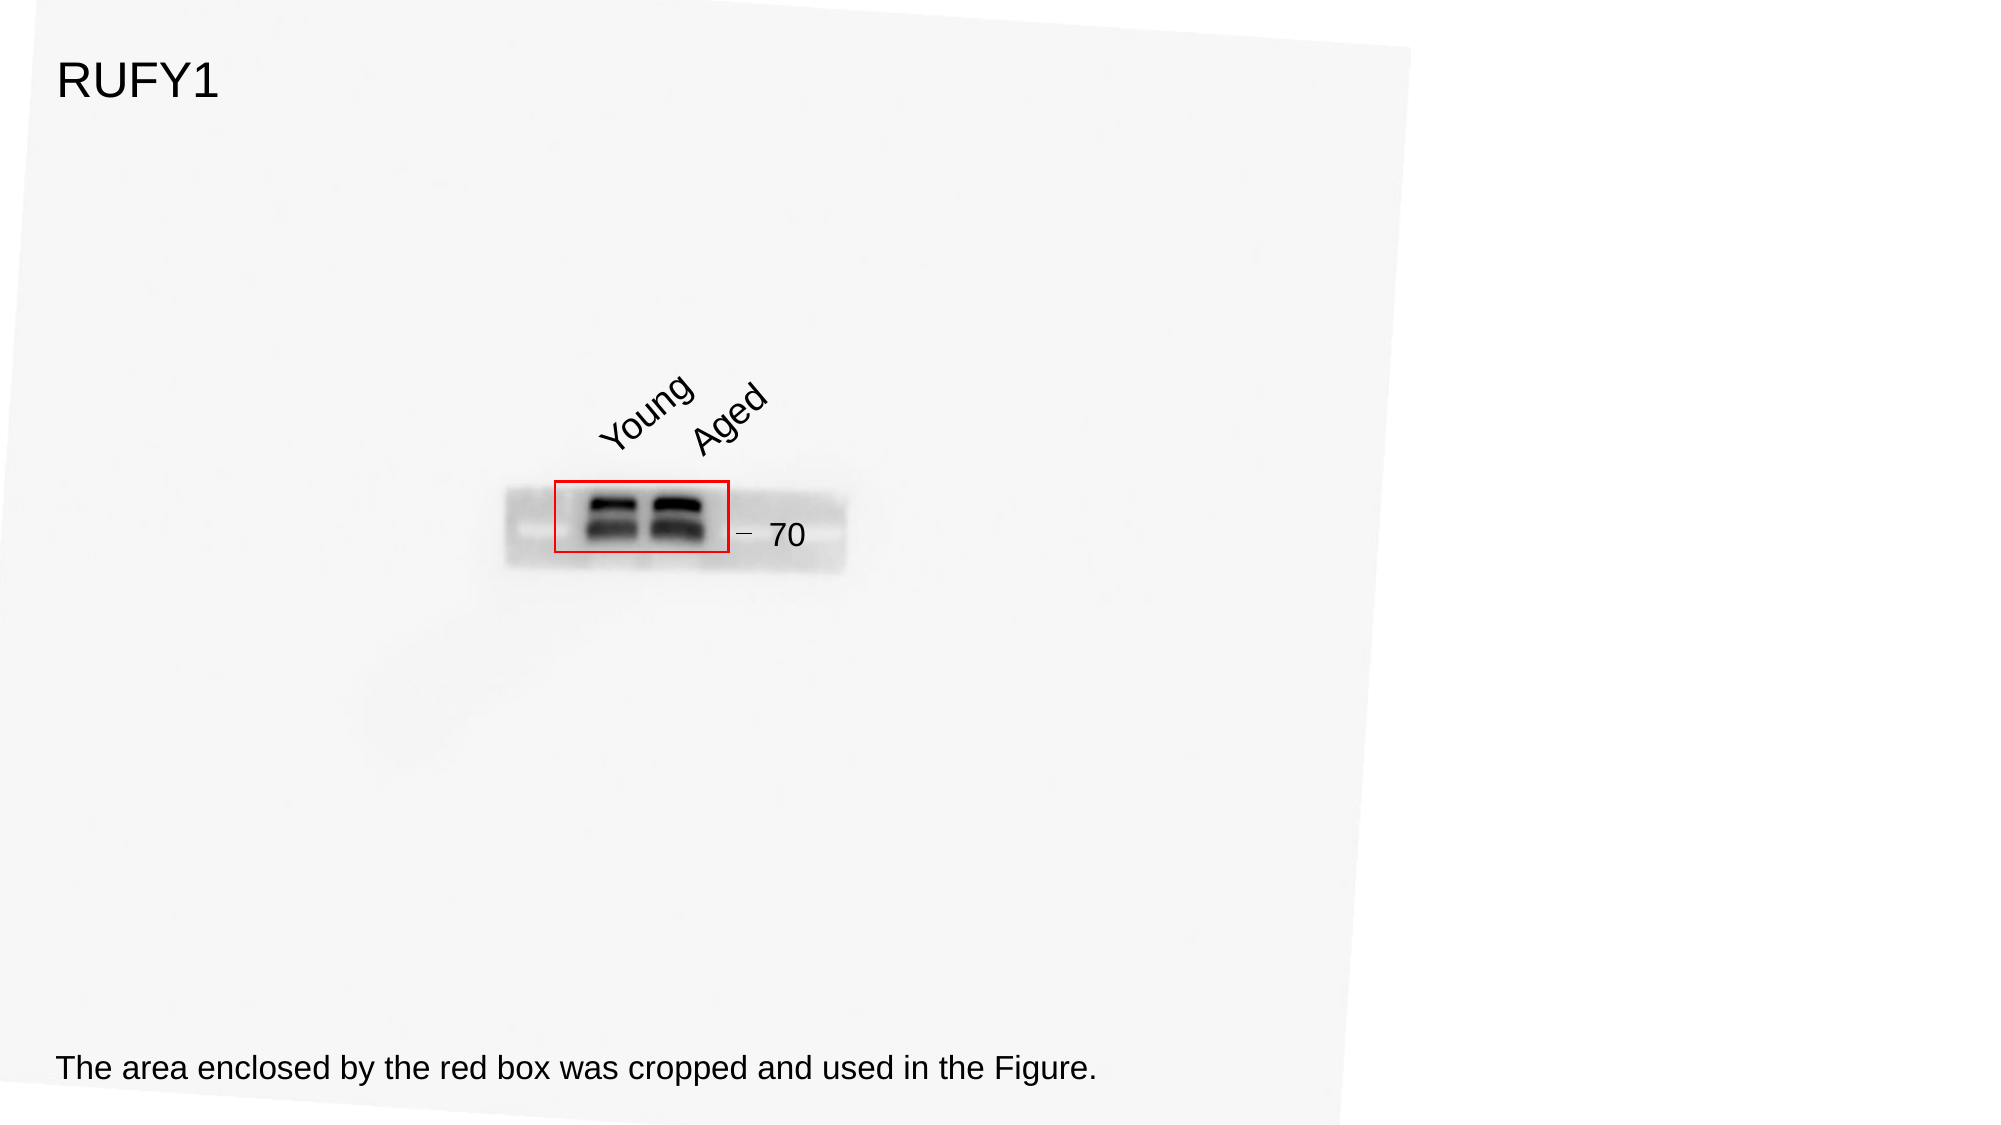

RUFY1
Young
Aged
70
The area enclosed by the red box was cropped and used in the Figure.

## Slide 5
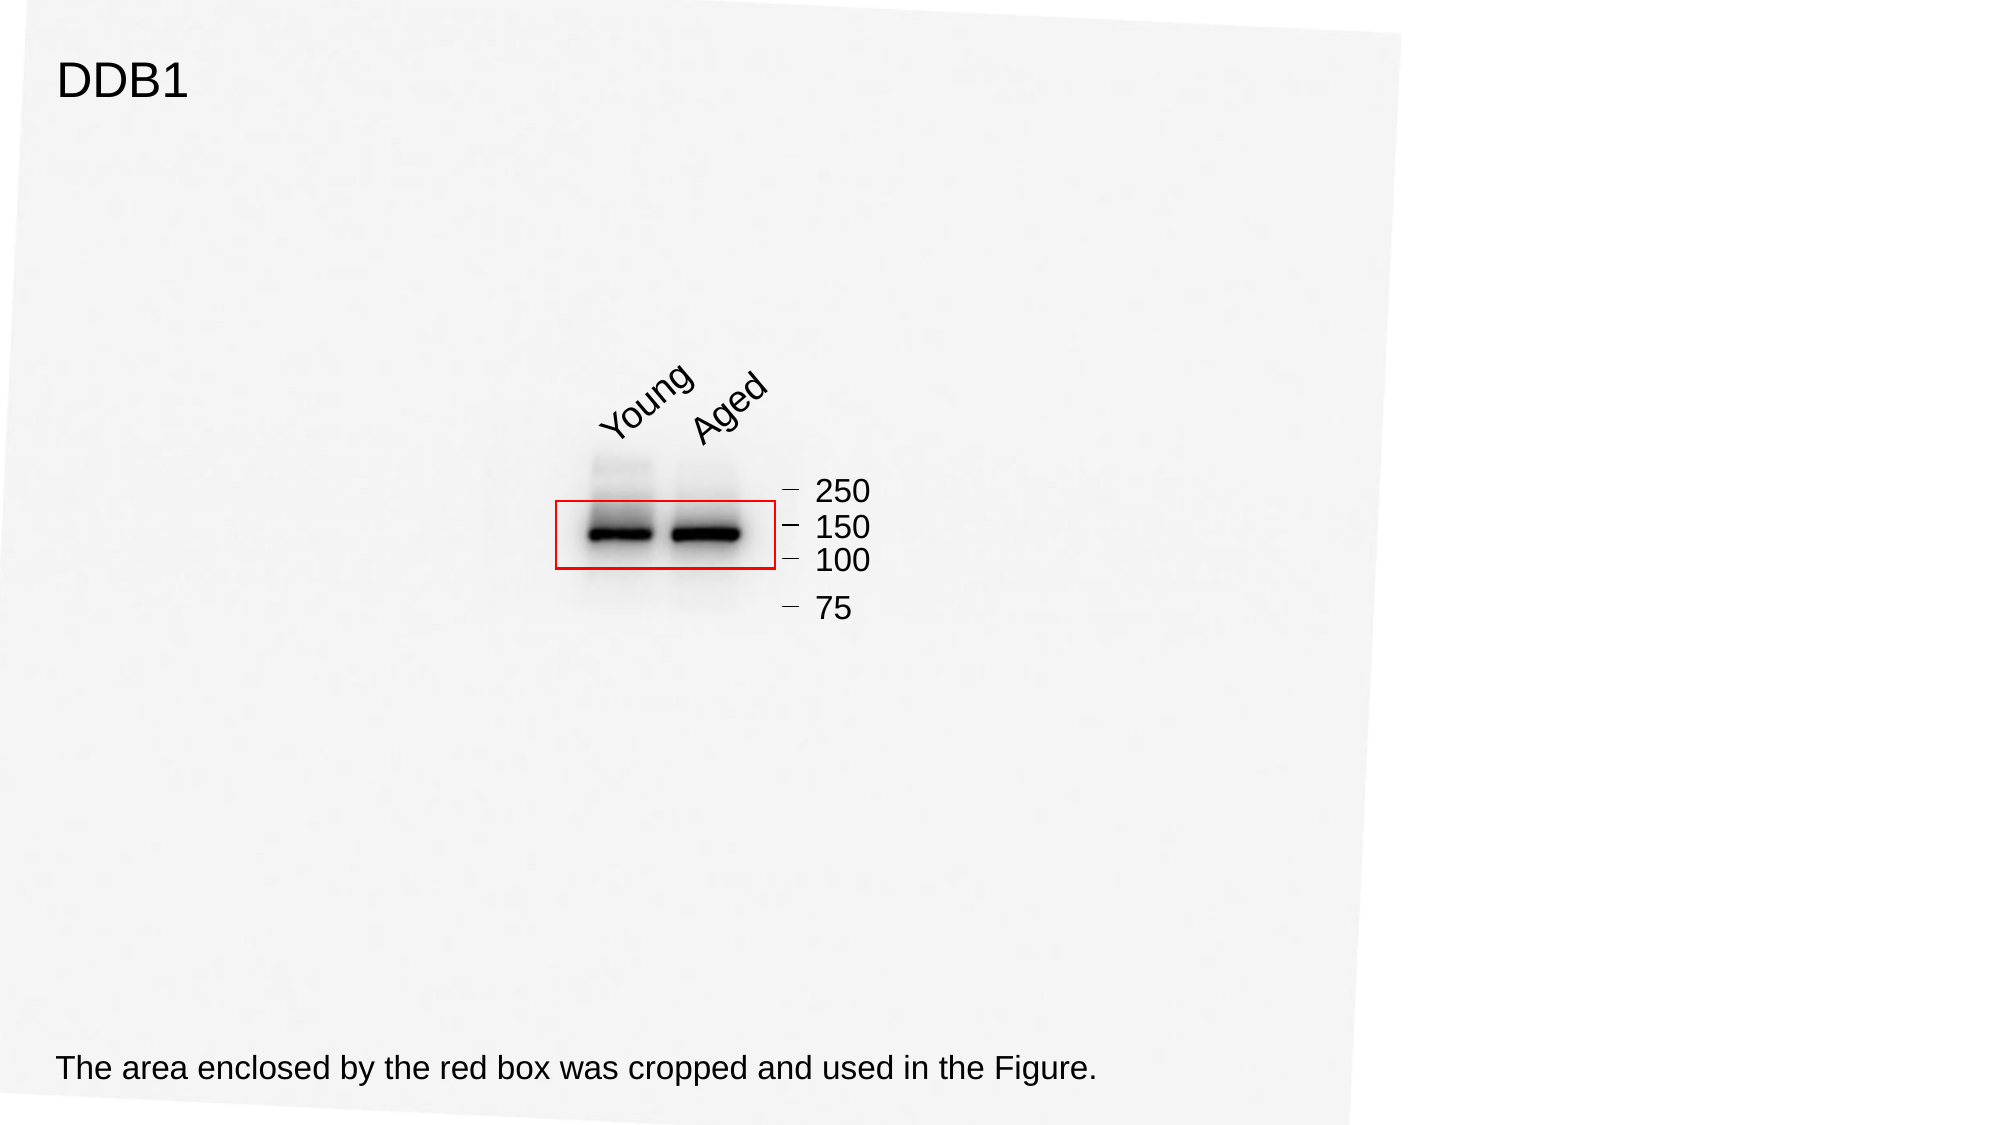

DDB1
Young
Aged
250
150
100
75
The area enclosed by the red box was cropped and used in the Figure.

# Supplementary material for: 20S proteasome-regulated proteostasis in ELVAs is critical for oocyte-to-embryo transition and female fertility
**Source:** EMBO J. 2026 May 21;45(14):4887–909. doi: 10.1038/s44318-026-00813-0
**Supplement:** Supplementary file 6 — Source data Fig. 2

## Slide 1
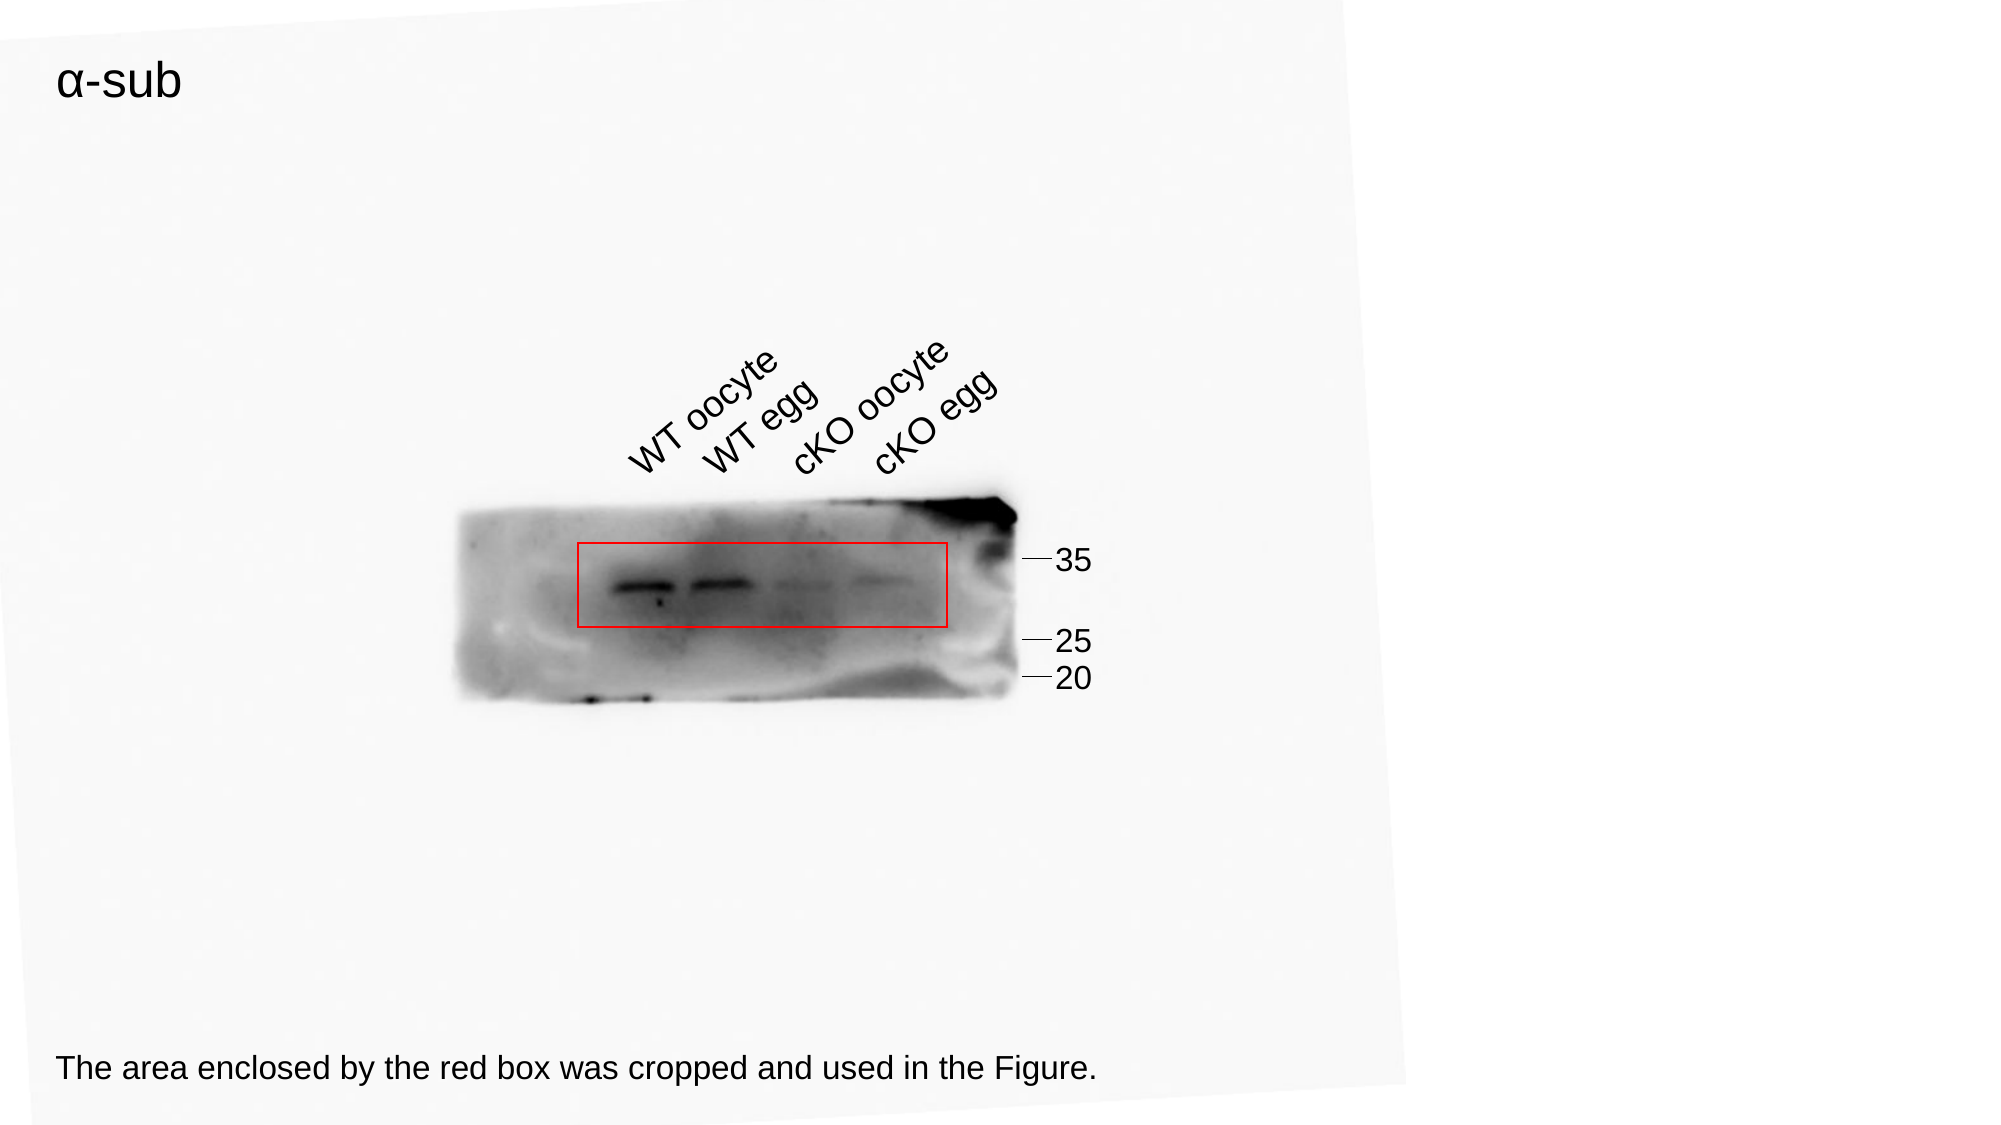

α-sub
cKO oocyte
WT oocyte
cKO egg
WT egg
35
25
20
The area enclosed by the red box was cropped and used in the Figure.

## Slide 2
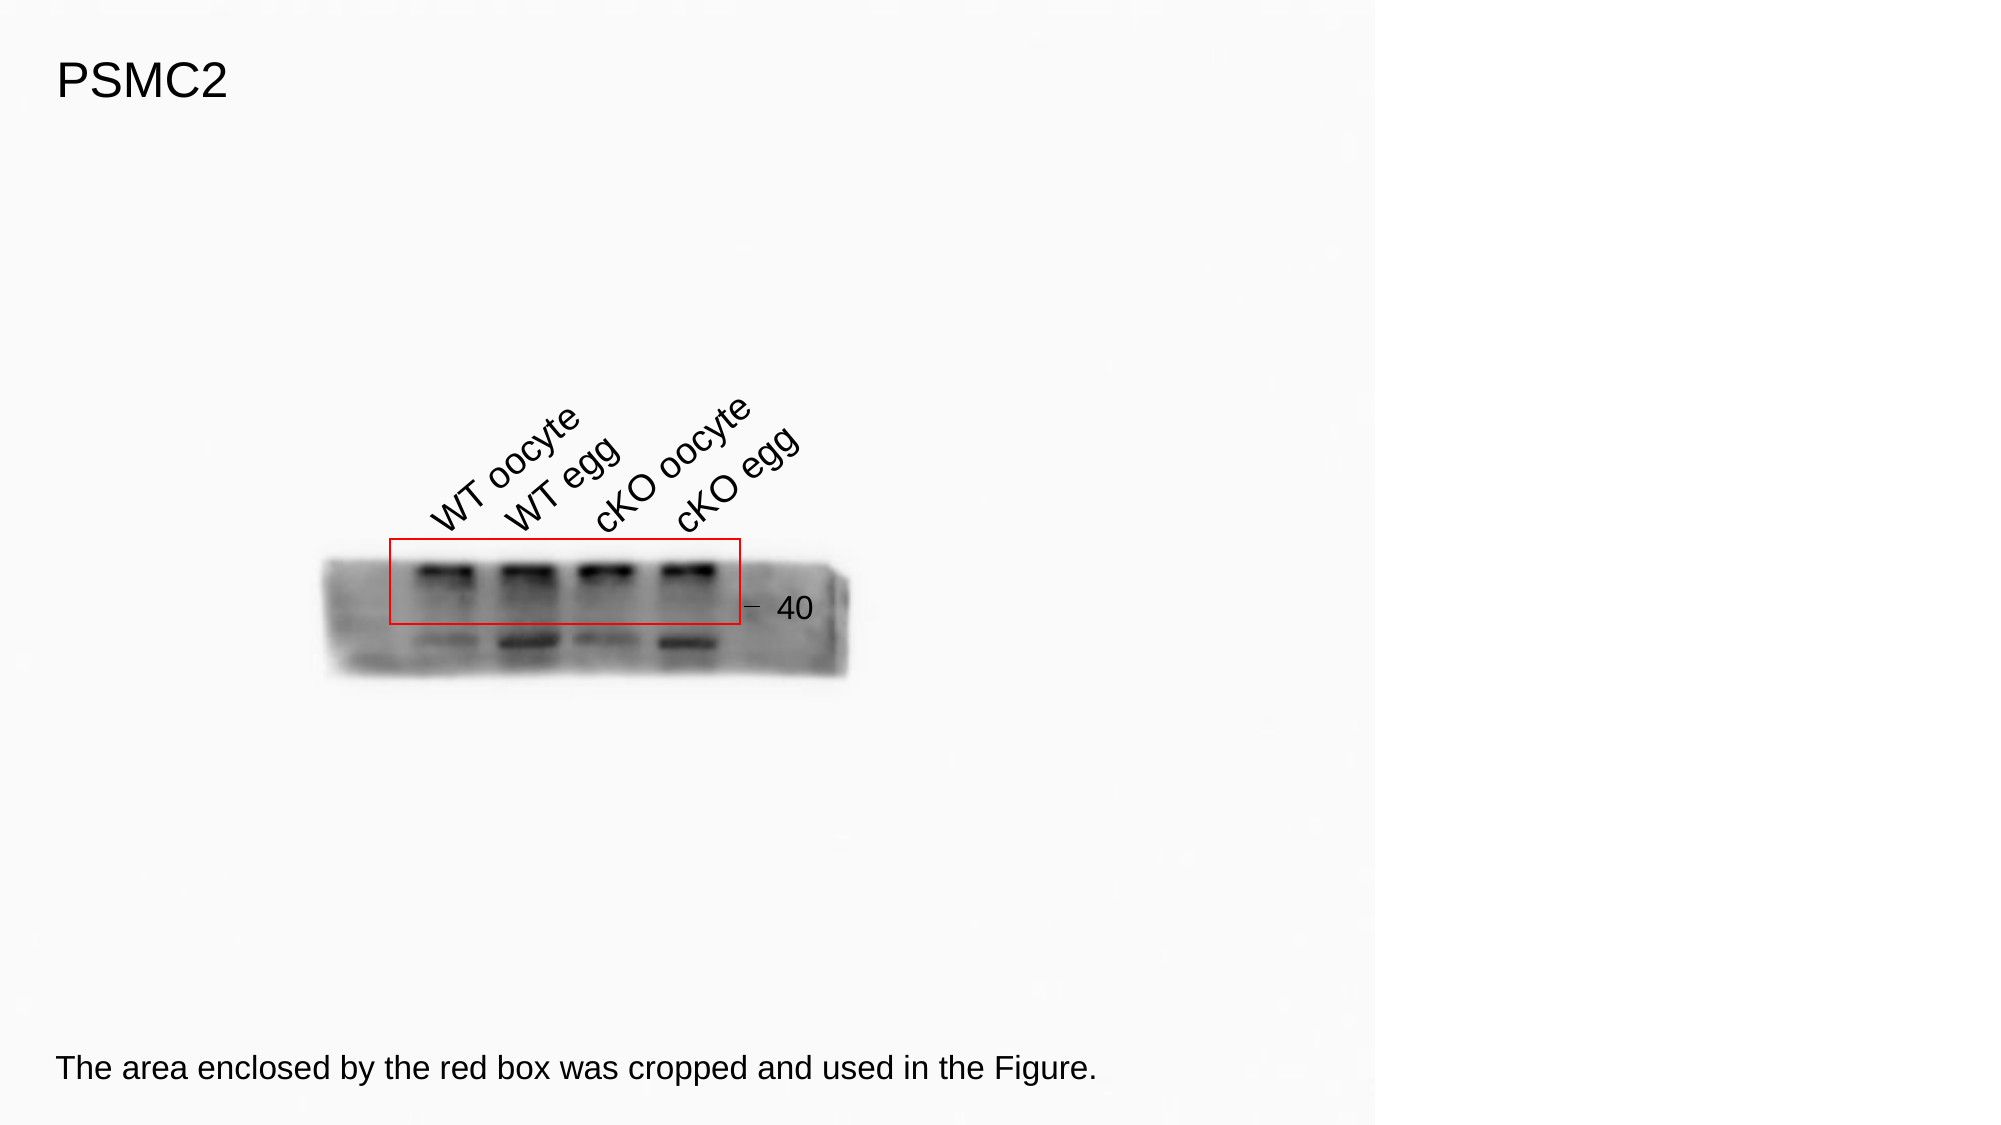

PSMC2
cKO oocyte
WT oocyte
cKO egg
WT egg
40
The area enclosed by the red box was cropped and used in the Figure.

## Slide 3
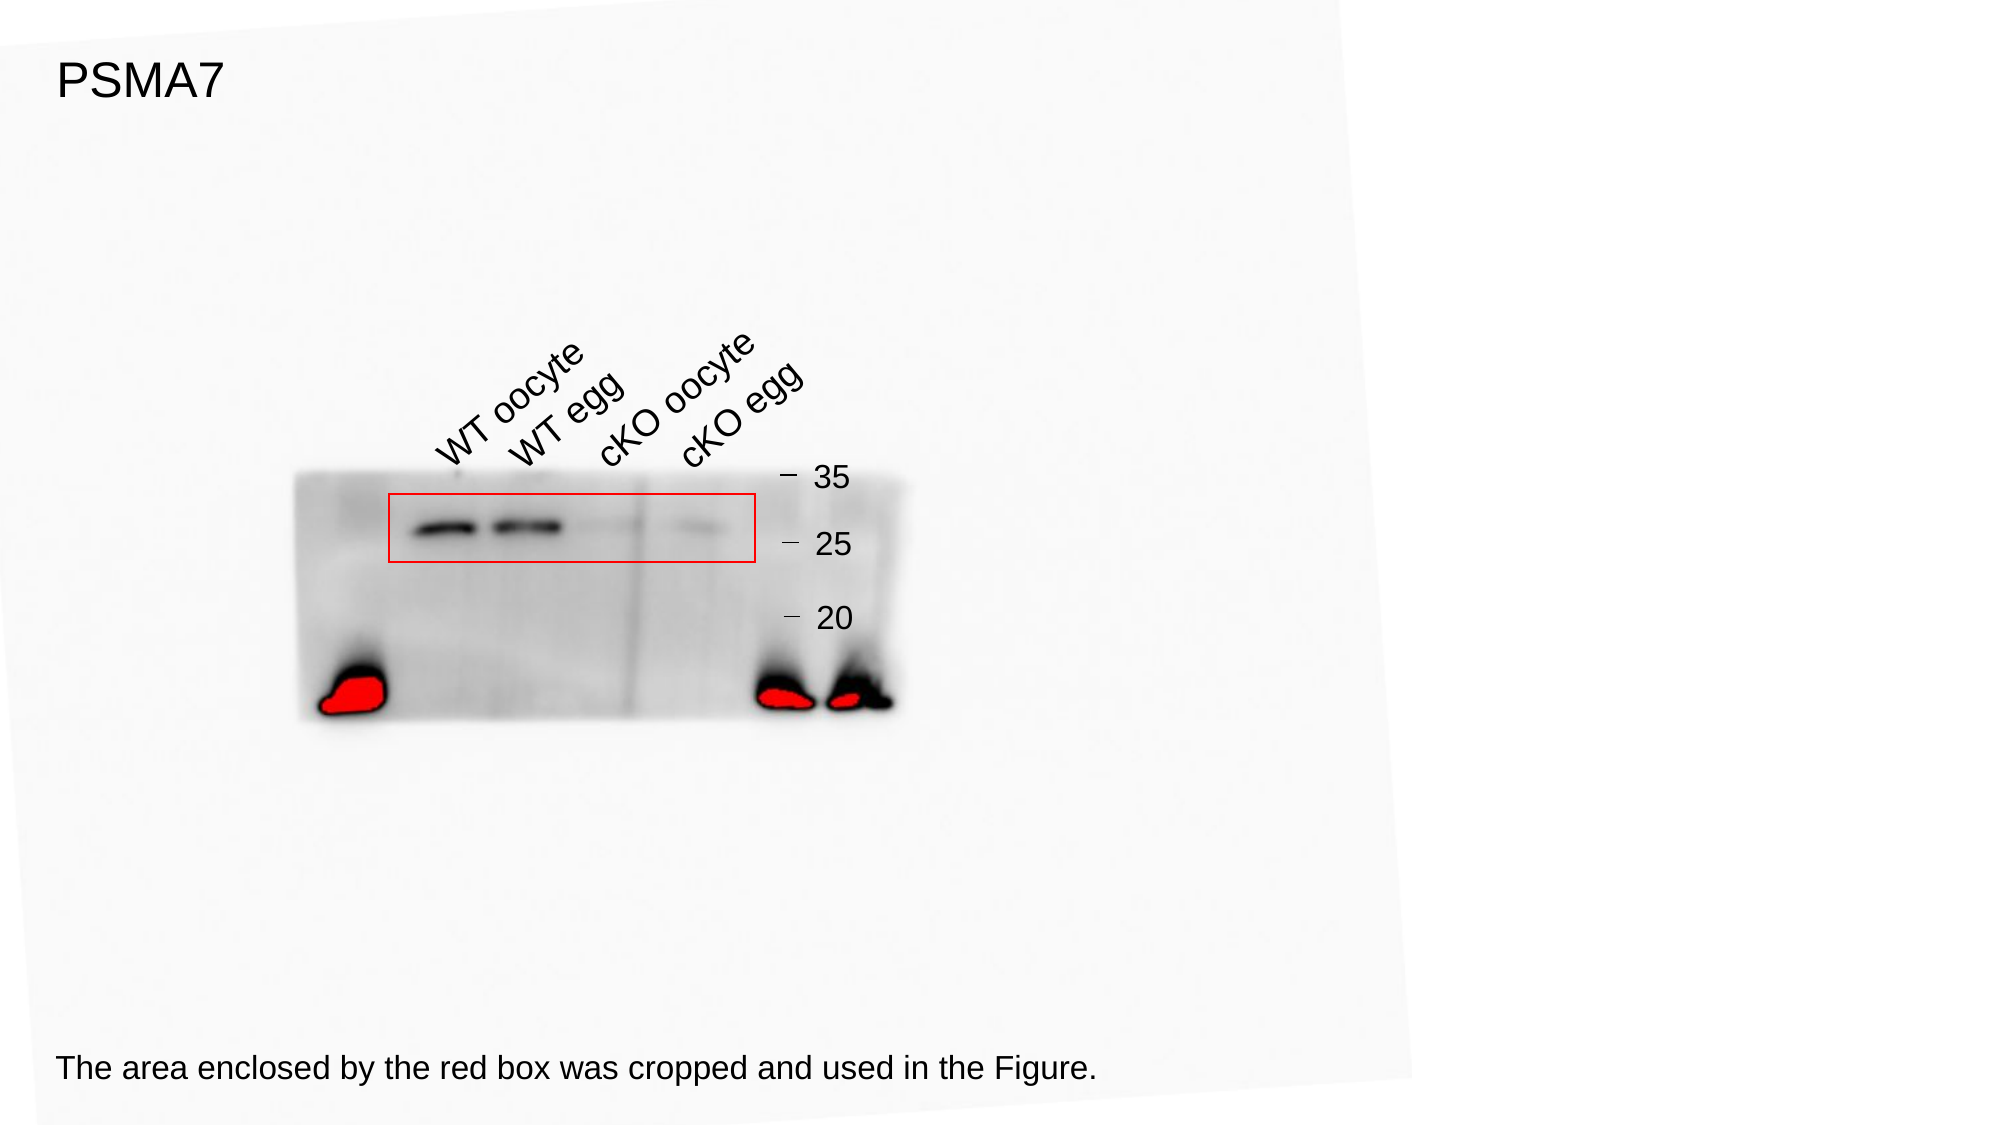

PSMA7
cKO oocyte
WT oocyte
cKO egg
WT egg
35
25
20
The area enclosed by the red box was cropped and used in the Figure.

## Slide 4
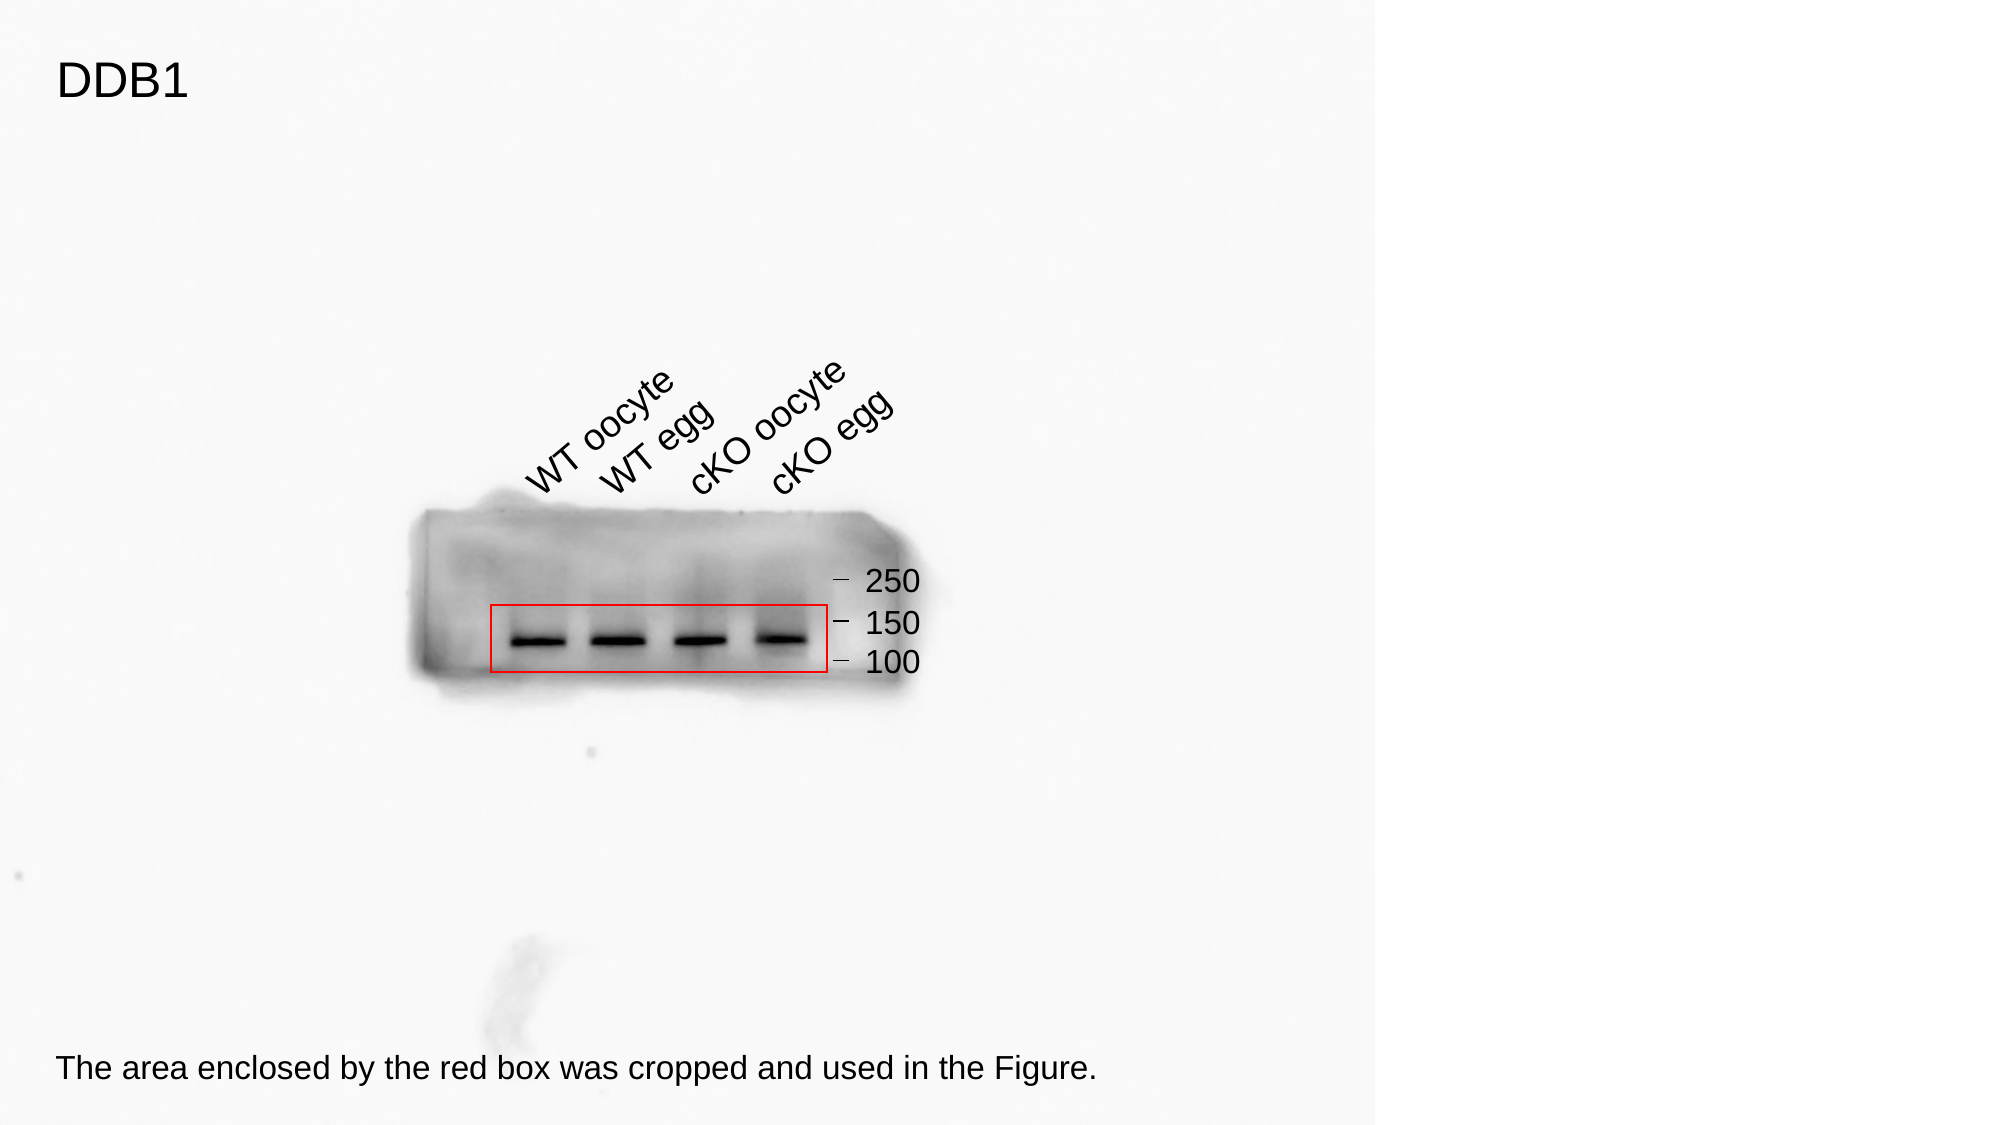

DDB1
cKO oocyte
WT oocyte
cKO egg
WT egg
250
150
100
The area enclosed by the red box was cropped and used in the Figure.

# Supplementary material for: 20S proteasome-regulated proteostasis in ELVAs is critical for oocyte-to-embryo transition and female fertility
**Source:** EMBO J. 2026 May 21;45(14):4887–909. doi: 10.1038/s44318-026-00813-0
**Supplement:** Supplementary file 7 — Source data Fig. 3

## Slide 1
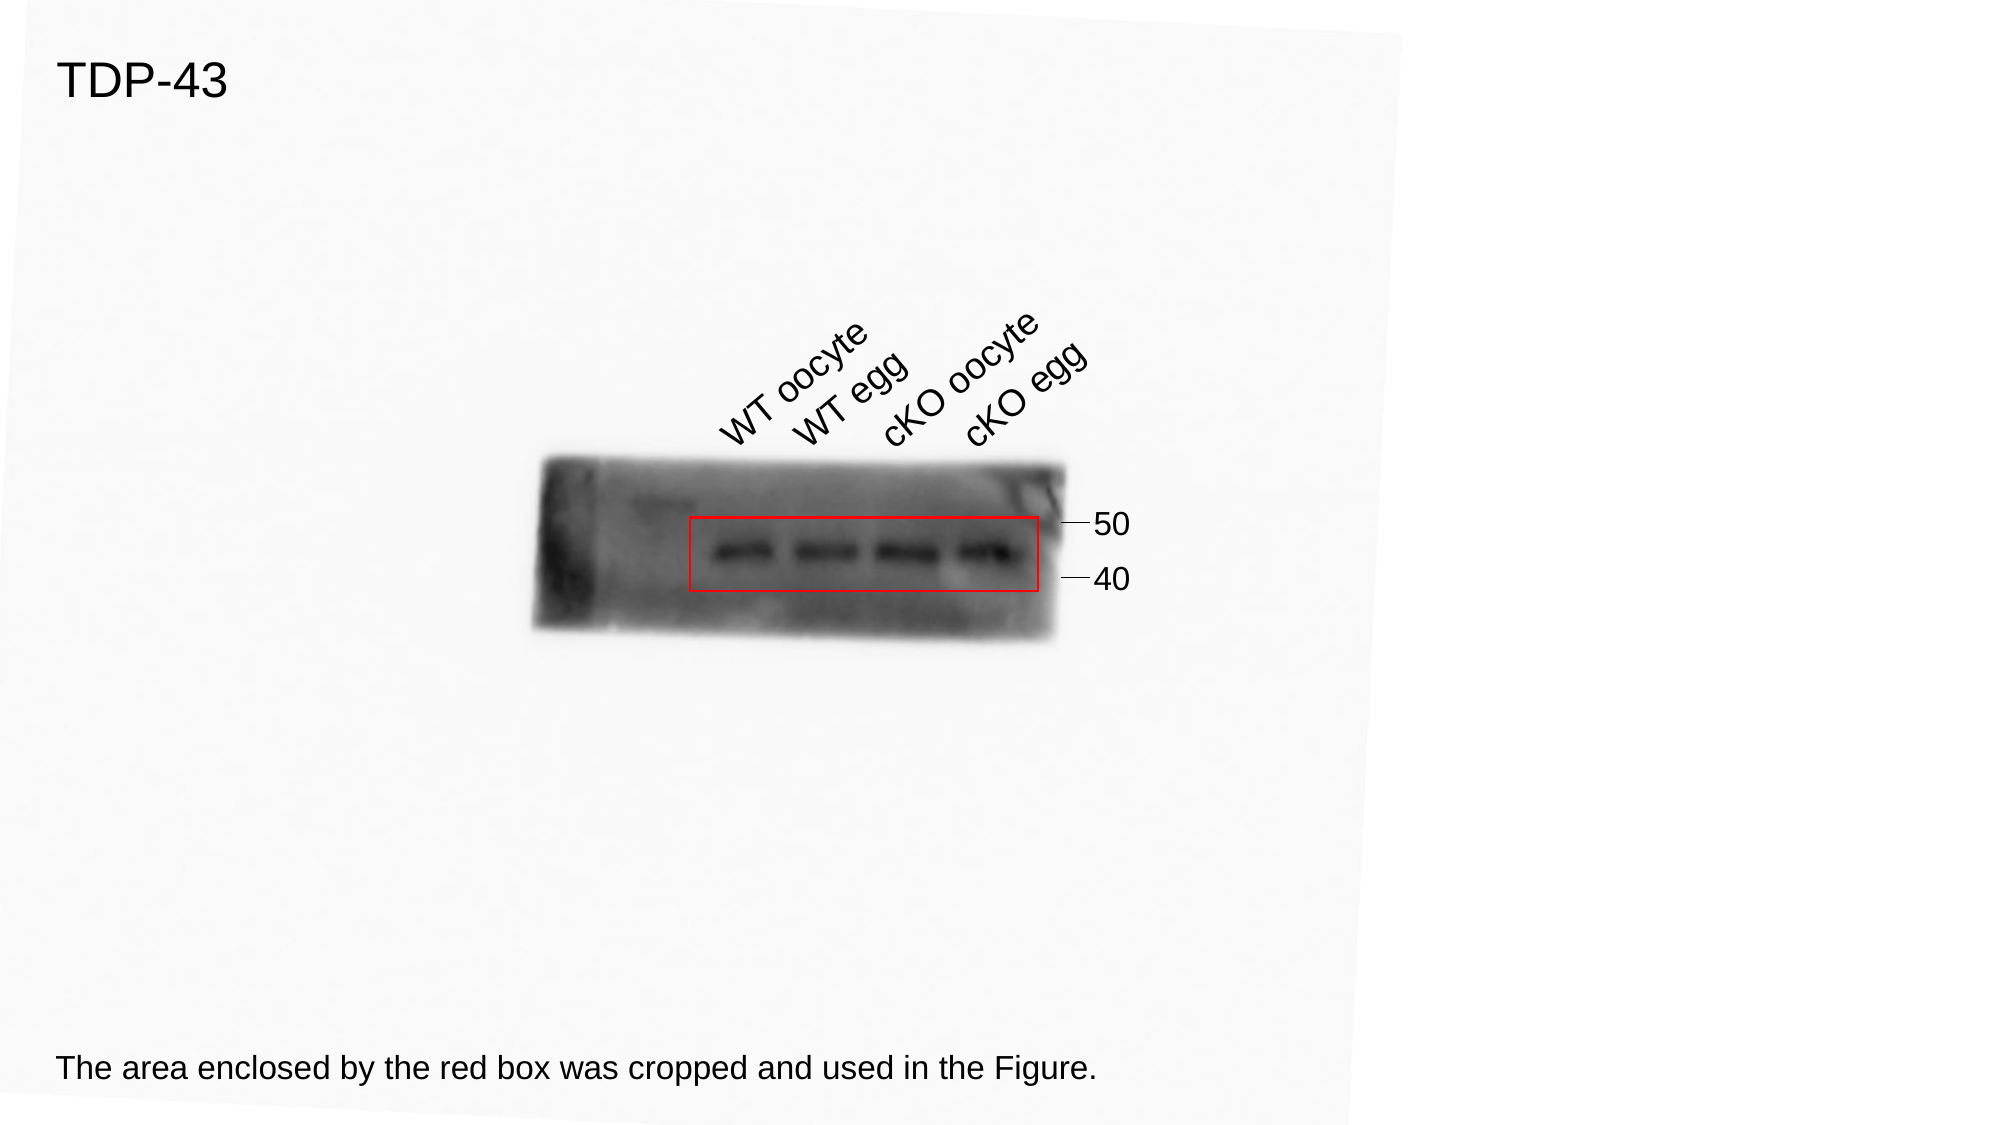

TDP-43
cKO oocyte
WT oocyte
cKO egg
WT egg
50
40
The area enclosed by the red box was cropped and used in the Figure.

## Slide 2
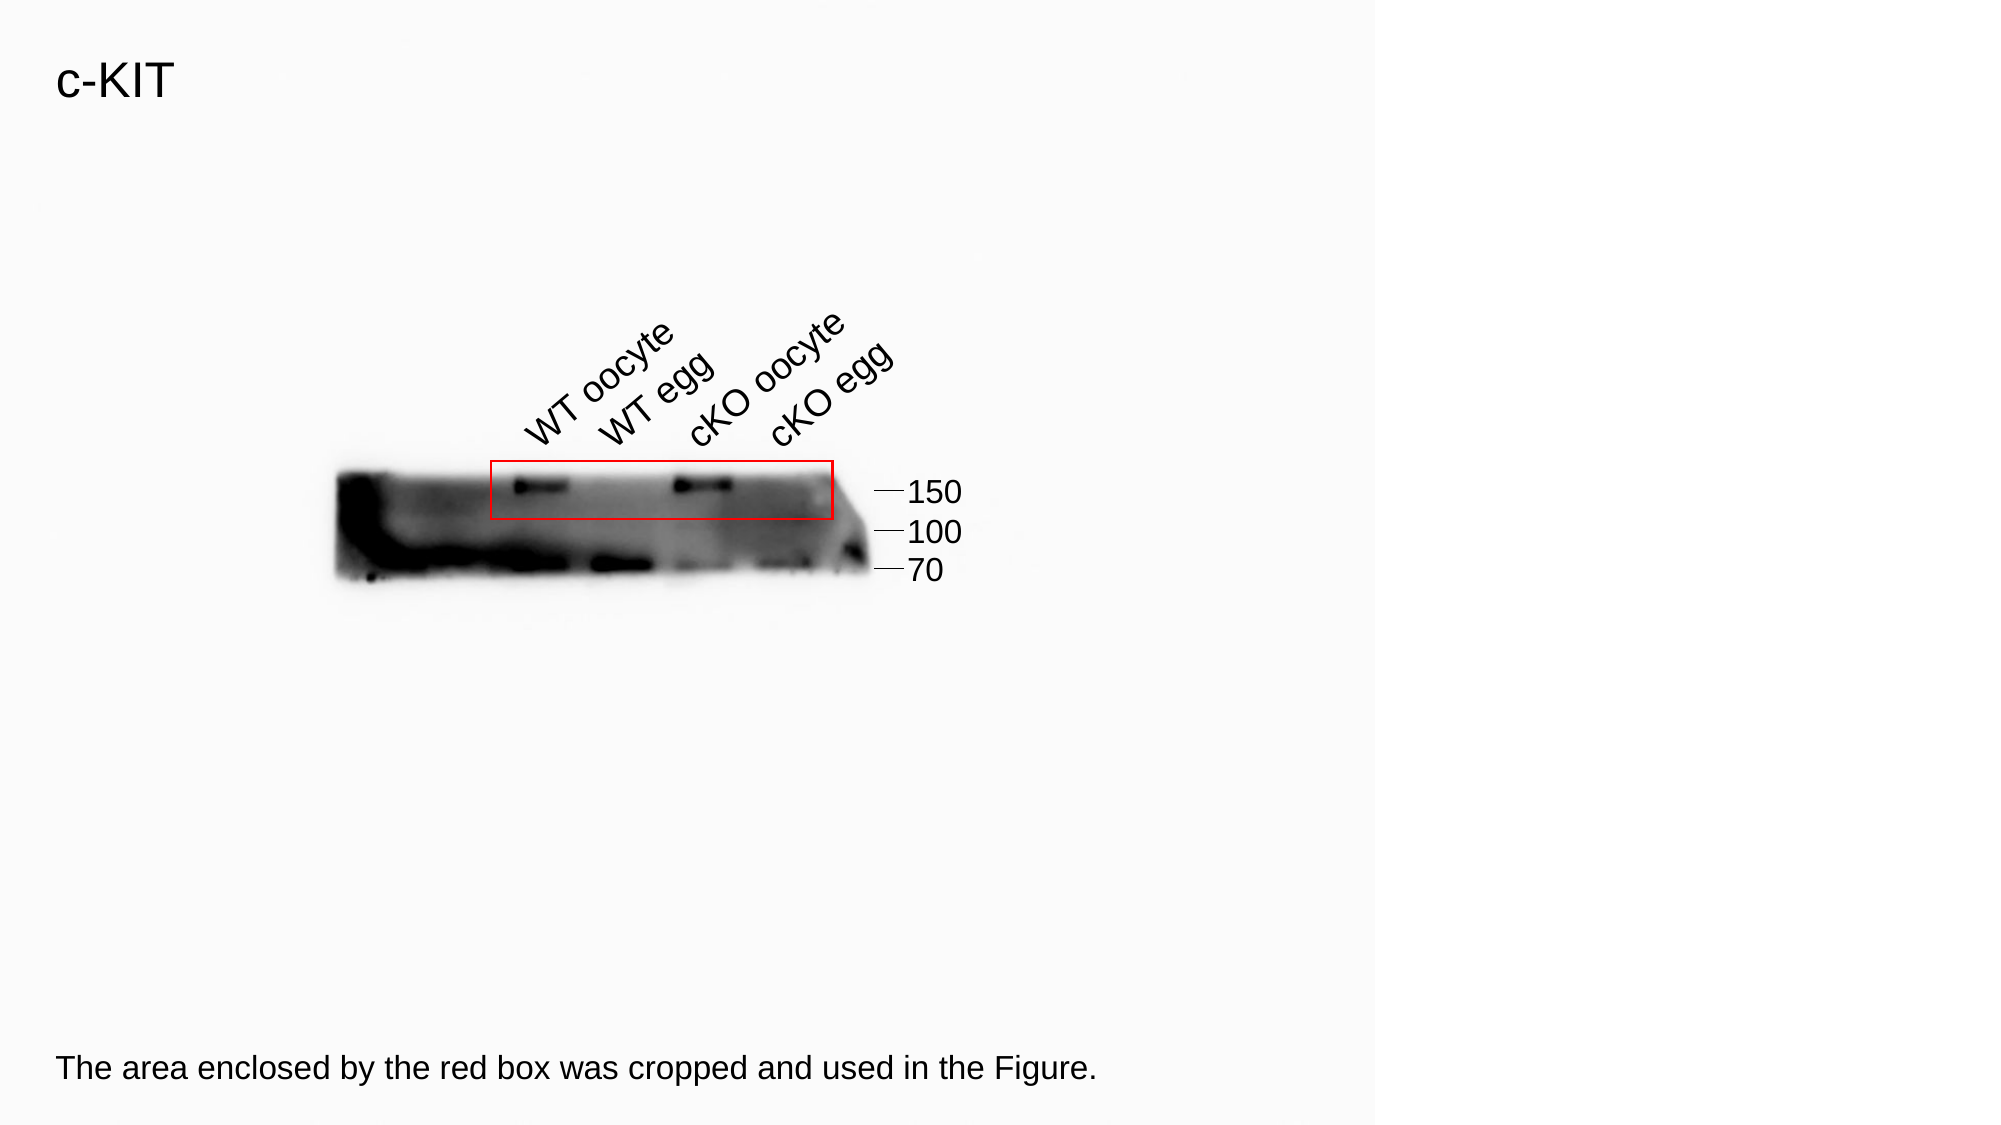

c-KIT
cKO oocyte
WT oocyte
cKO egg
WT egg
150
100
70
The area enclosed by the red box was cropped and used in the Figure.

## Slide 3
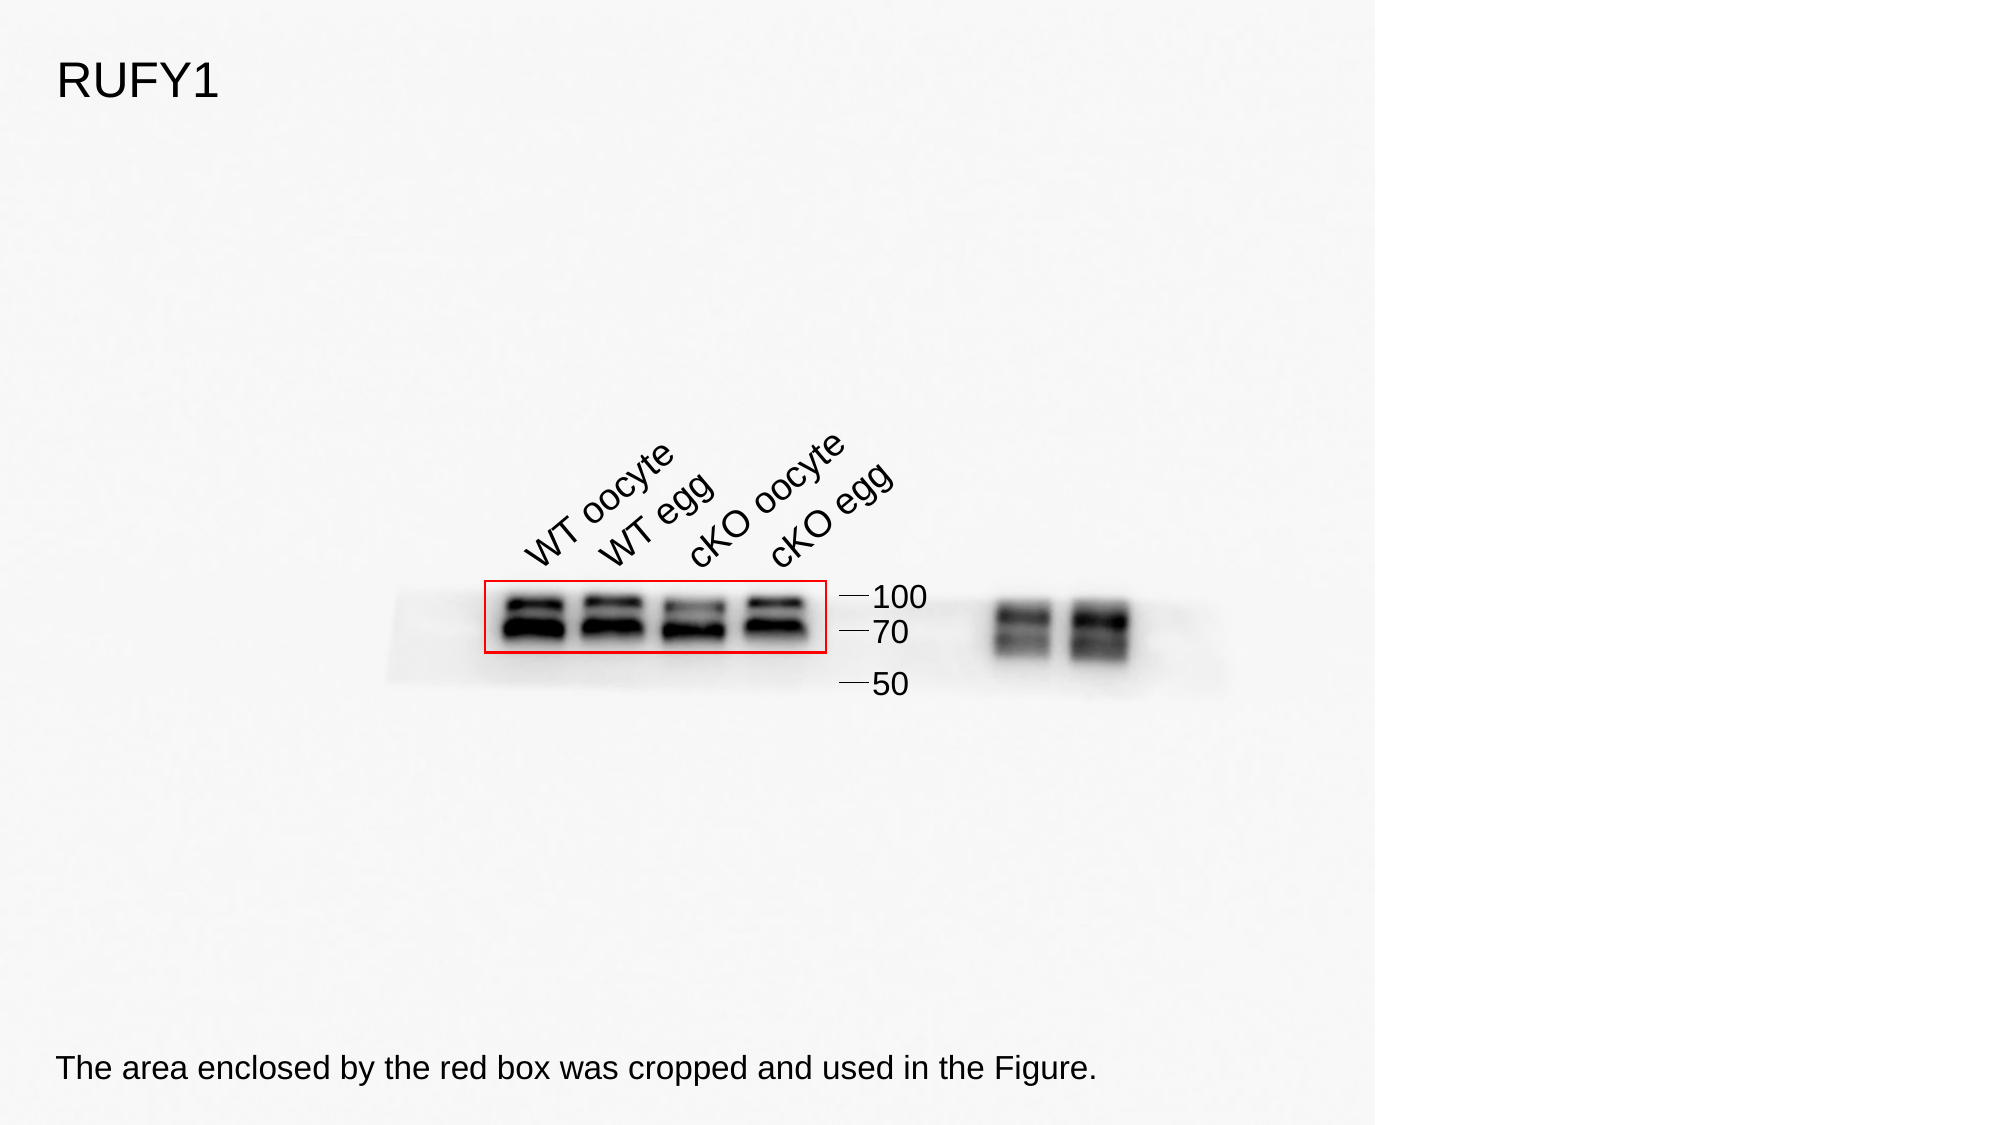

RUFY1
cKO oocyte
WT oocyte
cKO egg
WT egg
100
70
50
The area enclosed by the red box was cropped and used in the Figure.

## Slide 4
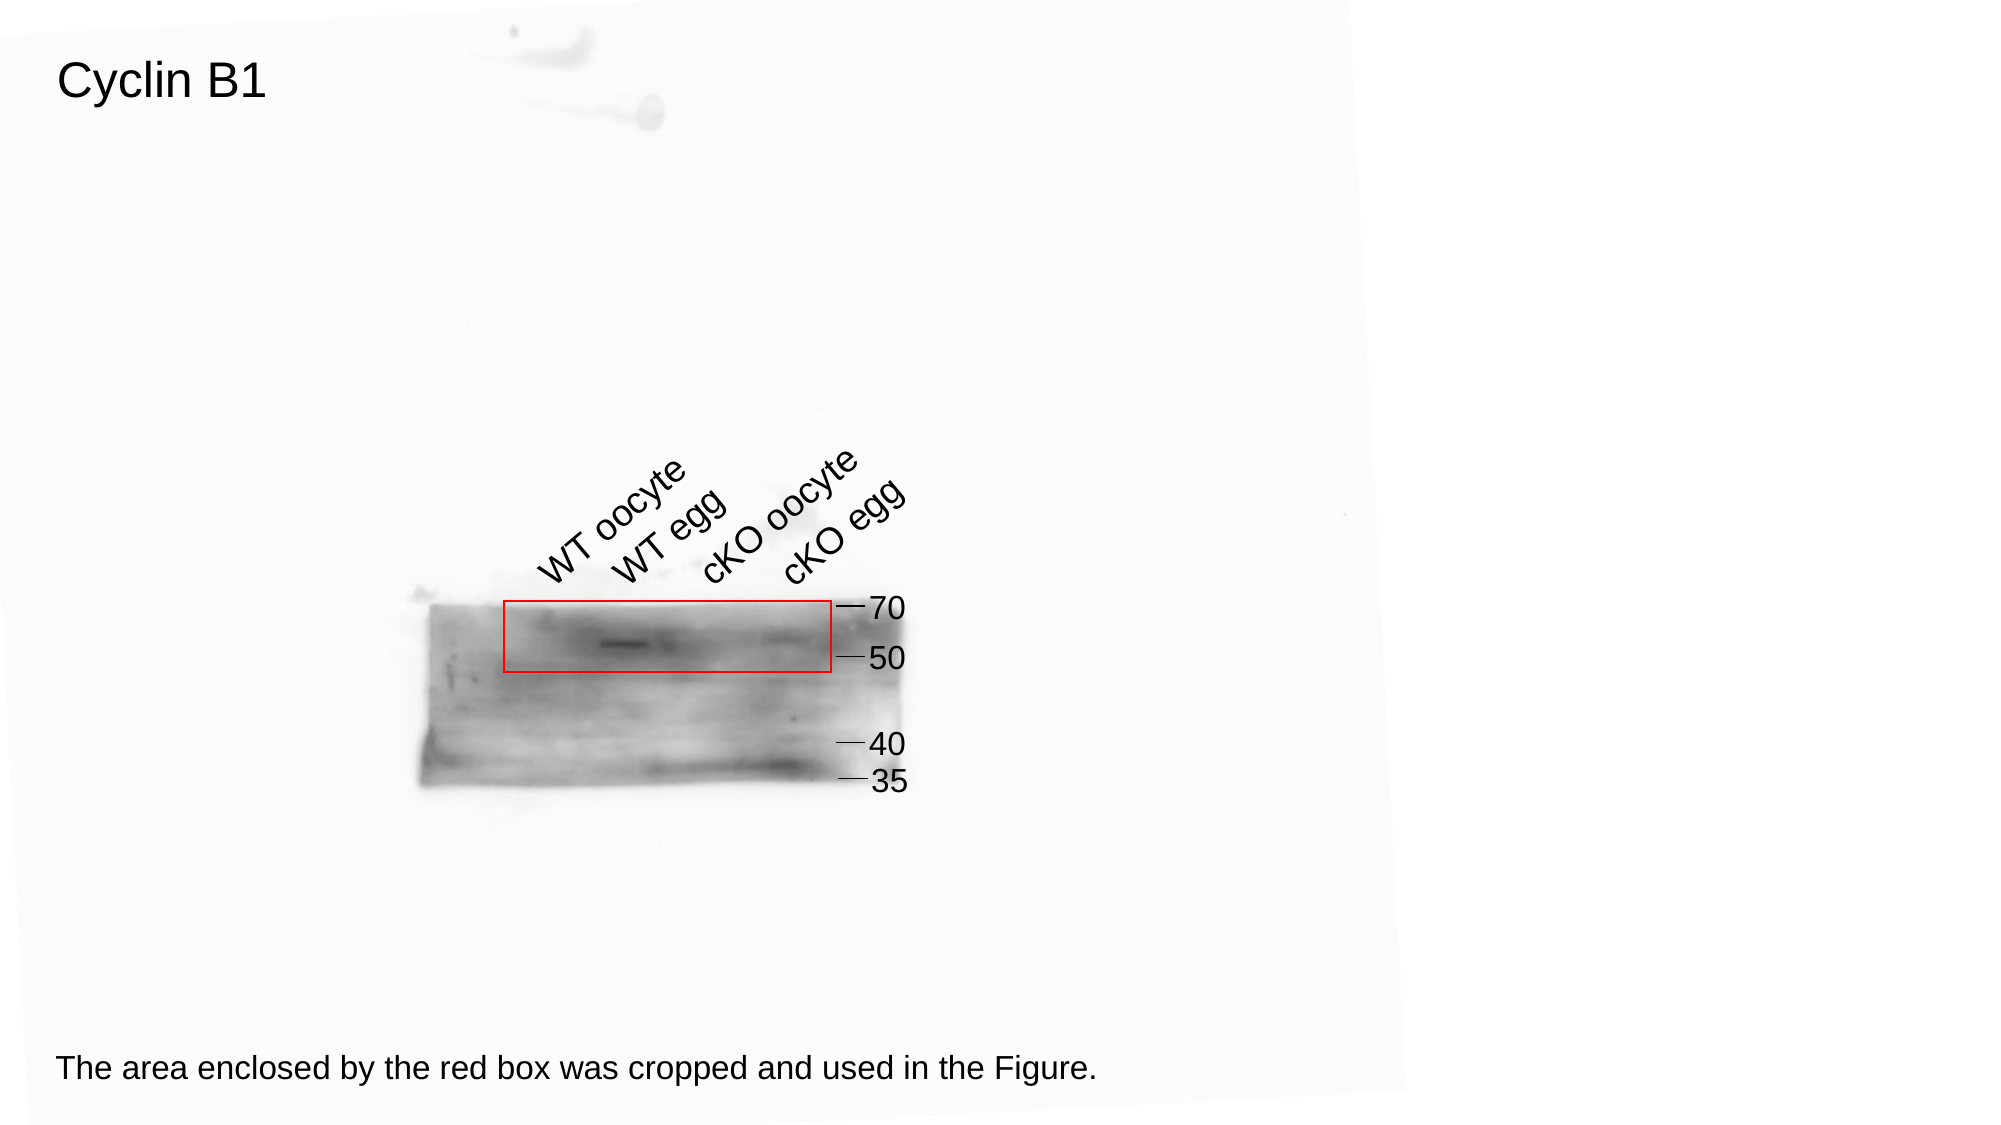

Cyclin B1
cKO oocyte
WT oocyte
cKO egg
WT egg
70
50
40
35
The area enclosed by the red box was cropped and used in the Figure.

## Slide 5
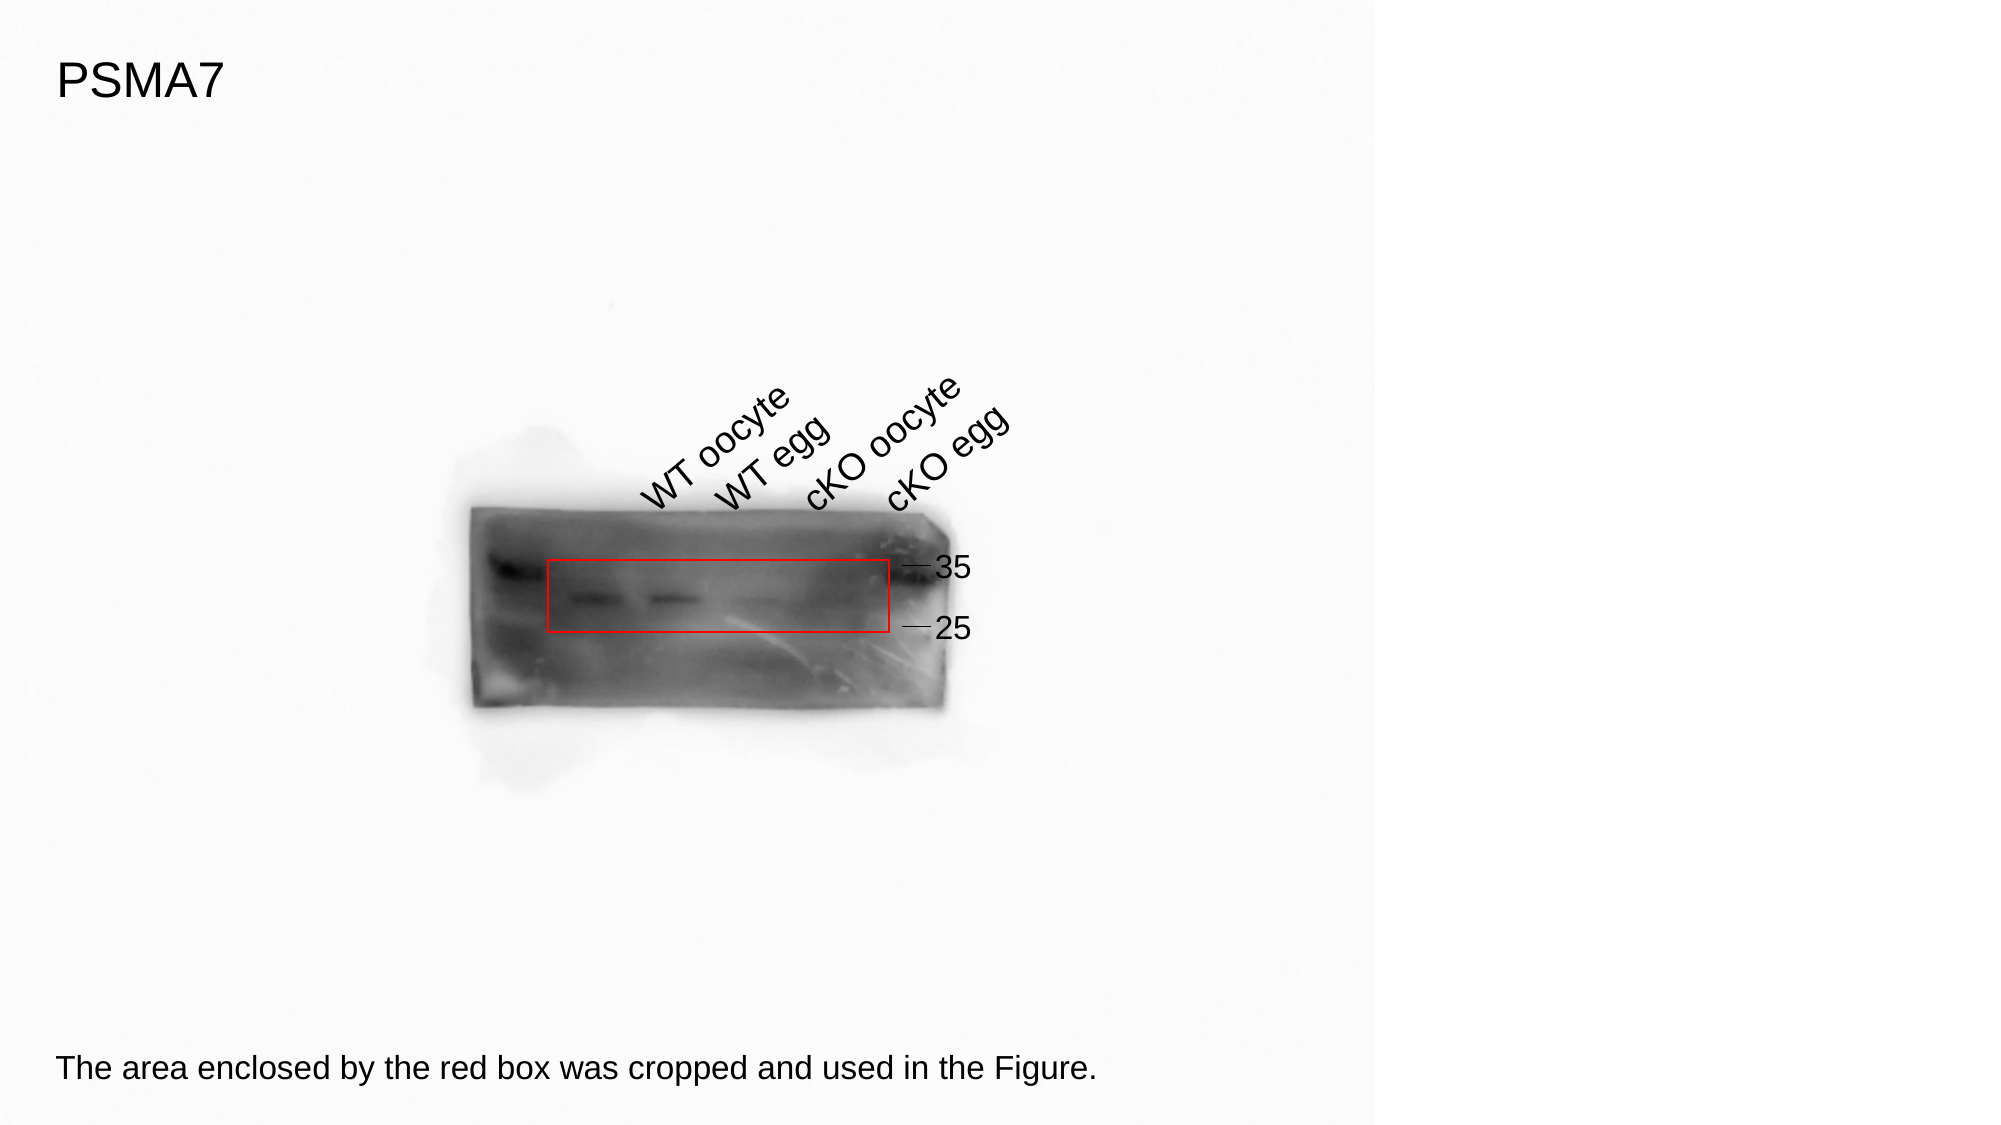

PSMA7
cKO oocyte
WT oocyte
cKO egg
WT egg
35
25
The area enclosed by the red box was cropped and used in the Figure.

## Slide 6
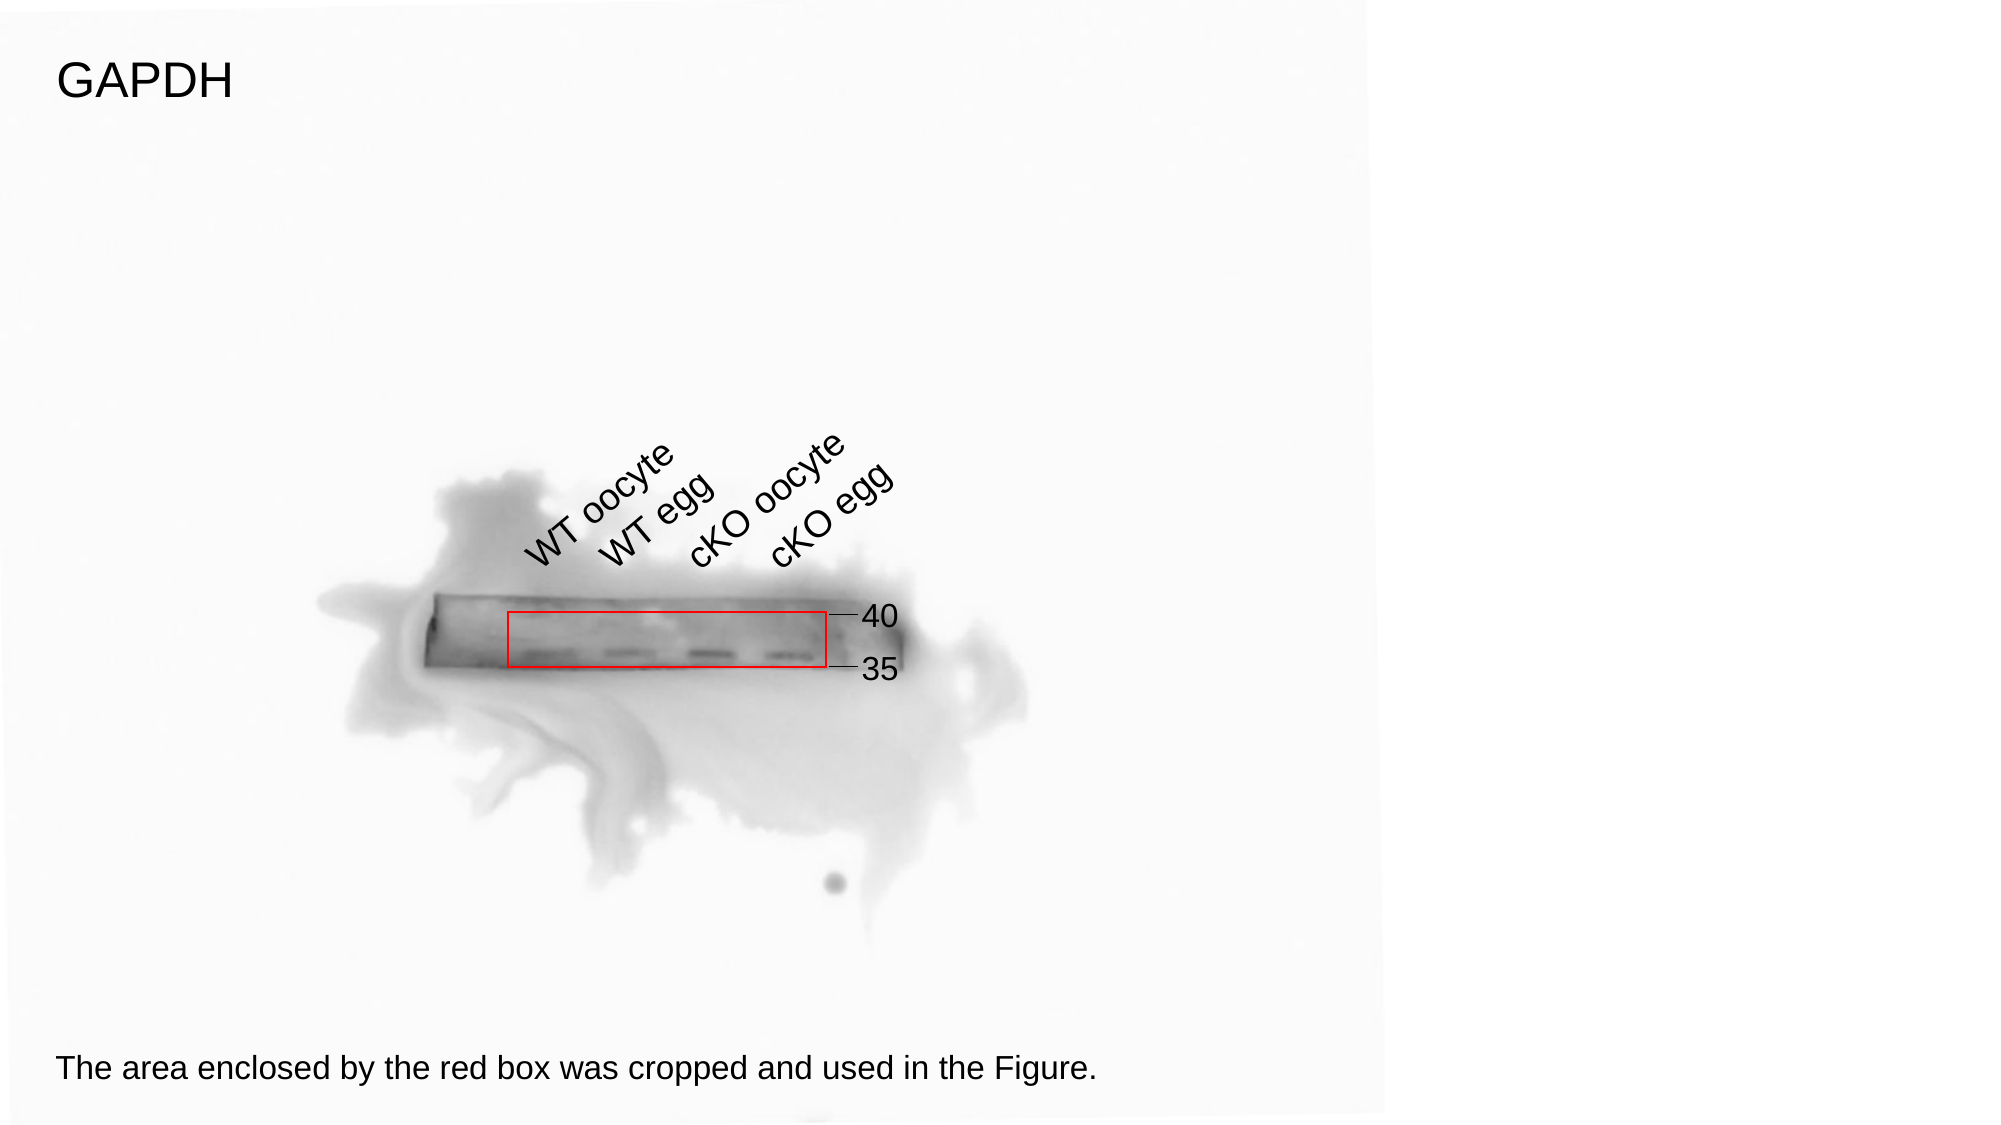

GAPDH
cKO oocyte
WT oocyte
cKO egg
WT egg
40
35
The area enclosed by the red box was cropped and used in the Figure.

# Supplementary material for: 20S proteasome-regulated proteostasis in ELVAs is critical for oocyte-to-embryo transition and female fertility
**Source:** EMBO J. 2026 May 21;45(14):4887–909. doi: 10.1038/s44318-026-00813-0
**Supplement:** Supplementary file 11 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Histological analyses of ovaries and oocytes derived from WT and *Psmc7* cKO females.**

(A, B) Immunofluorescent staining of PSMA7 (A) and PSMC2 (B) in mouse oocytes and early embryos. Scale bar, 20  $\mu\text{m}$ . (C) Western blot analysis of PSMA7, PSMC2 and  $\alpha$ -subunits levels during mouse oocyte maturation. DDB1 serves as the loading control. Total protein lysates from 50 oocytes were loaded in each lane. Quantification of the band intensities is shown below the blot. (D) The line chart illustrating the expression levels of proteasome subunits in mouse and human oocytes. Data were reanalyzed from Wu et al, 2022. (E) H&E staining of WT and *Psmc7* cKO ovaries at PD21 (Postnatal Day 21). Scale bar, 100  $\mu\text{m}$ . (F, G) IHC analysis of MVH (F) and PSMA7 (G) levels in WT and *Psmc7* cKO ovaries at PD21. The black and blue arrows denote primordial and primary follicles, respectively. Scale bar, 100  $\mu\text{m}$ . (H, I) Representative images of GV oocytes (H) and quantification of their number (I) collected from WT and *Psmc7* cKO ovaries. BF brightfield. Scale bar, 100  $\mu\text{m}$ . *n* indicates the number of female mice analyzed. Mean and SD are shown. *P* values: unpaired *t* test.

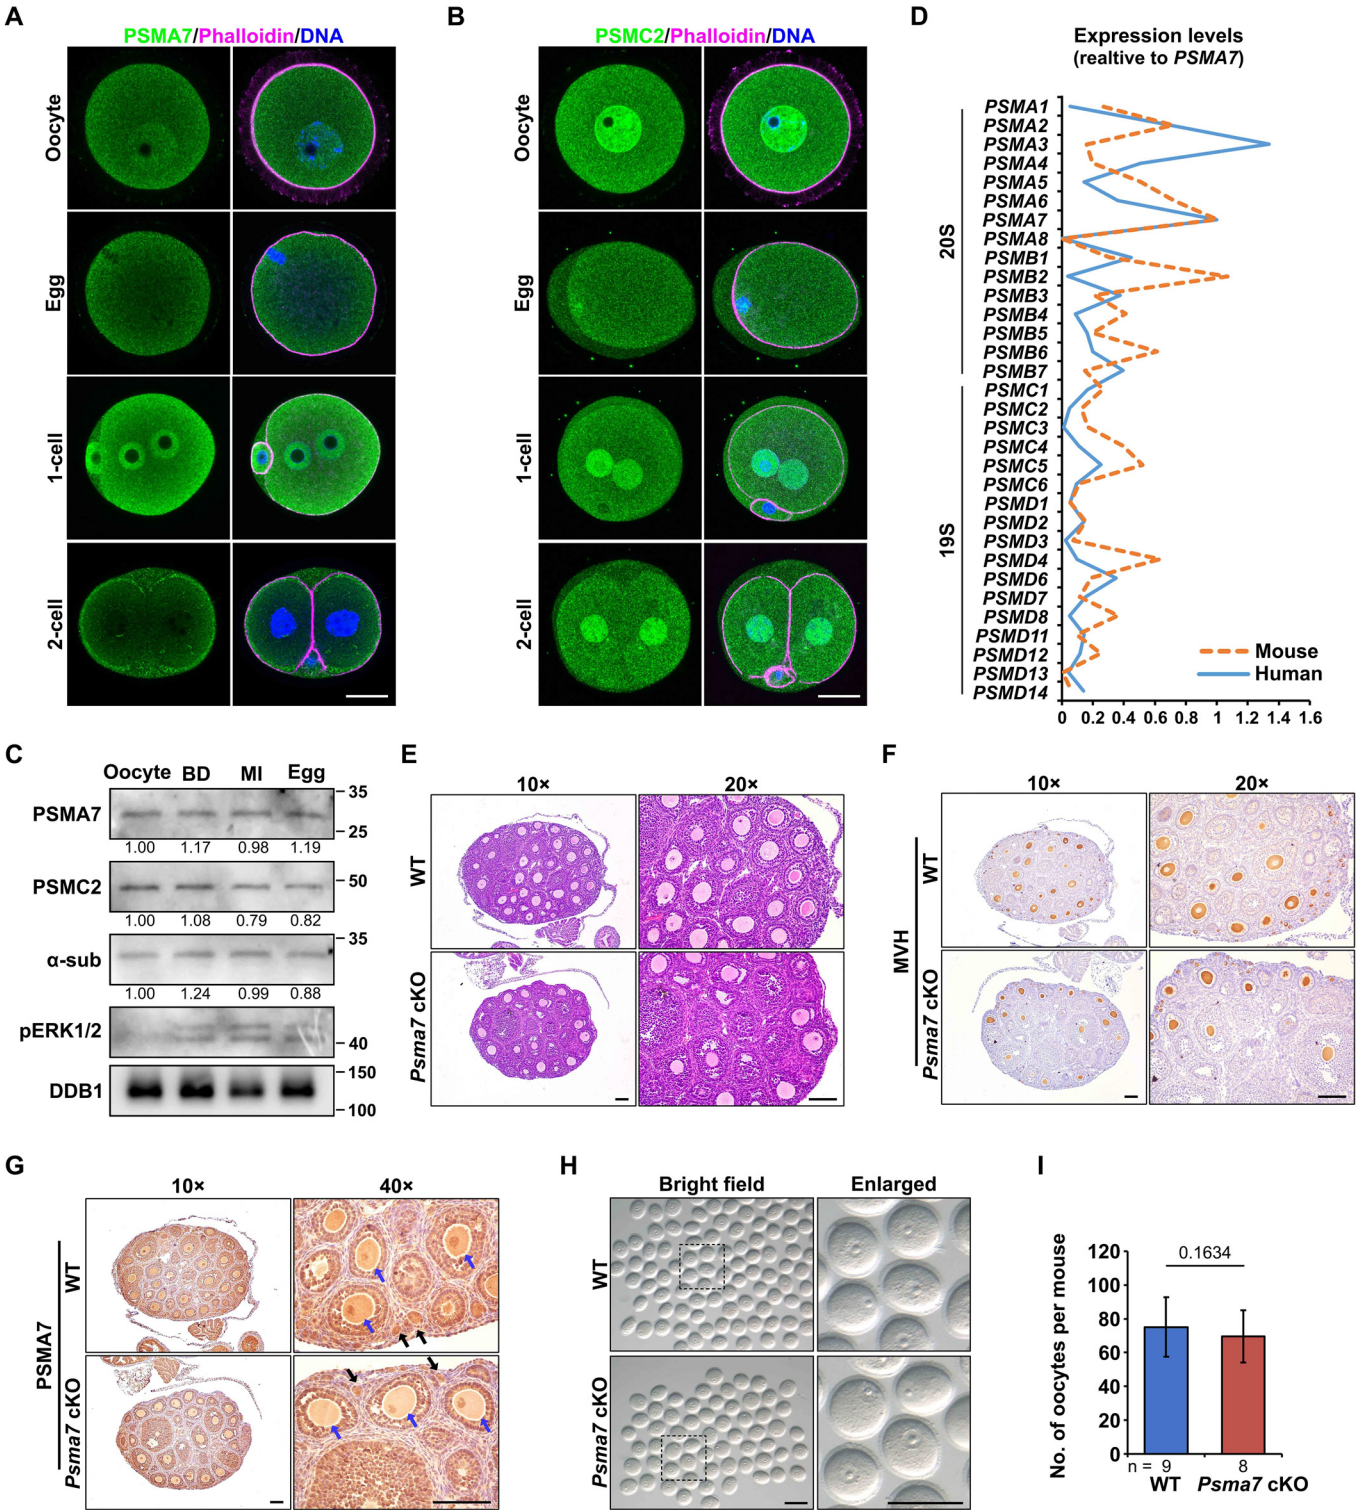

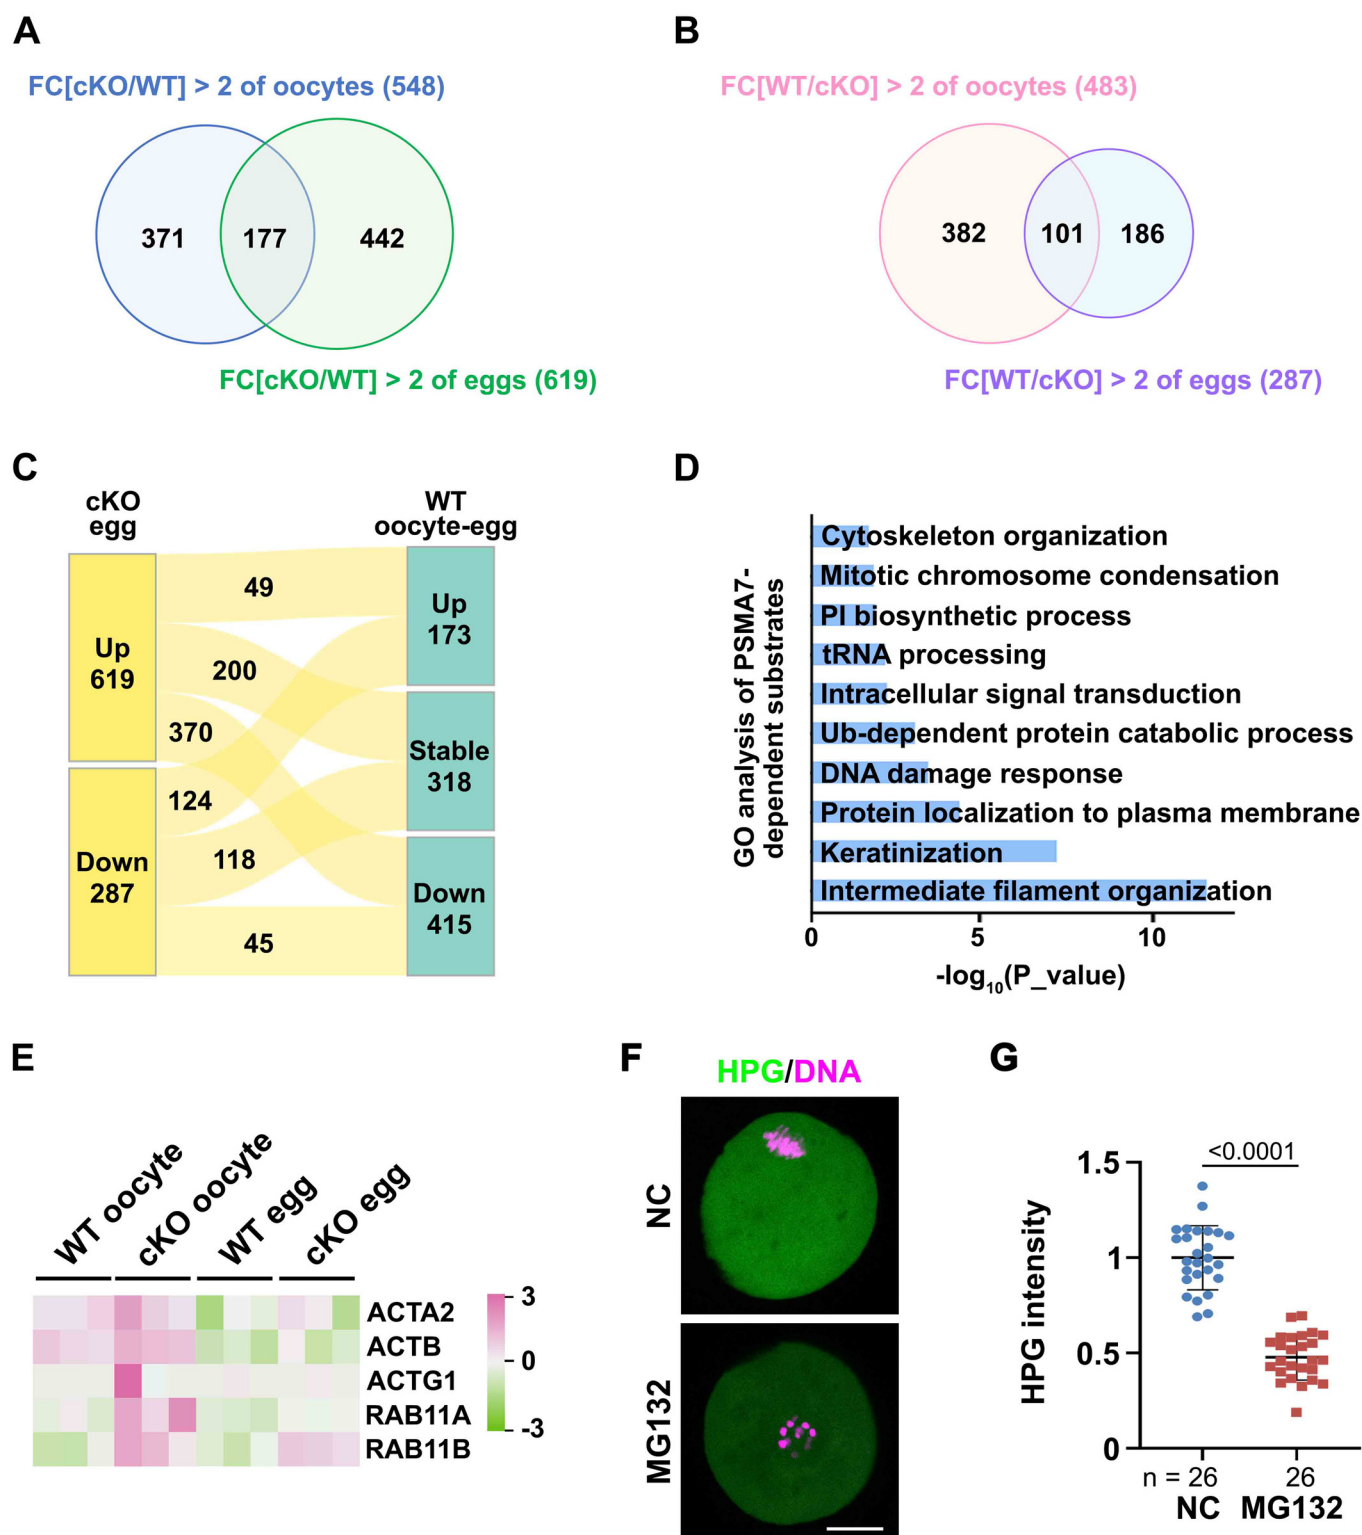

**Figure EV2. The dynamic proteomic landscape correlates with oocyte developmental competence and progression.**

(A, B) Venn diagram illustrating the overlap of significantly upregulated (A) or downregulated (B) proteins in both GV oocytes and eggs upon maternal PSMA7 depletion. (C) Sankey diagram showing how PSMA7 deficiency redirects the proteomic landscape, detailing shifts in up- and down-regulated proteins between WT and cKO eggs. (D) GO analysis of PSMA7-dependent substrates from Fig. 4H. Results are analyzed using the DAVID web server. (E) Heat map of actin-dependent relocation-related component levels in WT and *Psm*7 cKO oocytes. (F) HPG fluorescent staining indicating protein synthesis activity in MI oocytes treated with or without MG132 treatment. Scale bar, 20  $\mu$ m. (G) Quantification of HPG signal MFI in panel (F). *n* indicates number of oocytes. Mean and SD are shown. *P* values: unpaired *t* test.

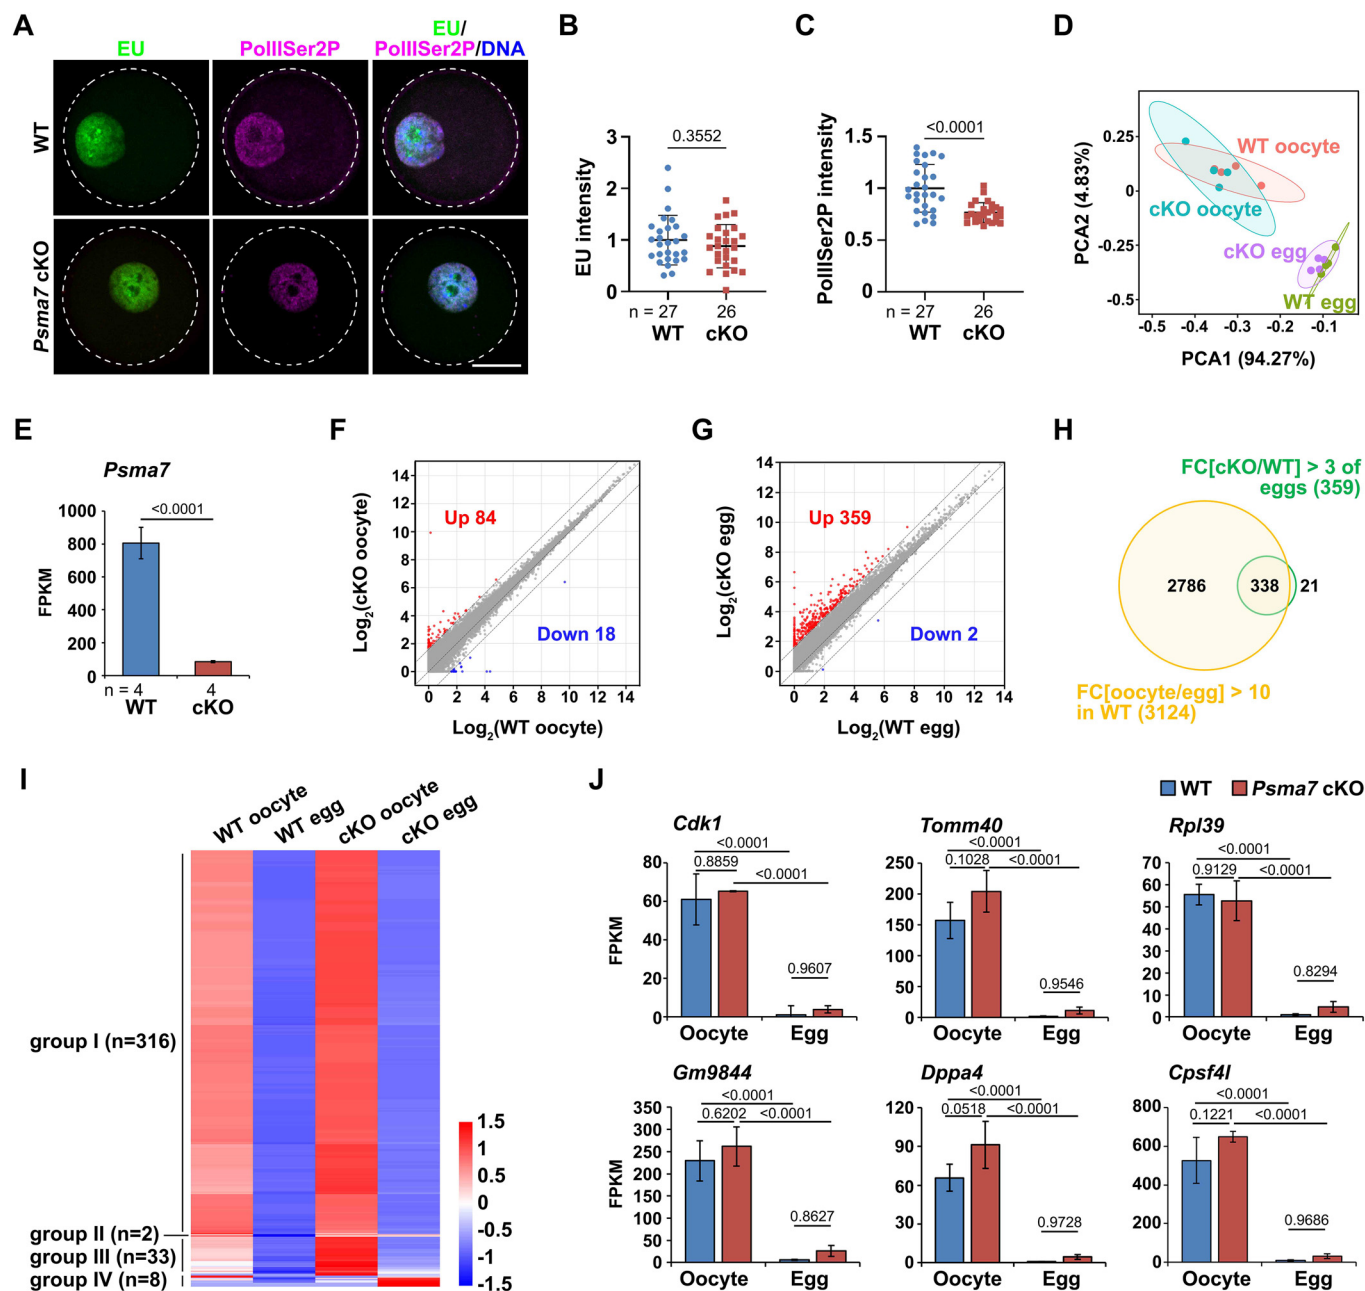

**Figure EV3. PSMA7 depletion has no significant effect on oocyte transcriptome.**

(A–C) Confocal analysis of EU and PolIIser2P signals (A), and quantification of relevant MFI (B, C) in WT and *Psm7* cKO GV oocytes. Scale bar, 20  $\mu$ m. *n* indicates the number of oocytes analyzed. Mean and SD are shown. *P* values: unpaired *t* test. (D) PCA analysis of RNA-seq data from WT and *Psm7* cKO mice. Results are analyzed using the SRplot web server. (E) RNA-seq results showing the relative expression levels of *Psm7* in GV oocytes of WT and *Psm7* cKO females. Analysis was conducted from four replicates of each genotype by RNA-seq. Mean and SD are shown. *P* values: unpaired *t* test. (F, G) Scatter plot depicting differentially expressed transcripts in *Psm7* cKO GV oocytes (F) and eggs (G) compared to WT controls. Transcripts with more than threefold change are highlighted in red (upregulated) or blue (downregulated). (H) Venn diagram displaying common transcripts that are downregulated during the GV-MII transition of WT groups and upregulated in *Psm7* cKO eggs. (I) Heat map displaying the expression of upregulated transcripts identified in panel (G) during the GV-MII transition in WT and *Psm7* cKO oocytes. Group I and III: transcripts upregulated in both GV oocytes and eggs after *Psm7* deletion, with Group III showing stronger upregulation in *Psm7* cKO GV oocytes. Group II: transcripts that should be downregulated during maturation remained stable after *Psm7* deletion. Group IV: genes upregulated in *Psm7* cKO eggs. Gene counts for each group are indicated. (J) RNA-seq results showing the relative expression levels of selected transcripts in GV oocytes and eggs of WT and *Psm7* cKO females. Four replicate results of each group by RNA-seq were used. Mean and SD are shown. *P* values: one-way ANOVA.

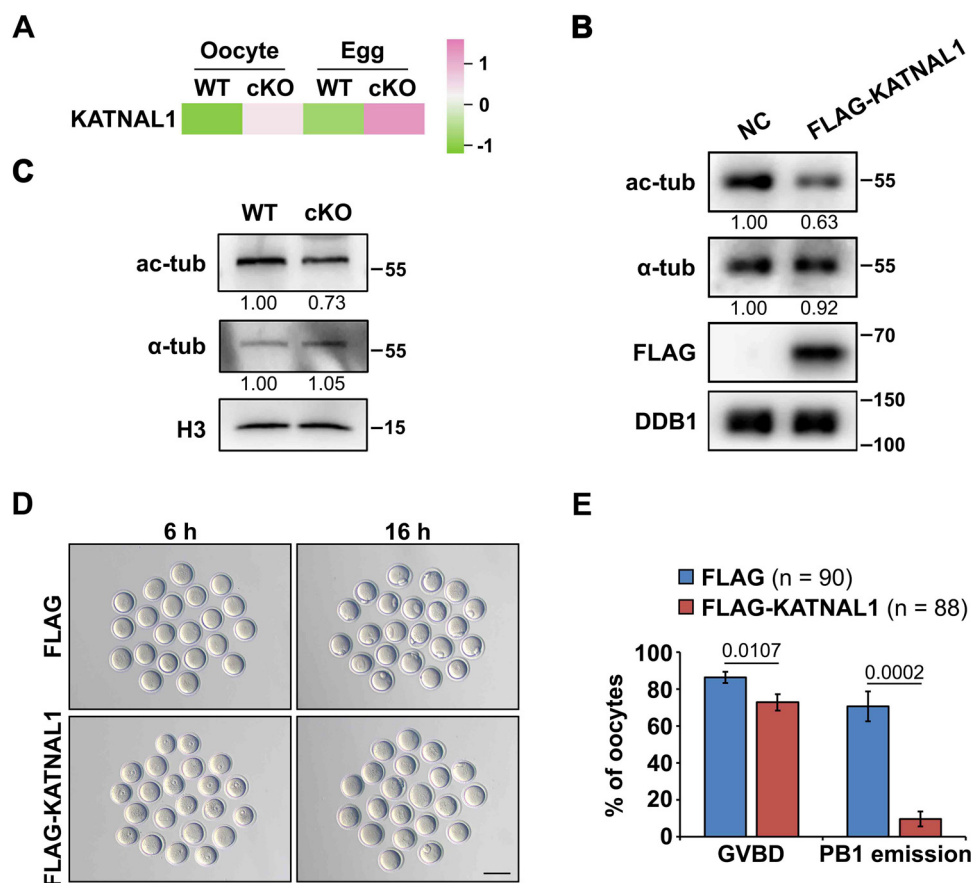

**Figure EV4. The accumulation of KATNAL1 leads to meiotic defects in *Psm7* cKO oocytes.**

(A) Heat map of KATNAL1 protein levels by proteomic analysis in WT and *Psm7* cKO oocytes. (B) Western blot analysis of acetylated α-tubulin (ac-tub) and total α-tubulin (α-tub) in control and overexpressing KATNAL1 eggs. (C) Western blot analysis of ac-tub and α-tub in WT and *Psm7* cKO eggs. DDB1 and H3 serve as the loading control. (D) Representative images of control and overexpressing KATNAL1 oocytes following in vitro culture. Scale bar, 100 μm. (E) Rates of GVBD and PB1 extrusion of oocytes cultured in vitro. n indicates the number of oocytes analyzed. Mean and SD are shown. *P* values: unpaired *t* test.

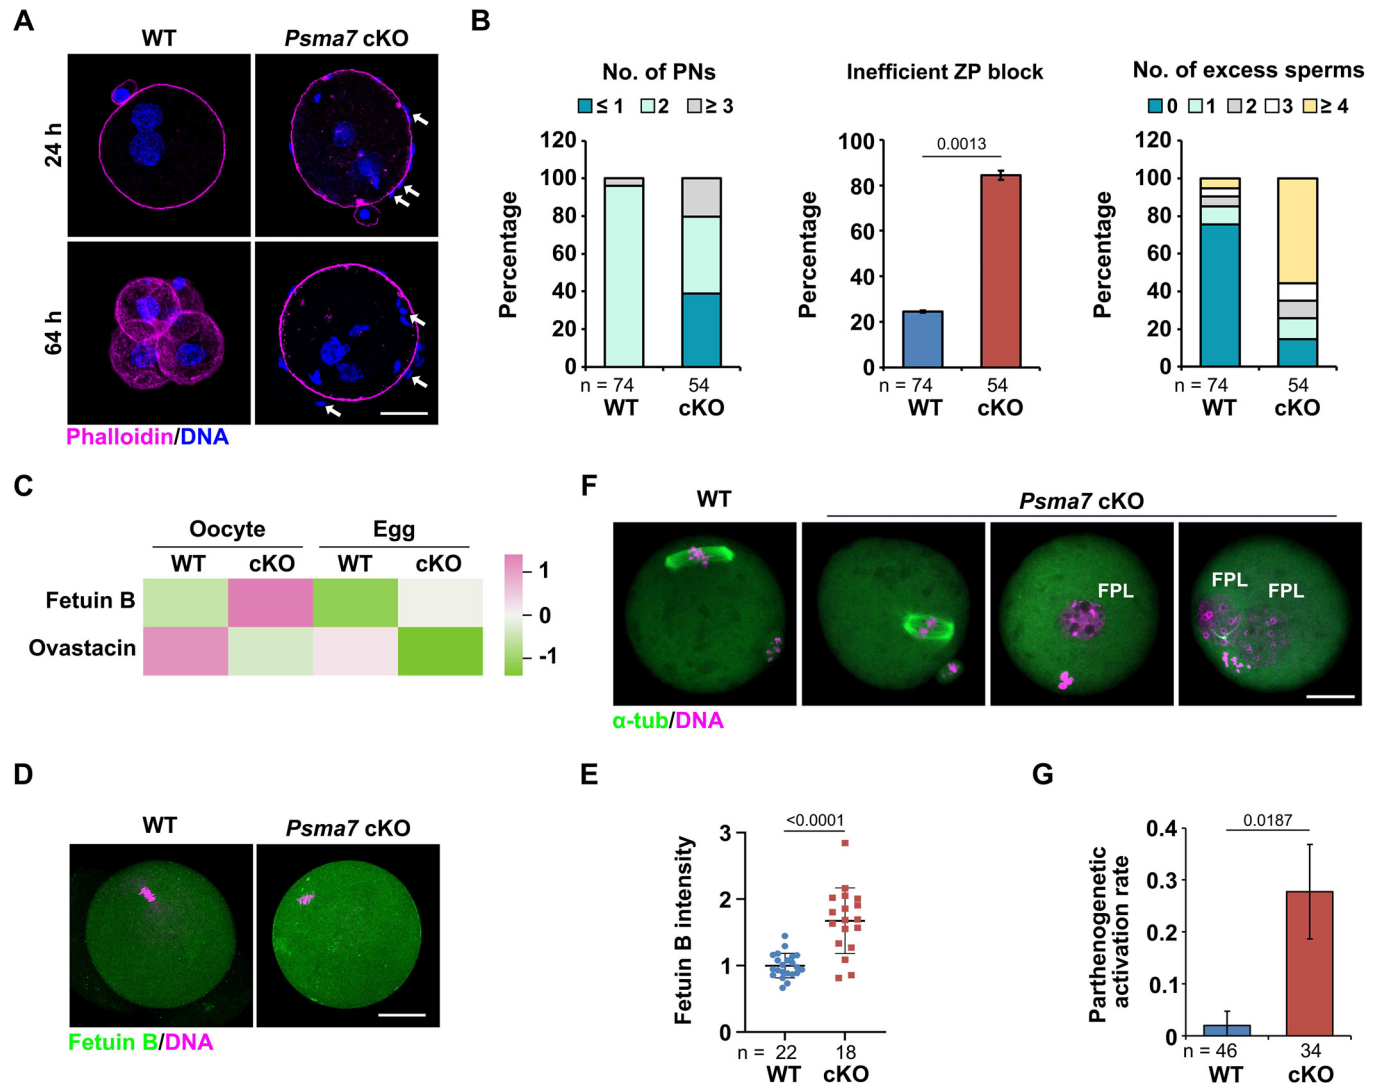

**Figure EV5. Maternal PSMA7 deficiency leads to polyspermy and parthenogenetic activation in oocytes.**

(A) Confocal analysis of embryos following IVF at 24 h and 64 h post-hCG. The arrows indicate excess sperm adhering to the cortex. (B) Quantification of pronuclear count, inefficient zona pellucida block rate, and excess sperm count in zygotes 8 h post-IVF. Mean and SD are shown in the middle image. *P* values: unpaired *t* test. (C) Heat map of Fetuin B and Ovastacin protein levels in WT and *Psm7* cKO oocytes. (D, E) Confocal analysis of Fetuin B signal (D) and quantification of the MFI (E) in WT and *Psm7* cKO eggs. Scale bar, 20  $\mu$ m. Mean and SD are shown. *P* values: unpaired *t* test. (F) Fluorescence images showing normal and female pronucleus-like (FPL) structures in WT and *Psm7* cKO eggs after 48 h of in vitro culture. Scale bar, 20  $\mu$ m. (G) Parthenogenetic activation rates in WT and *Psm7* cKO eggs in (F). Mean and SD are shown. *P* values: unpaired *t* test.

How the deposited data were processed for this re-analysis (not part of the article)

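RNA-seq libraries of WT and Psma7 cKO GV oocytes and MII eggs were analysed, 16 in all with 4 biological replicates in each of the 4 groups. Genotype, stage and replicate were taken from the sample labels and matched to the columns of the deposited table by column name. According to the paper, pools of oocytes were lysed with ERCC spike-in RNA, cDNA was made by Smart-seq2 with oligo-dT priming, and expression was quantified in FPKM with Cufflinks 2.2.1. The paper's text does not name the aligner, the genome build or the gene annotation. The values were used as FPKM in the form the authors deposited them, with no further scaling between libraries. They contain 0 ERCC transcripts, so scaling to the spike-in is not analysed here, and every comparison is of shares of a library.

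The table holds 28618 entries for 27987 gene names. Each entry was kept as its own transcript, and the entries of the 579 names listed more than once were also summed per name as an alternative. Gene positions and transcript lengths came from GENCODE release M21 (GRCm38), matched by symbol for 80.4% of the entries. Depth relative to WT GV replicate 1 was estimated from the most frequent ratio of FPKM values below 0.6. The depth in fragments, 10.5 to 15.7 M per library, was estimated from FPKM and the lengths of genes with 1 transcript. The relative estimate recovered the known ratios of 4 simulated libraries of 20000 transcripts with a largest error of 0%. The estimate in fragments was not tested on simulated libraries. At this depth transcripts well under 1 FPKM rest on few fragments, and the floor of 1 FPKM removes most of their counting error from the fold changes. FPKM values give no exact counts, so counting intervals were not attached to single transcripts. Pools of oocytes are the replicates, and no batch or date is given in the labels or in the paper's text.

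The paper's rule for changed transcripts was followed first. Values below 1 FPKM were set to 1, replicates were averaged, and transcripts whose means differed more than 3-fold were counted, with a 10-fold fall from GV to MII in WT for decaying transcripts. Statistical tests were then made with limma 3.58.1 in R 4.3.3, using linear models with empirical Bayes moderation and an intensity trend on log2 of the floored FPKM. Transcripts with a mean of at least 1 FPKM over the libraries compared were tested, and a Benjamini-Hochberg adjusted p under 0.05 was the threshold. Each stage was fitted on its own 8 libraries, and the genotype by stage interaction on all 16. Single values were compared with two-sided exact permutation tests, for which 4 libraries against 4 give 70 arrangements and a smallest p of 0.0286. The principal components used log2 of the floored FPKM, centred per transcript. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for everything outside limma.

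Gene lists were tested with camera at a preset correlation of 0.01 and with fry, adjusted over 10 tests (5 lists at both stages). The lists held subunits of the 20S core without Psma7, subunits of the 19S particle, and targets of the integrated stress response, the heat shock response and the unfolded protein response of the endoplasmic reticulum. A list of cumulus and granulosa genes and a list of the proteins measured in the paper were used as lists of single values. Transcripts named in the text are those that the paper names in its RNA-seq results, list members past the adjusted threshold, and in each stage the 3 with the highest and the 3 with the lowest log2 fold change among those past the limma threshold, over 3-fold and without overlap between genotypes. Any other transcript is marked as chosen after its values were seen.

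The rules, tests and gene lists above, and most alternatives, were chosen before the data were examined. The alternatives were a floor of 0.1 FPKM, 1 FPKM added to every value, the floor applied to group means, geometric means, rescaling by the median ratio of expressed genes, 2-fold and 5-fold in place of 3-fold and 10-fold, no filter or a mean of at least 5 FPKM, moderation without a trend, replicate number as a block, all 16 libraries in one fit, a combined p and fold threshold, other settings of the principal components, other list tests, and each library left out in turn. Summing entries by gene name and applying group factors read from the bars of Fig. EV3 were added after seeing the data. For the model fits and counts, the 35 splits of the 8 libraries of a stage, or 100 drawn relabellings for the interaction, gave the frequency of results as large.

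The procedures were tested on simulated data. With 200 transcripts changed at least 2-fold, limma recovered 96% in GV libraries with 19 false calls and 96.5% in egg libraries with 5 false calls. The simulated noise was independent between transcripts and had the same spread in each genotype. In the real egg fit 529 of 761 calls changed less than 2-fold, and Psma7 cKO eggs varied more than WT eggs. These rates therefore do not carry over to that fit. The 3-fold rule called 100 of 100 transcripts raised 5-fold, 27 of 27 lowered 5-fold from over 15 FPKM, 22 of 23 lowered 5-fold from 15 FPKM or less, 0 of 50 raised 2-fold and 4 of 28418 unchanged. The estimate of the fraction of GV oocyte RNA in an egg library, made on 397 transcripts, had a largest error of 0.0055. The scan for genes of one chromosome found 15 shifted genes of chromosome 5 with p = 0.0030 by permutation and gave p = 0.0529 for shifted genes of any chromosome.

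Proteomic, imaging and RT-qPCR experiments of the paper were not used here. Read-level steps, such as alignment, trimming and removal of duplicates, were taken as the authors performed them.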

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

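The tests of oocytes arrested part-way, of transcript length, of Mt1 and of a strain variant were chosen only after the result was seen, as were the decay and length classes used for immature oocytes, and the other tests were set earlier.

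Rpl39 in WT GV replicate 3 had 15.2 FPKM, while the other WT GV libraries had 10.0 to 10.7. A library this far from the rest of its group was found in 1 of 40 groups examined, where chance alone gives 2. No biological explanation was tested, since the 4 libraries share genotype and stage.

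The effect of Psma7 deletion differed between GV oocytes and eggs for 134 transcripts by the limma interaction (adjusted p under 0.05), 114 of them more positive in eggs. Of 100 relabellings of genotype that include the real one, 3 gave as many, and the highest of the others gave 712. Among the transcripts followed by name, those past this threshold that also decay over 10-fold in WT are Tomm40 (interaction log2 2.10, adjusted p = 0.0444), Cpsf4l (1.37, adjusted p = 0.0368), Rpsa (2.86, adjusted p = 0.00853), Phgdh (1.80, adjusted p = 0.0308) and Psmd6 (1.58, adjusted p = 0.0410). They fell from GV to MII in both genotypes and stayed higher in Psma7 cKO eggs. For the excess of decaying transcripts in Psma7 cKO eggs, which these transcripts share, a difference in depth is not seen (exact permutation p = 0.886 between egg genotypes, n = 4 and 4). Rescaling by the median ratio left the summed excess at 2.79-fold (exact permutation p = 0.0286), which argues against scaling by library totals as its cause. The rescaled values are still shares, so a difference in mRNA per cell cannot be seen with them. Cumulus cells are argued against by 15 of 18 genes of the cumulus and granulosa list, which stayed under 1 FPKM in every Psma7 cKO egg library. Removing each library's trend with transcript length left 73 decaying transcripts past the limma threshold, out of 108 before, so length bias is unlikely to be the whole cause. The correction changed other calls too, from 657 to 409 higher transcripts.

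Immature GV oocytes among the collected Psma7 cKO eggs would add a single fraction of GV RNA to every decaying transcript. The split set in advance, by the amount left in WT eggs, showed no difference in any Psma7 cKO egg library. With 2 splits chosen later, each of the 4 Psma7 cKO egg libraries differed in one of them by more than any WT egg library, but either split alone differed in only 2 of the 4. Transcripts that fall 2-fold to 3-fold exceeded those that fall over 20-fold by 15.5 points of the GV level in replicate 1 (95% bootstrap interval 13.5 to 17.3) and 5.73 points in replicate 2 (4.58 to 6.85), but not in replicate 3 (-1.49, -10.7 to 5.66) or 4 (0.711, -3.0 to 3.37), while WT egg libraries ranged from -2.62 to 2.18 points. Decaying transcripts of up to 900 nt exceeded those of 2000 to 3000 nt by 30.6 points in replicate 3 (25.2 to 35.9) and by 10.8 in replicate 4 (8.23 to 12.7), but not in replicate 1 (-0.351, -1.82 to 2.45) or 2 (-0.148, -0.871 to 1.55), while WT egg libraries ranged from -1.13 to 0.383 points. Other values go with such a fraction, since transcripts that rise over 2-fold from GV to MII in WT gave 19.4% in replicate 3 and 10.2% in replicate 4, near the 25.6 and 9.68% of all decaying transcripts. They gave 18.2 and 6.11% in replicates 1 and 2, against 4.09 and 1.81%, and ran from -5.74 to 10.4% in WT egg libraries, so this class decides little. A single fraction of GV oocytes is therefore, by the splits above, unlikely to be the whole cause, on the evidence of a different split in replicates 1 and 2 than in replicates 3 and 4, and GV oocytes as part of the cause are not excluded. In the paper, part of the ovulated Psma7 cKO oocytes lacked the first polar body, were still at GV or were at telophase I. It does not state whether such oocytes were kept out of these pools. Oocytes arrested part-way through maturation cannot be told apart from slower mRNA decay in mature eggs, because no library of intermediate stages is used here. The median excess over all decaying transcripts differed between replicates 1 to 4 (1.81 to 25.6% of the GV level), and such a spread may come from either. Slower clearance of maternal mRNAs in Psma7 cKO oocytes stays among the open explanations.

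4930524B15Rik was lower in Psma7 cKO GV oocytes (limma adjusted p = 0.00141, and up to 0.0836 over the alternatives, reached with no filter on low values). Its mean was higher in Psma7 cKO eggs, a difference that did not pass (limma adjusted p = 0.0606, exact permutation p = 0.143, n = 4 and 4), and the interaction log2 was 3.54 (adjusted p = 0.00884). It held 3.14 to 5.84 FPKM in WT GV oocytes and 3.49 to 5.35 in cKO egg replicates 2 to 4, and at most 0.0931 in Psma7 cKO GV oocytes, 0.0743 in WT eggs and 0 in cKO egg replicate 1. Values that switch between presence and absence within a genotype may reflect a strain variant carried by part of the mice. Of 59 genes that set cKO egg replicate 1 apart from the other Psma7 cKO eggs, 11 are names listed on several entries (Fisher's exact test, adjusted p = 2.87e-14). This does not decide it, since 9 of 16 libraries, this one included, have an excess of such names, with at most 4 in any other library, and reads assigned differently between the entries of a gene would give the same. The explanation and an effect of genotype cannot be told apart for this transcript.

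Mt1 is not discussed in the paper and had a mean of 167 FPKM in Psma7 cKO GV oocytes, where no WT library exceeded 0.376 FPKM. All 8 Psma7 cKO libraries held at least 33.2 FPKM. For a response to metal or oxidative stress, Mt2 and Slc30a1, which the same factor induces, were examined. Mt2 reached at most 0.141 FPKM and Slc30a1 at most 0.155 FPKM in any library, and Mt2 was at 0 in 15 of 16 libraries. They did not reach 1 FPKM where Mt1 was high. Both were near 0 in WT libraries too, so whether they can respond in these oocytes is not shown. They therefore do not decide on such a response. Transcripts within 5 Mb of Mt1 do not share the change, with 0 of 45 past the threshold in GV oocytes (3 at an unadjusted p under 0.05) and 3 of 40 in eggs, or 7.5% against 8.02% of all transcripts. A candidate explanation is a transcript of the Zp3-Cre transgene that carries Mt1 sequence. It cannot be told apart from an effect of Psma7 loss, because the 8 libraries with the transgene are the 8 without Psma7 and the construct's sequence is not used here. Mt1 amounted to 3.47 to 5.33% of Zp3 FPKM in Psma7 cKO GV oocytes and 4.6 to 8.61% in Psma7 cKO eggs.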

How the results depend on the processing

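No test in this part was chosen after the result was seen, but the sums of entries by gene name and the group factors read from Fig. EV3 were chosen after seeing the data. Rescaling by ERCC spike-in values was not run. Where no cause is given for a change, the cause was not tested.

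For transcripts over 3-fold in GV oocytes (4 higher and 3 lower), the higher count was 99 with a floor of 0.1 FPKM, 2 with 1 FPKM added, 7 with the floor on group means, 2 after median-ratio rescaling, 45 at 2-fold and 65 with the group factors. The lower count was 57 with the floor of 0.1 FPKM, 10 at 2-fold and 16 with the group factors, and under the other alternatives it was within 1.5 times. A lower floor lets transcripts under 1 FPKM pass, and a lower fold lets smaller changes pass. Leaving out 1 library gave 3 to 7 higher (7 without WT GV replicate 1) and 2 to 4 lower.

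For eggs (167 higher and 2 lower), the higher count was 496 with the floor of 0.1 FPKM, 100 with 1 FPKM added, 109 with geometric means, 565 at 2-fold and 409 with the group factors. The lower count was 46 with the floor of 0.1 FPKM, 4 after rescaling and 15 at 2-fold. Leaving out 1 library gave 62 (without cKO MII replicate 3) to 262 (without cKO MII replicate 2) higher and 2 to 4 lower. Sums by gene name gave 161 higher in eggs.

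Decaying transcripts numbered 397, and 878 with the floor of 0.1 FPKM, 227 with 1 FPKM added, 1239 at 5-fold and 3144 with the group factors, while leaving out 1 library gave 383 to 416. Their share of egg-higher transcripts, 79.6%, was 63.3% with the floor of 0.1 FPKM, 72.1% after rescaling and 94.4% with the group factors, and 69.4 to 82.6% without 1 library, lowest without cKO MII replicate 3.

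For limma in GV oocytes (11 higher and 2 lower), no filter gave 2 and 1, a mean of at least 5 FPKM gave 5 and 1, no trend 18 and 4, replicate block 4 higher, all 16 libraries in one fit 96 and 28, and the added 3-fold limit 3 higher. Without 1 library there were 3 to 16 higher and 2 to 4 lower. For limma in eggs (620 and 141), no filter gave 974 and 77, no trend 86 lower, replicate block 101 and 7, all 16 libraries 1278 and 220, and the added 3-fold limit 75 and 2. Without 1 library there were 3 (without WT MII replicate 3) to 1024 (without cKO MII replicate 2) higher and 0 to 136 lower, with 565 lower at an unadjusted p under 0.05 without WT MII replicate 1 and 737 without WT MII replicate 3. The interaction (134) gave 83 with 1 FPKM added, 29 without a filter, 208 at a mean of at least 5 FPKM, 60 with the replicate block, and 41 (without cKO GV replicate 3) to 651 (without cKO MII replicate 2) without 1 library. Without a filter most transcripts sit at the floor with no variance left, so moderation is unreliable there. The block assumes that equal replicate numbers pair the libraries, which their correlations do not show.

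Of the 6 transcripts of Fig. EV3J, 4 passed, but 0 after rescaling and 0 with values below 1 set to 1, and 0 to 6 without 1 library. The value is 0 without any one of the WT MII replicates, where the exact p of each is at least 0.0571, and 6 without cKO MII replicate 2. The summed percentage remaining kept its direction under every alternative, and its ratio of 2.63 was 2.79 after rescaling, 2.41 for transcripts chosen on both genotypes, 2.03 as a median over transcripts, 1.79 with the group factors and 2.06 (without cKO MII replicate 3) to 3.24 (without cKO MII replicate 2) without 1 library. Its exact permutation p was 0.0571 without any one of the WT MII replicates and 0.0286 elsewhere. Psma7 FPKM kept an exact permutation p of 0.0286 at both stages after rescaling and without any 1 library.

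PC1 held 85.7% of the variance, and 90.9% with libraries as variables, 92.8% on the linear scale, 88.1% on the linear scale with libraries as variables, 65.8% with unit variance, 84.9% with all transcripts and 85.0 to 87.4% without 1 library. Of the list tests 3 passed, and 0 with an estimated correlation (0 also at an unadjusted p under 0.05), while leaving out 1 library gave 2 to 4.

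For the named transcripts, 580 fits under alternatives covered 37 results. In 431 fits the direction and the side of the threshold were the same, in 136 the result was weaker, in 10 stronger and in 3 reversed, and 9 of the 37 results were the same throughout. All 3 reversals were of Gm9844 in GV oocytes, where the log2 fold change of -0.06 became 0.04 without WT GV replicate 3, 0.03 without WT GV replicate 4 and 0.01 without cKO GV replicate 1 (range over libraries left out -0.22, without WT GV replicate 1, to 0.0381, without WT GV replicate 3), all far from the threshold. Depth limits transcripts near 1 FPKM, where the floor decides the fold change.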

Differences from the paper's values

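No test in this part was chosen after the result was seen, apart from the group factors described below, which are an alternative chosen after seeing the values.

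In GV oocytes the paper gives 84 transcripts over 3-fold higher in Psma7 cKO and the values here give 4. With a floor of 0.1 FPKM in place of 1 FPKM the count was 99, the only one of the alternatives set before the data were examined under which the 2 counts lie within 1.5 times of each other. The paper gives 18 transcripts lower in Psma7 cKO GV oocytes and the values here give 3, and none of the alternatives set before the data were examined closed the gap. In eggs the paper gives 359 higher transcripts and the values here give 167. A floor of 0.1 FPKM gave 496 and leaving out cKO MII replicate 2 gave 262, both within 1.5 times of the paper's count, and the other alternatives set before the data were examined did not come that close.

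The Venn diagram holds about 3100 transcripts that decay in WT in Fig. EV3H, read by eye, against 397 here, and none of the alternatives set before the data were examined closed the gap. It holds about 340 transcripts that decay and are higher in Psma7 cKO eggs in Fig. EV3H, read by eye, against 133 here. A floor of 0.1 FPKM gave 314 and thresholds of 2-fold and 5-fold gave 453, and the other alternatives set before the data were examined did not close the gap.

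Psma7 FPKM is about 800 in WT GV oocytes and about 84 in Psma7 cKO GV oocytes in Fig. EV3E, read by eye, against 165 and 14.6 here. None of the alternatives set before the data were examined closed either gap.

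The bars of the 6 transcripts in Fig. EV3J, read by eye, were compared with mean FPKM here. In GV oocytes Cdk1 is about 61 in WT and about 65 in Psma7 cKO, against 12.2 and 11.3 here. Tomm40 is about 160 and about 200, against 31.6 and 34.7 here. Rpl39 is about 56 and about 53, against 11.49 and 9.24 here. Gm9844 is about 230 and about 260, against 47.1 and 44.7 here. Dppa4 is about 66 and about 91, against 13.3 and 15.4 here. Cpsf4l is about 520 and about 650, against 105.0 and 112 here. For these GV values none of the alternatives set before the data were examined closed a gap.

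In eggs, Tomm40 in Fig. EV3J, read by eye, is about 2 in WT and about 12 in Psma7 cKO, against 1.23 and 7.19 FPKM here. Among the alternatives set before the data were examined, the WT gap closed without WT MII replicate 4 (1.43) and the Psma7 cKO gap without cKO MII replicate 1 (7.53) or 2 (8.84). Rpl39 in WT eggs is about 1.2 in Fig. EV3J, read by eye, against 0.747 here, and the gap closed with values below 1 set to 1 (1.07) and without WT MII replicate 1 (0.872), 2 (0.786) or 4 (0.764). Gm9844 in Psma7 cKO eggs is about 26 in Fig. EV3J, read by eye, against 16.9 here, and the gap closed without cKO MII replicate 1 (17.1), 2 (20.1) or 4 (17.6). Dppa4 in Psma7 cKO eggs is about 4.5 in Fig. EV3J, read by eye, against 2.93 here, and the gap closed without cKO MII replicate 2 (3.62) or 3 (2.83). Cpsf4l in Psma7 cKO eggs is about 32 in Fig. EV3J, read by eye, against 20.3 here, and the gap closed without cKO MII replicate 2 (23.0). The median-ratio rescaling closed none of these gaps. A gap counts as closed when the values lie within 1.5 times of each other or within 1 replicate SD of the libraries kept.

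Over the 26 bars read by eye, 20 differ from the values here and 14 by more than 3-fold. The ratio of bar to mean FPKM, with values below 1 set to 1, had a narrow range in 3 of the 4 groups and a wide one in WT eggs. It was 4.85 to 5.06 in WT GV oocytes, 5.74 to 5.91 in Psma7 cKO GV oocytes, 0.6 to 1.51 in WT eggs and 1.52 to 1.67 in Psma7 cKO eggs. When each group was multiplied by its median ratio (4.95, 5.78, 1.2 and 1.57), an alternative chosen after seeing the values, the counts were 65 higher and 16 lower in GV oocytes, 409 higher in eggs, 3144 decaying and 386 decaying and higher in eggs. All 5 lie within 1.5 times of the paper's counts, and no cause is named for the ratios.

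The paper states that the elevation of the decaying transcripts in Psma7 cKO eggs was not significant. Here 4 of the 6 transcripts of Fig. EV3J passed an exact permutation test adjusted over the list (p = 0.0429 each, n = 4 and 4), namely Tomm40, Gm9844, Dppa4 and Cpsf4l. Their adjusted p ranged from 0.0286 to 0.143 over the alternatives and was 0.0571 after rescaling, which left 0 past the threshold (3 at an unadjusted p under 0.05). The geometric mean of the summed percentage remaining was 2.63-fold higher (exact permutation p = 0.0286, 0.0286 to 0.0571 over the alternatives). The paper states that the libraries clustered by stage and not by genotype. On PC1 and PC2 the genotypes did not separate among GV oocytes here either (exact permutation p = 0.143 and 0.857, n = 4 and 4). Among eggs they separated on both (exact permutation p = 0.0286 each). Over all transcripts used, the centres of the genotypes were apart at both stages (exact permutation p = 0.0286 each, n = 4 and 4). The distance was 27.2 log2 units in GV oocytes and 45.4 in eggs, less than the 149.5 between stages in WT.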

Other observations

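The matched random lists, the splits for fry, the trend with length, the strain variant with its scan of chromosomes and the neighbours of Psma7 were chosen only after the result was seen, and the other splits and the cumulus list were set earlier.

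Among the 35 splits of the 8 egg libraries, only the real one, 1 of 35, gave as many transcripts past the limma threshold, and the highest of the others gave 5. Among the 35 splits of the 8 GV libraries, again 1 of 35 gave as many, and the highest of the others gave 1. For transcripts over 3-fold, 1 of 35 splits reached the 169 of eggs (120 in the highest of the others) and 1 of 35 the 7 of GV oocytes (4 in the highest of the others).

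The list tests were less specific. As many lists passed camera in 12 of the 35 splits of egg libraries and in 24 of the 35 splits of GV libraries. Passing camera at a preset correlation therefore does not set the real genotypes apart from other splits of these libraries. With fry, adjusted over the 5 lists of eggs, 3 lists passed and 1 of the 35 splits gave as many.

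The 20S and 19S transcripts were higher in Psma7 cKO eggs, with a median log2 fold change of 0.47 over 30 transcripts. Random lists matched on the WT change from GV to MII, on length and on level had a median of 0.40 (0.25 to 0.54), and 16.3% of 10000 reached the median of the subunits. For the 20S list alone 9.29% and for the 19S list alone 32.4% did. The increase is consistent with the general excess of transcripts that decay in WT, and it gives no evidence for a response specific to proteasome genes. A small specific response is not excluded.

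The cumulus and granulosa list has 20 genes, of which 18 are among the values. In every Psma7 cKO egg library 15 of them were under 1 FPKM, the highest at 0.899. The other genes, Nr5a2, Cyp19a1 and Kitl, were also at or above 1 FPKM in WT eggs, with a Psma7 cKO to WT ratio of at most 1.04. Of the 3 tested by limma in eggs, 0 passed an adjusted p of 0.05 and 0 had an unadjusted p under 0.05. Spp1 and Nupr1 are not on the list and were chosen after their values were seen. They held 19.2 and 6.64 FPKM in cKO egg replicate 1, and at most 0.179 FPKM in the other Psma7 cKO eggs. The highest WT egg value was 1.61 FPKM, for Spp1. The list therefore does not speak for genes outside it in cKO egg replicate 1.

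Relative to the WT egg mean, transcript level fell with length in Psma7 cKO eggs on transcripts stable from GV to MII, with slopes between -0.118 and -0.083 log2 per log2 nt and between -0.03 and 0.03 in WT eggs. The median log2 excess of 357 decaying transcripts was 1.15 before and 1.08 after removal of this trend.

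In cKO egg replicate 1, 59 genes were apart from each other Psma7 cKO egg library in the same direction by over 1 log2 unit, and 15 of them lie on chromosome 11 (permutation p = 0.0128, adjusted over 16 libraries 0.102, so not past the threshold, and 0 of 16 libraries passed, 3 at an unadjusted p under 0.05). Second entries of Nup88, Mis12 and Gsg2, between 70943058 and 73138294 on that chromosome, were at most 0.156 FPKM in cKO egg replicate 1 and 0.298 in WT eggs, and at least 6.13 FPKM in the other Psma7 cKO eggs. All GV libraries held them, at 2.92 to 9.03 FPKM in WT and 5.80 to 9.49 FPKM in Psma7 cKO, so their absence from WT eggs may also reflect a loss from GV to MII. These genes were chosen after their values were seen. The Med11 entries, from 70451919, also set cKO egg replicate 1 apart, with WT eggs on its side. The entry called lower in eggs held 12.6 FPKM in cKO egg replicate 1 and 3.08 to 5.68 in the other Psma7 cKO eggs. It held at least 30.7 FPKM in WT eggs. A strain variant carried by part of the mice may give such a pattern, and 11 of the 59 genes are names listed on several entries, but reads assigned differently between those entries would also give it. These explanations cannot be told apart with FPKM values.

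Other transcripts were chosen after their values were seen. Ubb, a polyubiquitin gene, had a log2 fold change of 1.11 in eggs (limma adjusted p = 0.0133) and -0.05 in GV oocytes (interaction adjusted p = 0.0112), and Zp3 one of 1.2 in eggs (adjusted p = 0.0203). Both fall from GV to MII in WT, to 14.0 and 10.2% of the GV mean. Within 5 Mb of Psma7, 0 of 38 transcripts passed in GV oocytes (5 at an unadjusted p under 0.05). In eggs 5 of 34 passed, or 14.7% against 8.02% of all transcripts.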
